# Calorie restriction increases insulin sensitivity to promote beta cell homeostasis and longevity in mice

**DOI:** 10.1038/s41467-024-53127-2

**Published:** 2024-10-21

**Authors:** Cristiane dos Santos, Amanda Cambraia, Shristi Shrestha, Melanie Cutler, Matthew Cottam, Guy Perkins, Varda Lev-Ram, Birbickram Roy, Christopher Acree, Keun-Young Kim, Thomas Deerinck, Danielle Dean, Jean Philippe Cartailler, Patrick E. MacDonald, Martin Hetzer, Mark Ellisman, Rafael Arrojo e Drigo

**Keywords:** Homeostasis, Super-resolution microscopy, Ageing

## Abstract

Caloric restriction (CR) can extend the organism life- and health-span by improving glucose homeostasis. How CR affects the structure-function of pancreatic beta cells remains unknown. We used single nucleus transcriptomics to show that CR increases the expression of genes for beta cell identity, protein processing, and organelle homeostasis. Gene regulatory network analysis reveal that CR activates transcription factors important for beta cell identity and homeostasis, while imaging metabolomics demonstrates that beta cells upon CR are more energetically competent. In fact, high-resolution microscopy show that CR reduces beta cell mitophagy to increase mitochondria mass and the potential for ATP generation. However, CR beta cells have impaired adaptive proliferation in response to high fat diet feeding. Finally, we show that long-term CR delays the onset of beta cell aging hallmarks and promotes cell longevity by reducing beta cell turnover. Therefore, CR could be a feasible approach to preserve compromised beta cell structure-function during aging and diabetes.

## Abstract (web summary)

Caloric restriction (CR) can extend the organism life- and health-span. Here, the authors show that mild caloric restriction enhances insulin sensititivy to promote beta cell health and longevity, through an optimization of energy metabolism and homeostasis pathways.

## Introduction

Aging is associated with loss of normal cell and tissue function, which are linked to degenerative and metabolic diseases such as Alzheimer’s and diabetes during old age^1^. Tissues composed of largely post-mitotic cells are expected to be significantly impacted by ageing because most cells in these tissues can be remarkably long-lived and as old as the organism itself^2–4^. Because of their longevity, long-lived cells (LLCs) are under immense pressure to maintain their normal cell function for long periods of time to sustain organ function. However, how LLCs achieve and maintain structure and function during adulthood, and whether aging-associated deficits in LLC function in old organisms can be reversed to restore normal tissue function remains largely unknown.

Using a combination of in vivo stable isotope labeling of mammals (SILAM), correlated and high-resolution electron and multi-isotope mass spectrometry (called MIMS-EM), and protein mass spectrometry pipelines, we have identified the tissue distribution of LLCs and of long-lived protein (LLP) complexes in post-mitotic cells^4–8^. These studies identified that different endocrine cell types in the mouse pancreas are LLCs, including up to 60% of all insulin-secreting beta cells^4,9,10^. Beta cells secrete insulin in response to increases in blood glucose levels to sustain normal glucose homeostasis for an entire lifetime^11^. Several studies have investigated the impact of aging on beta cells and established that aging beta cells have compromised expression of transcription factors (TFs) and re-organization of gene regulatory networks (GRNs) that maintain beta cell identity^12–14^, accumulation of islet fibrosis, inflammation, and ER stress^12,15^, reduced KATP channel conductance^16^, loss of coordinated beta cell calcium dynamics^17^, impaired beta cell autophagy and accumulation of beta cell DNA damage, and/or beta cell senescence^12,14,18,19^. When combined with an unhealthy lifestyle during old age, these aging signatures could pre-dispose beta cells to failure and lead to type 2 diabetes (T2D) onset^20^.

Caloric restriction (CR) and CR-mimicking approaches (e.g., time-restricted feeding (TRF)) can prolong organismal longevity and delay aging from yeast to non-human primates^21–26^. These beneficial effects are associated with improved glucose homeostasis due to prolonged fasting and enhanced peripheral insulin sensitivity, enhanced insulin signaling, lower adiposity, enhanced mitochondrial homeostasis and lower ATP generation, increased autophagy, enhanced protein homeostasis and reduced ER stress and inflammation^21–29^. In the pancreas, 20–40% CR or CR achieved via TRF are linked to lower islet cell mass in lean mice^21^, whereas in pre-diabetic mice, CR restores normal beta cell secretory function, identity, and preserves beta cell mass^30–33^ in a process dependent on activation of beta cell autophagy via *Beclin-2*^34^. In patients with a recent T2D diagnosis, the efficacy of extreme CR (average of 835 kcal/day or >50% CR based on a 2000 kcal/day diet) to reverse T2D depends on the capacity of beta cells to recover from previous exposure to a T2D metabolic state^35^. However, how beta cells adapt during CR, and whether CR can delay the hallmarks of beta cell aging remains largely unknown.

We investigated these questions by exposing adult male mice to mild CR (i.e., 20% restriction) for up to 12 months and applied comprehensive in vivo and in vitro metabolic phenotyping of beta cell function followed by single-cell multiomics and multi-modal high-resolution microscopy pipelines. Our data reveals that CR reduces the demand for beta cell insulin release necessary to sustain euglycemia by increasing peripheral insulin sensitivity. Ad-libitum (AL) consumption of a diet with reduced caloric intake failed to trigger a similar phenotype, thus indicating that CR and CR-associated fasting periods are required for this adaptive metabolic response. During CR, the transcriptional architecture of beta cells is re-organized to promote a largely post-mitotic and long-lived phenotype with enhanced cell homeostasis and mitochondrial structure-function. This is associated with reduced onset and/or expression of beta cell aging and senescence signatures. When exposed to a high-fat diet (HFD), CR beta cells upregulate insulin release, however they have a compromised adaptive response due to limited cell proliferation resulting in reduced beta cell mass.

Therefore, our results provide a molecular footprint of how CR modulates adult beta cell function and insulin sensitivity to promote beta cell longevity and delay aging in mice.

## Results

### Calorie restriction (CR) modulates beta cell function in vivo

We exposed 8-week-old FVB or C57/BL6 mice to 20%, CR for 2 months, and quantified in vivo glucose homeostasis mechanisms (Fig. 1A). As expected, CR mice consumed 80% of the total daily kilocalories (kcal) consumed by control mice maintained in an ad libitum (AL) diet (Fig. S1A and S2A, B). After 2 months, CR mice did not experience significant body weight gain due to a reduction in fat mass and adiposity, and maintained lean body mass (Fig. 1B and S1B, S2A–D). In contrast, mice exposed to HFD for 2 months consumed more calories and became obese (Fig. 1B, C and S1A).

**Fig. 1:**
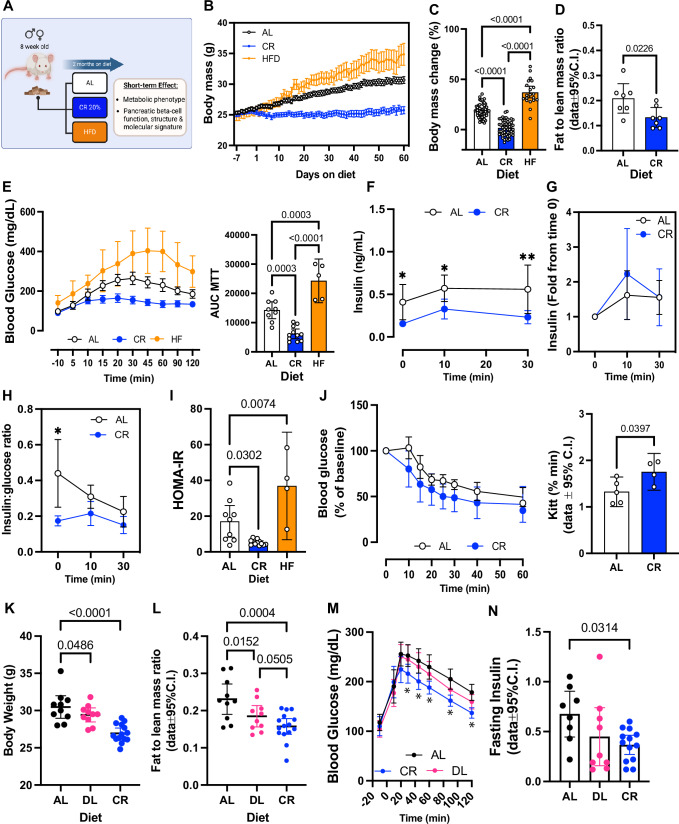
Short-term caloric restriction (CR) improves glucose homeostasis in male mice. **A** Schematic diagram of mice subjected to ad libitum (AL), 20% CR, or HFD for 2 months starting at 8 weeks of age. **B** Mouse body mass over 2 months on AL, HFD, or CR diet. **C** Body mass change after 2 months on diet. **D** Ratio between fat mass and lean mass after 2 months on diet AL, HFD, or CR diet. **E** Blood glucose levels during the meal tolerance test (MTT) after 2 months on diet and respective area under-curve (AUC) measurements. **F** Insulin levels during the MTT and **G** the respective fold change from baseline values. **H** Ratio between the insulin and glucose values obtained during the MTT. **I** HOMA-IR calculated from fasting glucose and insulin values after 2 months on diet. **J** Blood glucose values obtained during an intraperitoneal insulin tolerance test (ipITT) and the respective decay of the glucose rate per minute (kITT). **K** Mouse body mass after 2 months on AL, CR, or 20% diluted diet (DL). **L** Ratio between fat mass and lean mass of AL, CR, or DL mice. **M**, **N** Blood glucose levels and circulating insulin levels of AL, CR, and DL mice during a meal tolerance test (MTT) after 2 months on diet. Each dot represents the mean measurement for individual mice. **B**, **C** *n* = 60 AL, *n* = 75 CR, and *n* = 20 HF mice per group; **D** *n* = 7 mice per diet group; **E**–**I** *n* = 9 AL, *n* = 11 CR, and *n* = 5 HF mice per group; **J** *n* = 5 mice per diet group; **K**–**M** *n* = 10 AL, *n* = 10 DL, and *n* = 15 CR mice per group; **N** *n* = 8 AL, *n* = 9 DL, and *n* = 13 CR mice per group. *P* values for all significantly different comparison are shown. **F**, **H** the asterisks indicate *p < 0.05, **p < 0.01. Statistical analysis was conducted using one-way ANOVA with Tukey’s post-hoc test **C**, **E**, **I**, or followed by Dunnett’s post-hoc test (**K** and **N**) or Benjamini, Krieger, and Yekutieli’s post-hoc test (**L**). Data on (**F**–**H**, **M**) were analyzed with two-way ANOVA with Sidak’s post-hoc test or Tukey’s post-hoc test. For two groups comparison, unpaired two-tailed Student’s *t* test was performed (**D**, **J**). All data presented as mean ± 95% confidence intervals (C.l.). **A** was created with BioRender.com. and released under a Creative Commons Attribution-Non-Commercial NoDerivs 4.0 International license.

To quantify the impact of CR on beta cell insulin release and glucose homeostasis in vivo, we performed a series of oral mixed-meal tolerance tests (MTT) using a high-carbohydrate nutrient shake (Ensure, ~2% of the daily kcal consumption, see methods for details), or an oral glucose tolerance test (2 mg/kg). This revealed that CR mice have improved glucose tolerance compared to AL mice, whereas HFD mice were glucose intolerant—as expected (Fig. 1E, Figs. S1C and S2E). However, fasting glucose levels were not different between AL and CR mice (CR (*n* = 26) 105.4 ± 14.81 mg/dL versus AL (*n* = 24) 114.0±19.34 mg/dL, *p* = 0.0834). Serum insulin measurements before and during the MTT revealed that CR beta cells secrete ~50% less insulin than AL beta cells, despite having a similar stimulated insulin secretory capacity (Fig. 1F, G, Figs. S1E and S2G). Additional experiments where AL or CR mice were pre-treated with the GLP1 receptor agonist Liraglutide (400 μg/kg body weight) revealed improved glucose tolerance and insulin release in both groups, with AL mice sustaining higher serum insulin levels after 30 min (Fig. S1K–M). Together, these results suggest that CR does not impair beta cell-stimulated insulin secretion mechanisms in vivo. Instead, CR beta cells enjoy a lower requirement for insulin release to maintain euglycemia due to enhanced peripheral insulin sensitivity (Fig. 1H–J). Of note, no changes in hepatic insulin degradation enzyme (IDE) activity, alpha or beta cell mass, or circulating glucagon levels (AL (*n* = 11): 2.473 ± 1.473 versus CR (*n* = 12) 2.896 ± 1.240 pM) were observed after 2 months on diet ((Fig. S1G–F). In contrast, CR failed to enhance glucose homeostasis or modify beta cell function in female mice despite significant changes to body weight and lower body fat composition (Fig. S3A–L).

To investigate beta cell function and insulin release mechanisms in vitro, we performed dynamic glucose-stimulated insulin secretion assays (GSIS) using isolated islets from male mice exposed to AL, CR, and HFD for 2 months. Surprisingly, no significant differences in basal and/or glucose-stimulated insulin release or islet insulin content were observed between diet groups (Fig. S1H, I). However, CR beta cells had reduced insulin release when challenged with high glucose in combination with the phosphodiesterase inhibitor 3-isobutyl-1-methylxanthine (IBMX). While this observation may indicate that CR beta cells have impaired glucose-stimulated cAMP generation, these results are likely due to in vitro aspects that fail to recapitulate the in vivo beta cell environment and GLP1R signaling (Fig. S1K–M). Together, our experiments show that CR improves peripheral insulin sensitivity and glucose tolerance in male mice, which decreases the demand for beta cell insulin secretion required to maintain normoglycemia without compromising insulin release mechanisms. In contrast, female mice appear to be resistant to most of the effects of CR, likely due to sex-specific differences in glucose metabolism^21^.

### Calorie dilution is insufficient to modulate beta cell function in vivo

During CR, mice experience periodical events of feeding intercalated by long fasting periods that are necessary for the beneficial metabolic effects of CR^29^. First, to determine if an acute exposure to CR (i.e., 15 days) would be sufficient to affect beta cell insulin release, we accessed glucose homeostasis and beta cell insulin secretion after 2-, 4-, or 6-weeks of AL or CR feeding. This revealed that at least 6 weeks of CR feeding is required to significantly improve glucose tolerance and lower beta cell insulin release (Fig. S2I–K). Next, to test if reducing calorie intake alone (without prolonged fasting periods) can modulate beta cell function in vivo, we exposed mice to AL, CR, or food pellets with 20% cellulose. This approach dilutes the amount of bioavailable energy in the diet while maintaining AL access to food and minimize fasting periods^29^. As expected, CR mice were leaner with improved glucose homeostasis and lower circulating insulin levels (Fig. 1K–N). In contrast, mice fed a 20% diluted chow (DL) had similar glucose homeostasis and circulating insulin levels as AL mice, despite being relatively leaner (Fig. 1K–N). Notably, DL mice consumed ~18% more food over time than AL mice to maintain normal levels of digested food energy (Fig. S3M–Q), thus showing that DL-fed mice adjust their feeding behavior to maintain normal energy levels. Together, this data indicates that sustained CR is required to trigger a functional beta cell adaptation, and that glucose homeostasis mechanisms are not affected by calorie dilution alone.

### CR beta cells have impaired adaptive replication response to HFD feeding

TRF, CR, or dieting can recover compromised beta cell function during diabetes in mice and humans^32,33,35^. However, successive oscillations in body weight led to compromised glucose homeostasis due to impairment of beta cell function^36^. To determine whether CR exposure protects the glucose homeostasis mechanisms during times of metabolic stress, we fed AL or CR mice with HFD for 2 months and monitored glucose clearance and beta cell insulin secretion in vivo. Of note, re-introduction of CR mice to AL access to chow diet (CR-AL group) leads to significant body weight gain and restores mouse body fat mass content, glucose tolerance, and insulin release, thus indicating that the impact of CR on beta cell function is reversible (Fig. 2A–F). Strikingly, CR mice exposed to HFD (CR-HF group) become obese, hyperglycemic, and as glucose intolerant as control HFD-fed mice (AL-HF group, Fig. 2A–D). Moreover, CR-HF mice have impaired meal-stimulated beta cell insulin release despite similar insulin sensitivity as AL-HF mice (Fig. 2E, F).

**Fig. 2:**
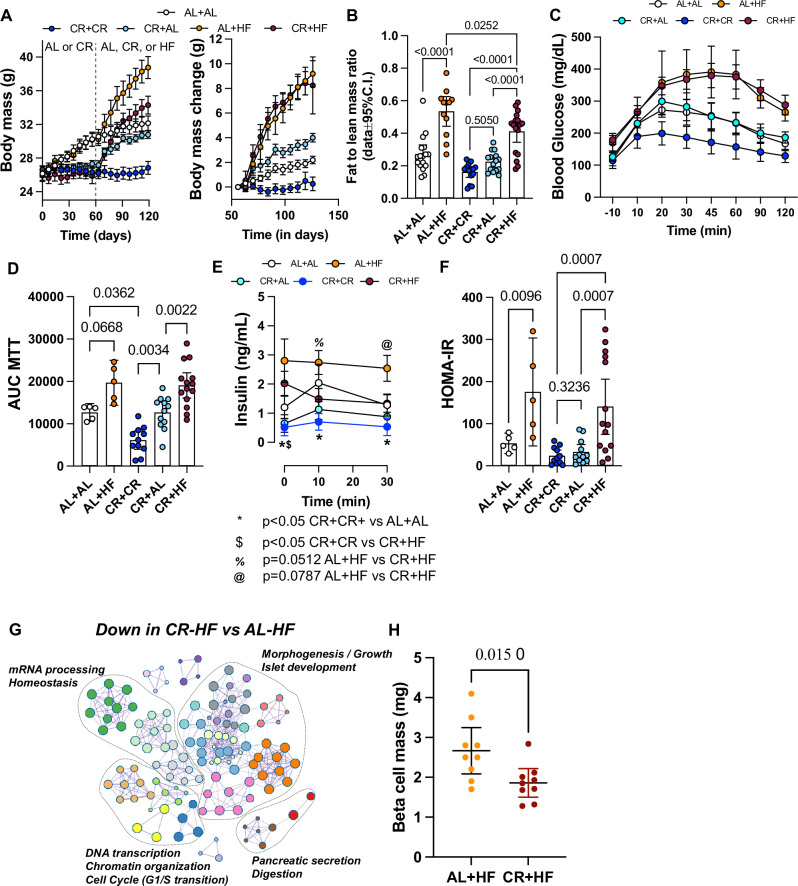
CR disrupts beta cell adaptive response during HFD. **A** Mouse body mass and body mass change over the course of 4 months, before and after switching diets. Mice were placed on AL or CR diets for 2 months and then shifted to AL (CR-AL) or HFD (AL-HF or CR-HF) for another 2 months. Two groups of AL (AL-AL) or CR (CR-CR) mice were maintained on their original diets as controls. **B** Ratio between fat mass and lean mass at the end of the diet switch experiment. **C**, **D** Blood glucose levels during the meal tolerance test (MTT) and area under-curve (AUC) measurements at the end of the diet switch experiment. **E** Insulin levels during the MTT shown in (**C**). All *p* values for select comparisons are listed at the bottom. **F** HOMA-IR was calculated from fasting glucose and insulin values at the end of the diet switch experiment. **G** Bulk-RNA-seq pathway enrichment analysis graph displaying interconnected nodes representing pathways downregulated in CR-HF mice versus AL-HF. **H** Pancreas beta cell mass in AL-HF versus CR-HF mice at the end of the diet switch experiment. *P* values for all significantly different comparison are shown, and each dot represents the mean measurement for individual mice. **A** *n* = 29 AL-AL, *n* = 19 AL-HF, *n* = 24 CR-CR, *n* = 40 CR-AL, and *n* = 27 CR-HF mice per group; **B** *n* = 17 AL-AL, *n* = 12 AL-HF, *n* = 14 CR-CR, *n* = 15 CR-AL, and *n* = 17 CR + HF mice per group; **C**–**F** *n* = 5 AL-AL, *n* = 5 AL-HF, *n* = 11 CR-CR, *n* = 12 CR-AL, and *n* = 14 CR-HF mice per group; **H** *n* = 9 mice per group. Statistical analysis was conducted using one-way ANOVA with Tukey’s post-hoc test (**B**, **D**), or followed by Benjamini, Krieger, and Yekutieli’s post-hoc test (**F**). **E** two-way ANOVA with Benjamini, Krieger, and Yekutieli’s post-hoc test was performed. For two groups comparison, unpaired two-tailed Student’s *t* test was performed (**H**). All data presented as mean ± 95% confidence intervals (C.l.).

To investigate the underlying molecular signature of CR-HF beta cells, we performed bulk RNA-seq of isolated islets from AL-HF and CR-HF mice. We identified a total of *n* = 555 genes differentially regulated (Supplementary Data 1), with *n* = 495 genes down-regulated in CR-HF mice. Pathway enrichment analysis revealed that these genes were linked to chromatin remodeling and cell cycle progression (*Atrx, Brd4/9*), tissue morphogenesis (*Mef2c, Foxp1*), and pancreas cell development (*Nkx6-1*, *Sox9*) and function (*Cela2a*, *Cpa1/2*) (Fig. 2G). This data hinted that CR beta cells could have a compromised adaptive replication response to HFD feeding; to address this possibility, we quantified the beta cell mass in CR-HF and AL-HF mice and found a significantly lower beta cell mass in CR-HF mice (Fig. 2H). Our experiments demonstrate that CR beta cells are neither “protected” nor do they have enhanced glucose homeostasis in response to HFD feeding. In contrast, CR beta cells have suppressed activation of transcriptional programs and proliferation necessary for successful expansion of the beta cell mass in response to HFD.

### CR alters beta cell epigenetic and transcriptional heterogeneity

Given that CR triggered significant changes to glucose homeostasis and beta cell insulin secretion in vivo, while modulating the transcriptional landscape of CR islets after HFD feeding (Figs. 1 and 2), we applied single nucleus (sn) transposase-accessible chromatin with sequencing (ATAC)- and mRNA sequencing (called snMultiome-seq, 10x Genomics) to investigate the transcriptional architecture underlying the adaptation of beta cells to CR or HFD after 2 months on diet.

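Islet nuclei from mice on the AL, CR and HFD diets were profiled with a multiome assay, which reads the RNA and the open chromatin (ATAC) of the same nucleus. There were 6 libraries, 2 per diet. The authors processed each library alone with Cell Ranger ARC 2.0.1 and the mm10 genome, and the lists of called nuclei and of ATAC peaks were used for every library. These lists held 6023 and 7950 nuclei for AL, 8723 and 5213 for CR, and 11051 and 16653 for HFD replicates 1 and 2. HFD replicate 1 carries another number in its library name than the other libraries, so a difference in handling cannot be excluded there. Counts per gene and per peak were read for the CR library of replicate 2, and RNA levels of the AL, HFD and first CR libraries were not analysed here. That CR library held 47067814 RNA UMIs and 54586497 ATAC counts in 5213 nuclei, with medians of 6274 and 5916 per nucleus. Its counts come from before the study removed free RNA and multiplets.
The study's limits of 1000 to 25000 RNA UMIs, 1000 to 100000 ATAC counts and at most 10% mitochondrial RNA kept 3721 nuclei, which is 71.4% (exact 95% binomial interval 70.1 to 72.6). Of these, 111 were called doublets from their RNA and left out, and 3610 were clustered. RNA levels are UMIs pooled over the nuclei of a group, scaled to the group's total and given as CPM with an exact 95% Poisson interval. With a single library there was no test between mice, and intervals cover counting error only.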

Single nuclei were isolated from frozen islet pellets from mice exposed to AL, CR, or HFD diet for 2 months (Fig. 3A). 

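Beta-like nuclei, which carry the insulin genes Ins1 and Ins2, made up 3140 of 3610 nuclei in the CR library (87.0%, exact 95% interval 85.8 to 88.1) when named by cluster. Other cluster settings with the filter gave 86.7% to 87.9%. Naming each nucleus by its own marker scores gave 37.2%. Those scores are scaled over all nuclei, so a type that makes up most of them scores near the average. The 37.2% is therefore no measure of the beta-like share. By cluster the remaining nuclei were 129 delta-like, 122 endothelial-like, 112 alpha-like, 66 macrophage-like and 41 gamma-like. Gcg, which encodes glucagon, stood at 30964 CPM in alpha-like and 460 CPM in beta-like nuclei. Sst, the somatostatin gene, stood at 9544 CPM in delta-like and 196 CPM in beta-like nuclei, and Ppy, the pancreatic polypeptide gene, at 56791 CPM in gamma-like and 476 CPM in beta-like nuclei. Gcg also stood at 4761 CPM in delta-like and 4359 CPM in gamma-like nuclei. Ppy stood at 3021 CPM in alpha-like and 2944 CPM in delta-like nuclei. Delta-like nuclei had the highest median depth, 11589 against 6046 UMIs in beta-like nuclei, and held 37008 CPM of Ins1. Mixed droplets cannot be excluded there, though the median doublet score was 0.0523 against 0.0493 in beta-like nuclei. Insulin RNA was found in every group: macrophage-like nuclei held 26646 CPM of Ins1, which they do not make, so RNA released by beta cells entered all droplets. The alpha- and gamma-like nuclei formed a shared cluster at the study's resolution of 0.7 and were parted at 1.2, and the endothelial-like cluster also held stellate genes. One beta-like cluster of 435 nuclei was led by Lars2 and Gm42418 at a median of 2828 UMIs, and another of 578 nuclei was led by mitochondrial genes. Clusters named from markers may differ from the study's own.
Chromatin near the transcription start sites (TSS) of hormone genes was counted in peaks within 2 kb and scaled to CPM of all ATAC counts. Ins1, on chromosome 19 of mm10, had 97.9 in beta-like nuclei (from 3469 counts), 49.1 in delta-like, 31.3 in alpha-like and 5.89 in macrophage-like nuclei. Mixed droplets cannot be excluded for the delta-like value. Gcg, on chromosome 2, had 29.8 in alpha-like nuclei (interval 18.2 to 46.1, from 20 counts) and 9.97 in beta-like nuclei. Ppy had 6.54 in gamma-like nuclei from 2 counts, too few to rank. Ins2 is left out, since the start used for it is the far end of a gene model from 142678656 to 142743381 on chromosome 7 and not that of the short insulin transcript. Sst had no peak within 2 kb in this library. Across 16619 genes, the pooled RNA of a cell type and its own ATAC counts near the TSS had Spearman correlations between 0.421 and 0.548. Their median was 0.446, and it was 0.420 for RNA and ATAC of different types. With only the genes of at least 10 CPM these medians were 0.166 and 0.144. For 3 of 6 types the RNA correlated best with the ATAC of the same type. Genes are not independent replicates, so no p-value was computed.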

We analyzed a total of 16,555 islet nuclei to identify major islet cell types using well-established islet cell gene expression and chromatin accessibility patterns (Fig. 3B–F and S4A–F)). Here, pseudo-bulk differential gene expression analysis of AL, CR, and HFD beta cell transcriptomes revealed that CR beta cells have upregulation of several beta cell identity genes, including both insulin genes (*Ins1*, *Ins2*), amylin (*Iapp*), the insulin processing enzyme *Pcsk1n*, the glucose-6 phosphatase enzyme *G6pc2*, the beta cell TF *Nkx6-1*, and downregulation of the incretin receptor *Gipr* (*Glp1r* was not detected) and of the carbohydrate-responsive transcriptional regulator *Mlxipl* (also known as *ChREBP*) (Fig. 3G, Supplementary Data 2). In contrast, CR had a limited effect on beta cell chromatin accessibility (*n* = 143 differentially modulated chromatin with *p* val < 0.05), where most changes were associated with genes containing TF motifs mapped to circadian rhythm- (*Arntl*/*Bmal*, *Dbp*, *Tef*, and *Hlf*) and nutrient-dependent regulators of autophagy (*Tfeb* and *Tfe3*) (Fig. 2H, Supplementary Data 3). 

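In beta-like nuclei of the CR library, Ins2 stood at 73320 CPM and Ins1 at 49722 CPM, together 12.3% of all UMIs. Iapp, which encodes amylin, stood at 4510 CPM, G6pc2 at 1353 CPM, Pcsk1n at 361 CPM and the transcription factor Nkx6-1 at 432 CPM. Gipr and Glp1r encode the receptors of the incretin hormones GIP and GLP-1. Gipr had 3472 UMIs, or 152 CPM (95% interval 147 to 157). Glp1r (ENSMUSG00000024027, chromosome 17 from 30901817 to 30940791 of mm10) had 13054 UMIs, or 573 CPM (95% interval 563 to 582), and 89.1% of the 3140 beta-like nuclei had at least 1 of them. Mlxipl, which encodes ChREBP, stood at 417 CPM.
Free RNA sets the level that these values have to exceed. In the 188 endothelial- and macrophage-like nuclei, Glp1r stood at 177 CPM (interval 151 to 206) and was seen in 27.1% of nuclei. Depth differed, with median UMIs of 6046 in beta-like, 4540 in endothelial-like and 2311 in macrophage-like nuclei. With every nucleus thinned to 1000 UMIs, 41.0% of beta-like and 9.04% of endothelial- and macrophage-like nuclei had a Glp1r UMI. Gipr fell from 16.0% to 1.06% between these groups. In the endothelial- and macrophage-like nuclei Ins1 kept 44.4% of its beta-like CPM, G6pc2 30.4% and Nkx6-1 32.2%. Levels under AL and HFD were not analysed here, so these values give the CR side of the comparison from which the paper reports higher identity genes and lower incretin receptor and Mlxipl expression.

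**Figure D1:**
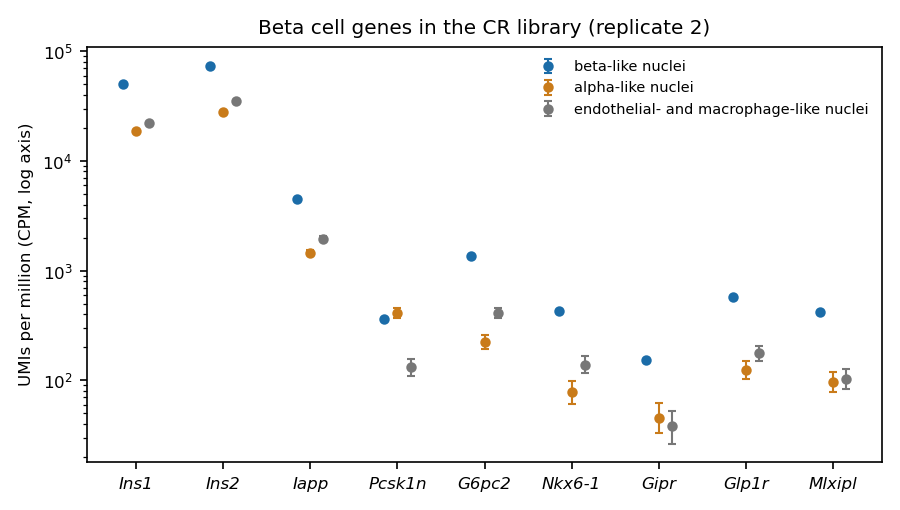
Pooled RNA level (CPM, log axis) of 9 beta cell genes in beta-like, alpha-like, and endothelial- and macrophage-like nuclei of the CR library of replicate 2, with 95% Poisson intervals as bars. Glp1r stood at 573 CPM in beta-like and 177 CPM in endothelial- and macrophage-like nuclei.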

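Open chromatin of whole islets overlapped about as much between mice on the same diet as between mice on different diets. Which was higher depended on the measure and on single libraries. The mean base-pair Jaccard index, the shared part of the bases covered by either of 2 peak lists, was 68.2% for the 3 same-diet pairs and 68.5% for the 12 pairs of different diets. The difference of -0.263 percentage points was reached or exceeded by 10 of the 15 ways to sort 6 libraries into pairs (one-sided exact permutation test, p = 0.667; the smallest p this design allows is 0.0667). Measured as the share of the smaller list's peaks found in the other list, the means were 91.3% and 90.4%, the real pairing ranked first of 15, and the exact p was 0.0667. The Jaccard difference turned to 1.16 points without CR replicate 1 and to 1.09 without HFD replicate 2. Same-diet pairs never share a replicate number, while 6 of the 12 other pairs do. Lists of replicate 1 covered 106 to 112 Mb and those of replicate 2 85.5 to 99.0 Mb. Unequal sizes lower the highest Jaccard index a pair can reach, and less so the share of the smaller list. Pairs of different diets had a mean Jaccard index of 69.3% with the same number and 67.6% with other numbers, and among the 6 pairings that part the numbers in the same way the real one ranked first (exact p = 0.167, the smallest possible). Both CR libraries held 834 peaks that neither AL library had, and both AL libraries held 4570 that neither CR library had. Split by replicate number, so that each side held a CR and an AL library, the numbers were 5273 and 777, and in the other mixed split 2341 and 1243. CR replicate 2 had the fewest peaks (96848) and the fewest nuclei (5213), and these peak lists are of islets, not of beta cells alone.
The regulators named by the paper had open TSSs in all diets: Arntl, Dbp, Tef, Hlf, Tfeb and Tfe3 had a peak within 2 kb of the TSS in all 6 libraries. Gcg, Ppy and Fos had one in all 6 as well, while Sst had one in 4 and G6pc2 in 0. Such a peak is common and says little about diet. It also concerns the regulators' own TSSs and not regions with their motifs. The E-box word CACGTG, which Arntl, Tfeb and Tfe3 bind, lay in the central 500 bp of 9.59% of the 834 CR-held peaks (exact 95% interval 7.68 to 11.8) and of 7.42% of the 4570 AL-held peaks (6.67 to 8.22). It ranged from 7.98% to 8.69% in the splits that mixed the diets. D-box words, bound by Dbp, Tef and Hlf, lay in 1.68% (0.921 to 2.80) and 2.89% (2.42 to 3.42), and in at least 2.17% in the mixed splits. The 2 sets also differed in base content, with 47.6% and 45.2% G and C. With 4 libraries there are only 3 such splits, so no test was made, and this count of words was added after the peak lists had been examined. From its beta cell comparison the paper reports a limited effect on chromatin, mostly at genes with motifs of circadian and autophagy regulators.

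**Figure D2:**
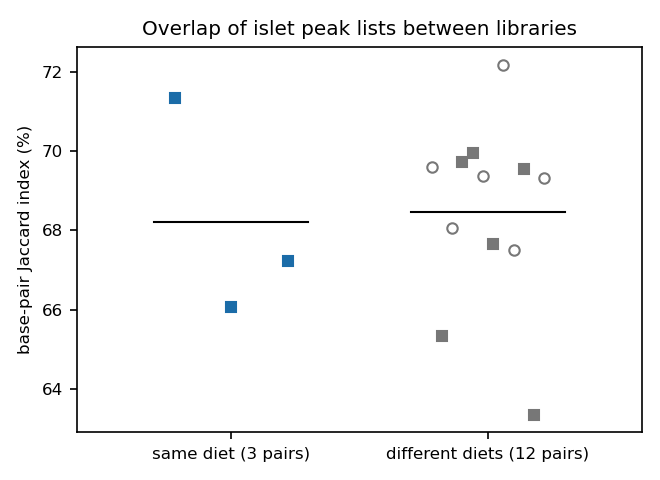
Base-pair Jaccard index (%) of islet peak lists for each pair of libraries, with lines at the means. Open circles are pairs with the same replicate number and filled squares pairs with other numbers; the same-diet mean of 68.2% lies beside the 68.5% of pairs of different diets.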

Beta cells with higher levels of *Arntl/Bmal* have been associated with a more functional phenotype with increased expression of beta cell identity markers such as *Pdx1*^37,38^. Immunohistochemistry (IHC) and confocal microscopy of islets from CR mice confirmed that ~80% of all CR beta cells have higher levels of *Arntl/Bmal* and Pdx1 in situ after 2 months on diet (Fig. S4G). Moreover, pathway enrichment analysis of differentially expressed genes and enriched chromatin regions in CR beta cells revealed enrichment of pathways linked to beta cell identity and function, oxidative phosphorylation (OxPhos), mitophagy, protein processing, degradation, and transport through the endoplasmic reticulum (ER) and Golgi apparatus (Fig. 3I). In contrast, HFD beta cells showed reduced expression of genes associated with beta cell function (i.e., *Fos*, *Fosb*, *Jun*, and the incretin receptor *Gipr)*, and increased expression of stress- and diabetes-associated genes (*Fkbp5* and *Glis3*, respectively) (Fig. 3G–I).

**Fig. 3:**
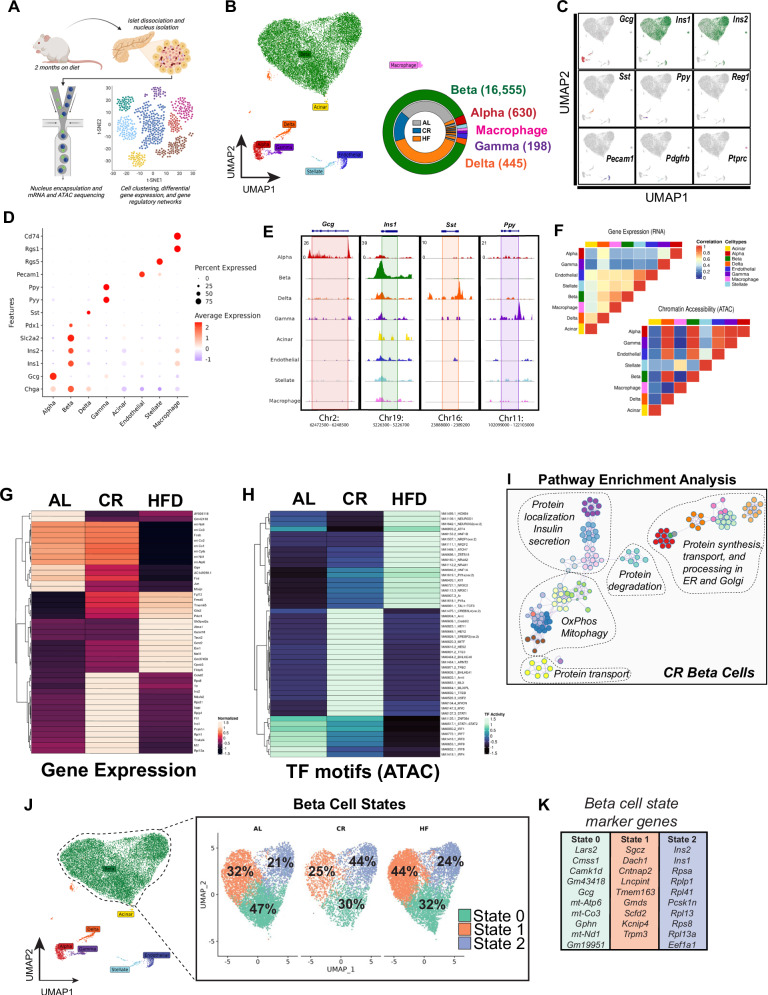
Single-cell multiome sequencing of islets reveals diet-specific changes to beta-cell heterogeneity. **A** Schematic representation of the workflow used for single nuclei multiome sequencing (ATAC + RNA) of pancreatic islets isolated from AL, CR and HFD mice after 2 months on diet. **B** Uniform Manifold Approximation and Projection (UMAP) of the integrated transcriptome and chromatin dataset. Data from a total of *n* = 18,741 islet cells from *n* = 2 mice per diet group. Different cell types are indicated by various colors and labels. Inset, donut plot with the total number of cells in each cell cluster. **C** UMAPs show the expression of cell marker genes. **D** Dot plot with relative expression of marker genes in alpha, beta, delta, gamma, acinar, endothelial, stellate, and macrophage cell clusters. **E** Genome tracks showing ATAC peaks for hormone markers: Gcg (alpha cell), Ins1 (beta cell), Sst (delta cell), and Ppy (gamma cell). **F** Heatmap showing the correlation between gene expression (RNA-seq) and chromatin accessibility (ATAC-seq) across the identified cell types. **G** Heatmap with the top differentially expressed genes (RNA-seq) and **H** top ATAC-seq peaks in transcriptional factors (TF) motifs in beta cells from AL, CR, and HFD mice. **I** Annotated node map with pathway enrichment analysis of differentially expressed genes and TF motifs in beta cells from CR mice. Analysis was performed using Metascape with an FDR < 0.05. **J** UMAP projection of beta cells and identified subclusters from AL, CR, and HFD mice. Beta cell populations were defined according to distinct transcriptional states. **K** Top marker genes from each beta-cell state. **A** was created with BioRender.com. and released under a Creative Commons Attribution-Non-Commercial NoDerivs 4.0 International license.

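Beta-like nuclei of the CR library were clustered again with 10 principal components at the study's resolution of 0.3, without the genes examined here, and each cluster was named from the paper's markers of states 0, 1 and 2 (Supplementary Data 4). There were 3 clusters, of 1661, 762 and 717 nuclei. Among the 50 leading genes of the first, 41 were state 2 markers and 16 were state 0 markers. State 0 has 53 usable markers and state 2 has 310, so by the share of the list found this cluster took the name state 0, and no cluster took the name state 2. The other clusters held 15 and 27 state 1 markers. At a resolution of 0.5 there were 4 clusters, and a cluster of 616 nuclei with 33 state 2 markers among its leading genes was state-2-like. It held 33 of the 310 state 2 markers and 5 of the 53 state 0 markers, so it took this name only narrowly. It was led by Tenm4, Dach2, Stxbp5l and, further down, App, Ftl1 and Scg2. The state 0-like cluster of 1117 nuclei, with 22 state 0 and 18 state 2 markers among its leading genes, was led by Lars2, Gm19951 and Gm42418 and had the lowest median depth, 4347 UMIs against 8247 in the state-2-like cluster. The state 1-like nuclei, 715 and 692, were led by Pappa2 and Edil3 and by Unc5c and Asic2. Nuclei simulated from a single beta cell profile still formed 2 clusters at 0.3 and 3 at 0.5, so a number of clusters alone says little, and the paper's markers were found on data that include this library.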

Next, we identified three different beta cell transcriptional states (beta cell states 0, 1, and 2) and their marker genes and chromatin accessibility profiles (Fig. 3J, K, Fig. S4H–J). This analysis shows that CR caused a shift in the transcriptional heterogeneity of beta cells, where CR mouse islets had ~2x more beta cells in state 2 (versus AL and HFD islets (Fig. 3J)). 

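In the CR library the state-2-like share of the 3140 beta-like nuclei depended on how nuclei were assigned. At the study's resolution of 0.3 no cluster took the name state 2 under a rule that favours the shorter marker list of state 0, while the cluster with most state 2 markers by count, a choice made after seeing the data, held 52.9%. At 0.5 the share was 19.6% (exact 95% interval 18.2 to 21.1). With the genes examined here kept for clustering, no cluster at 0.5 took the name state 2. By each nucleus's highest marker z-score the share was 30.5% (28.9 to 32.2). In the z-score assignment 33.8% of nuclei were nearest state 0 and 35.7% nearest state 1, and 200 nuclei (6.37%) lay within 0.1 of another state. Each state's score is scaled over all nuclei before the highest is taken, which pulls the states towards equal shares. The 30.5% is therefore no measure of how common state 2 is. Shares under AL and HFD were not analysed here. From the shares of the 3 diets the paper concludes that CR shifts the heterogeneity of beta cells.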

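State-2-like nuclei of the CR library had more RNA of mitochondrial and insulin genes than the other beta-like nuclei. Values compare the 616 state-2-like nuclei found at resolution 0.5, with 5697197 UMIs, with the other 2524, with 17102159 UMIs. Ins1 rose from 48280 to 54050 CPM (log2 ratio 0.16, 95% interval 0.16 to 0.17), Ins2 from 69437 to 84976 CPM (0.29) and the beta cell transcription factor Mafa from 303 to 376 CPM (0.31, 0.24 to 0.38). Cox4i1, a subunit of cytochrome c oxidase, rose from 84.3 to 126 CPM (0.58, 0.45 to 0.71). The outer membrane channel Vdac1 had a log2 ratio of 0.31 (0.12 to 0.49). The list of 13 named Cox, Vdac1 and Tomm genes had a median of 0.38, and 61 genes of the respiratory chain a median of 0.30; both medians lay above all of 10000 random lists matched on expression. The 34 proteasome genes had a median of 0.09, above 99.9% of such lists. Random lists were drawn gene by gene, so genes that vary together can reach such ranks through a shared shift. The ranks are a description and no test. Lamp1 (0.35), Ctsb (0.26), Cltc (0.16), Slc7a2 (0.20), Idh2 (0.16) and Nme1 (0.34) were higher as well, with intervals above 0.
Other genes went the opposite way. Acly, which makes cytosolic acetyl-CoA, fell from 756 to 552 CPM (log2 ratio -0.45, -0.51 to -0.40). Slc38a2 (-0.23), Hadh (-0.14), Sqstm1 (-0.14), Hspa5 (-0.13), Creb3l2 (-0.12) and Atf6 (-0.09) were lower with intervals below 0, and Pkm (-0.01), Cox5a (-0.004) and Ulk1 (-0.23) had intervals that reach 0. Of 31 genes, 21 were higher and 10 lower, and the median over 13386 genes was -0.05. By marker z-scores the rises were larger, with 0.96 for Ins1, 1.02 for Ins2, 0.86 for Mafa and a median of 0.79 for the respiratory chain, while Hspa5 turned to 0.37, Sqstm1 to 0.07, Idh2 to -0.24 and Slc7a2 to -0.29. The state-2-like nuclei of the cluster also had a higher median mitochondrial share of UMIs, 3.83% against 2.43%. The z-score assignment picks nuclei by their level of state 2 markers, and 77 of the paper's 345 are ribosomal protein genes. There Rpl7 (1.26) and Rps3 (1.23) were among the leading genes, and the nuclear RNA Malat1 fell from 31315 to 18969 CPM. The larger rises cannot be told apart from that choice or from cytoplasmic RNA carried with the nuclei. These are nuclei of a single library and the ratios describe it, without a test.

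**Figure D3:**
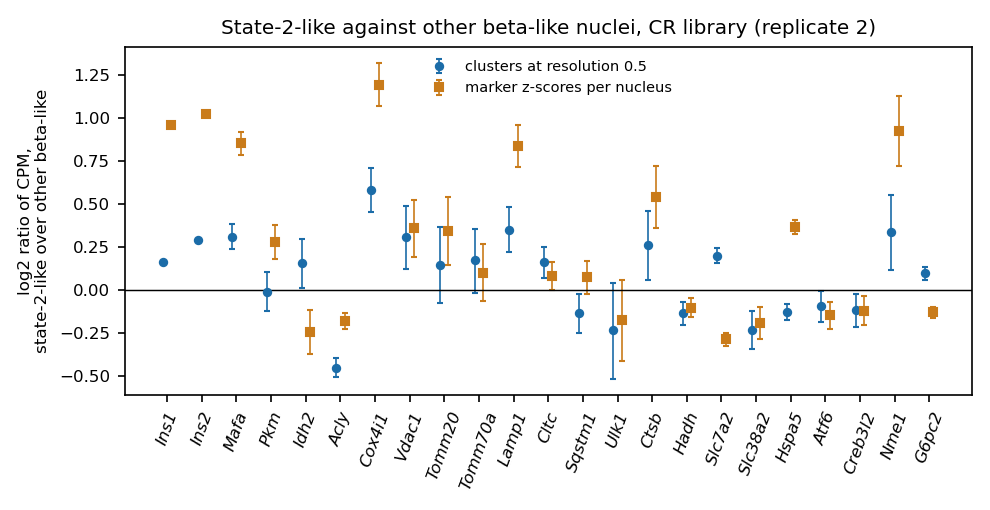
Log2 ratio of CPM, state-2-like over other beta-like nuclei of the CR library, with 95% counting intervals. Circles use clusters at resolution 0.5 and squares the marker z-scores; Cox4i1 lies at 0.58 and Acly at -0.45 with the clusters.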

Beta cells in this transcriptional state have higher expression of beta cell identity and function (*Ins1, Ins2, Mafa*), oxidative and anaerobic carbohydrate metabolism (*Pkm, Idh2, Acly*) and mitochondrial structure and function (Cytochrome C genes (*Cox4-to-8)*, *Vdac1*, *Tomm20*, and *Tomm70a*), autophagy (*Lamp1, Cltc, p62/Sqstm1, Ulk1, Ctsb*), lipid metabolism (*Hadh*), amino-acid transport and metabolism (*Slc7a2*, *Slc38a2*), protein folding and response to ER stress (*Hspa5, Atf6, Creb3l2*) and DNA damage (*Nme1*) genes (Fig. 3K, Figs. S5A–E and S8C–F, Supplementary Data 4). Moreover, state 2 beta cells had lower expression of the rate-limiting enzyme glucokinase (*Gck*) and increased expression of glucose-6-phosphatase catalytic subunit 2 (*G6pc2)*, which could suggest that these cells have lower glycolytic flux and increased glucose excursion^39^. However, this does not appear to be the case since CR beta cells have appropriate glucose-stimulated insulin release dynamics (Fig. 1 and Fig. S1).

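G6pc2, which encodes a catalytic subunit of glucose-6-phosphatase, stood at 1423 CPM in the state-2-like and 1330 CPM in the other beta-like nuclei of the CR library (log2 ratio 0.10, 95% interval 0.06 to 0.13, from 8107 and 22742 UMIs). By marker z-scores the ratio of G6pc2 was -0.13, so its direction depended on the assignment. The values describe a single library.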

Together, these results indicate that CR triggers significant transcriptional and chromatin accessibility changes in most beta cells that enhance cell identity, nutrient metabolism, circadian rhythm regulation, and ER, mitochondria, and protein homeostasis mechanisms.

### CR reprograms beta cell GRNs

Beta cell development, maturation, and ageing processes are characterized by modulation of gene regulatory networks (GRNs) that control beta cell gene expression patterns and heterogeneity^12,40,41^. Given that CR has limited effects on beta cell chromatin accessibility (Fig. 3, Figs. S4 and 5), we wanted to test if the transcriptional phenotype of CR beta cells was largely due to re-organization of beta cell GRNs. To test this hypothesis, we applied the TF inference tool SCENIC^42,43^ to scan the transcriptional signatures of individual beta cells to infer and assign TF-gene linkages using a known TF motif database to create cell type-specific GRNs^12,42,43^.

We applied SCENIC to our single beta cell snMultiome-seq dataset (*n* = 16,555 cells in total) from AL, CR, and HFD mice after 2 months on diet and identified a total of 242 TF enriched in all beta cells, including beta cell identity TFs *Pdx1*, *Nkx-6.1, Mafa, and Foxa2a* (Fig. 4A, Supplementary Data 5). Next, we determined the overall degree of correlation in the inferred activity of each TF to identify modules of co-regulated TFs (as we have previously shown in ref. ^12^). This approach revealed the expected and positive correlation in the activation of beta cell TFs (*Pdx1*, *Mafa*, and *Foxa2*, (Fig. 4B)^44^ and identified distinct sets of co-regulated beta cell TFs, including the insulin-sensitive *Foxo1*, the ER homeostasis and stress response *Atf6*, the beta cell identity *Nkx6.1* and the carbohydrate-responsive *Mlxipl*/*ChREBP*, and two large groups of TFs associated with control of gene transcription mechanisms and cell development (*Sox9*, *Klf3/4*, *Runx1-3*) (Fig. 4B).

**Fig. 4:**
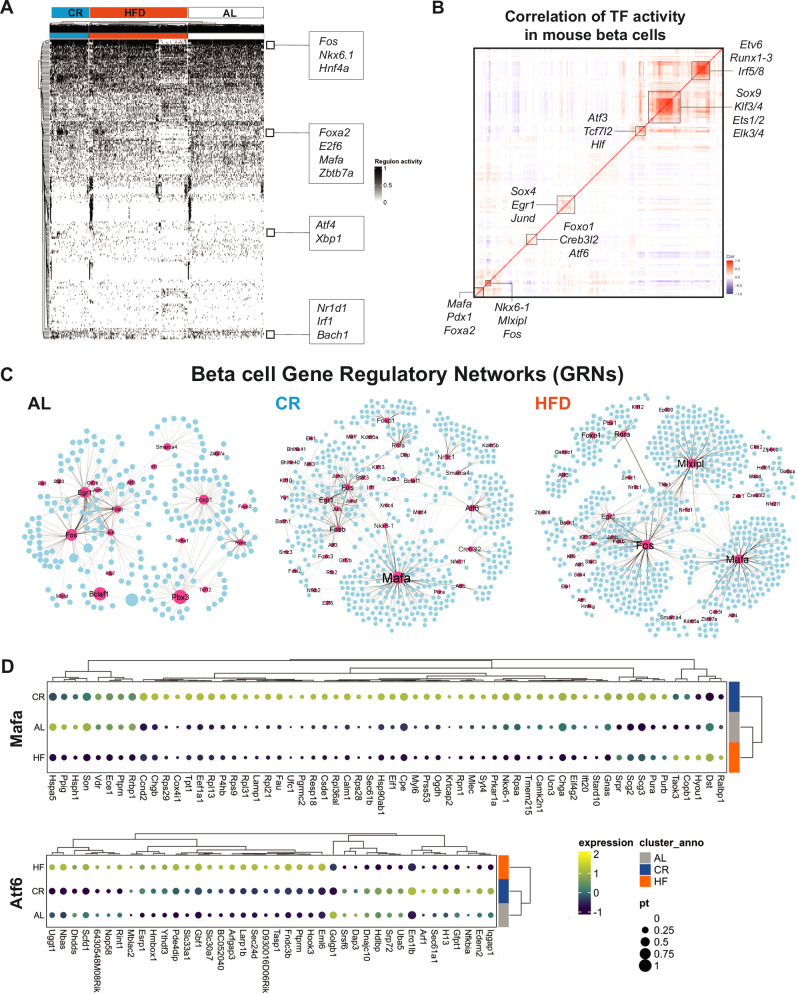
CR reprograms beta-cell gene regulatory networks (GRNs). **A** SCENIC heatmap with hierarchical clustering analysis of TF activity in beta cells from AL, CR and HFD mice after 2 months on diet. TFs identified as “ON” are shown in black, while TFs identified as “OFF” are in white. **B** Pearson correlation matrix of *n* = 272 TF identified in all mouse beta cells (all diet groups together). Boxes highlight clusters of TFs with a high degree of correlation. **C** Gene regulatory networks (GRNs) formed by TFs identified using SCENIC in beta cells from AL, CR and HFD mice. TFs are shown as pink nodes, while target protein-coding genes are shown in blue. Node size represents the “betweenness centrality” measurements that report the influence of a given TF within a network. **D** Dot plot and hierarchical clustering showing the gene expression levels of target genes associated with Atf6 and Mafa GRNs from AL, CR, and HFD beta cells. The dot plot scale shows the relative expression level and percentage of cells expressing a target gene.

Next, we used SCENIC to reconstruct diet-specific beta cell GRNs and to identify modules of TFs with similar activity patterns (Fig. 4C, Fig. S6A–D) and found that CR and HFD are associated with a significant reprograming of beta cell GRNs and TF activities (Fig. 4C). 

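The transcription factors that the paper names for CR beta cells were measured as RNA in beta-like nuclei of the CR library. Nkx6-1 and Mafa, factors of beta cell identity, stood at 432 and 322 CPM, which is above the 139 and 117 CPM of endothelial- and macrophage-like nuclei. Atf6 (244 CPM) and Creb3l2 (215 CPM), which act in the unfolded protein response, and Foxo1 (201 CPM) stood at 188, 149 and 209 CPM in those nuclei, so Foxo1 was not higher in beta-like nuclei. The glucocorticoid receptor Nr3c1 stood at 231 CPM, below the 386 CPM of those nuclei. Those nuclei may make Foxo1 and Nr3c1 themselves, so their level is no floor of free RNA for these genes. Gabpa (16.2 CPM), Gabpb1 (24.4 CPM) and Sirt6 (6.75 CPM) were low, and were seen in 10.4%, 15.0% and 4.65% of beta-like nuclei. Regulon activity and the AL side were not analysed here.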

Compared to AL beta cells, the CR beta cell GRN was characterized by increased activation and/or coordinated activity of TFs involved in beta cell identity and function (*Mafa, Nkx6-1, Foxo1*), protein folding and ER homeostasis (*Creb3l2, Atf6*), transcriptional regulation of mitochondrial genes (*Gabpa/Nrf2* and *Gabpb1*), NAD metabolism (*Sirt6*), and glucocorticoid signaling (*Nr3c1*) genes, which coincides with increased gene expression of some of these markers in CR beta cells (Figs. 3, 4, and S6D). In contrast, the GRN in HFD beta cells had increased activity of the glucose-responsive TF *Mlxipl*/*ChREBP*, which is required for glucose-stimulated beta cell proliferation and diabetes^45,46^, and of the beta cell identity TF *Mafa* (Fig. 4C). Notably, the network of genes targeted by *Mafa* in CR and HFD beta cells is not similar: while in CR beta cells *Mafa* is linked to autophagy and ER homeostasis genes *Beclin1* and *Calmodulin1*, respectively, in HFD beta cells *Mafa* is linked to master regulators of beta cell proliferation (*Ccnd1*, *Cdc42*) and ER stress response (*Atf4*) (Fig. S6E, Supplementary Data 6, 7). Similar results were observed for the beta cell proliferation TF *Foxp1*, and the protein homeostasis TF *Crebl2* (Fig. S6E). Importantly, this beta cell TF target “reprogramming” was reflected in the gene expression pattern of genes associated with *Mafa* and *Atf6*. Here, these TFs in CR beta cells were linked to the increased expression of several beta cell identity and protein homeostasis genes (Figs. 3 and 4), including the beta cell-specific ER chaperone *Ero1lb*, the alpha and beta subunits of the ER translocation channel Sec61 (*Sec61a1, Sec61b*), the regulator of intra-Golgi transport *Arf1*, the autophagy marker *Lamp1*, and beta cell identity and function genes *Ucn3*, *Chga*, and *Nkx6-1* (Fig. 4D).

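Among the linked target genes, Ero1lb, an oxidase of the endoplasmic reticulum, had the highest RNA level in beta-like nuclei of the CR library, 4940 CPM against 1357 CPM in endothelial- and macrophage-like nuclei. Chga stood at 2567 CPM against 838, Ucn3 at 129 against 43.5 and Sec61a1 at 163 against 69.5. Sec61b had 81.1 CPM (95% interval 77.4 to 84.8) against 48.9 (35.7 to 65.4). Arf1 stood at 56.0 against 51.1 CPM and Lamp1 at 98.8 against 75.0. Intervals cover counting error only, and levels under AL were not analysed here.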

Therefore, CR promotes beta cell identity and homeostasis by upregulating the expression of beta cell maturation, homeostasis, and function genes. This transcriptional program is linked to the transcriptional activity of *Mafa*/*Nkx6.1* and of other TFs involved in the maintenance of beta cell protein homeostasis and survival mechanisms (e.g., *Atf6*^47^).

### Imaging mass spectrometry defines the spatial metabolomic landscape of CR islets

Our data indicates that CR changes beta cell function via modulation of beta cell identity, nutrient metabolism, and organelle homeostasis pathways (Figs. 1–4). Next, we decided to investigate the metabolic profile of in situ islets using imaging mass spectrometry (called MALDI-MS) to quantify the relative abundance and spatial profile of metabolites in islets from AL and CR mice after 2 months on diet. We chose this approach to leverage MALDI-MS’s capabilities to quantify metabolic heterogeneity within tissue compartments while minimizing potential changes in cell metabolism that could occur during the islet isolation process. Here, fresh mouse pancreases were snap-frozen using a liquid nitrogen bath and placed in histology cassettes prior to MALDI-MS metabolite imaging and data analysis (see methods for details) (Fig. 5A, B and S7A). Consecutive sections were stained using Hematoxylin and Eosin (H&E) to pinpoint the spatial location of each islet for downstream analysis (Fig. S7B).

**Fig. 5:**
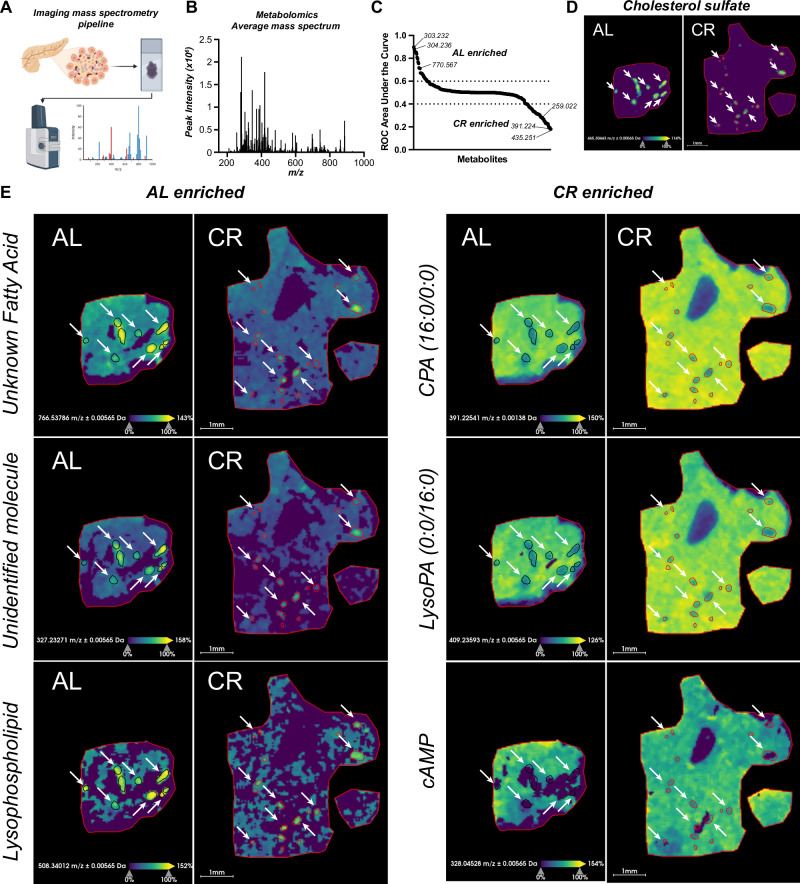
CR beta cells are metabolically fit. **A** Schematic diagram of imaging mass spectrometry (MALDI-MS) approach to measure metabolite abundance in AL and CR pancreases after 2 months on diet. **B** Average mass to power (*m/z*) spectra of all samples combined. **C** Receiver Operating Characteristic (ROC) analysis of ions enriched in AL versus CR islets. **D** Representative images of an islet-enriched ion (cholesterol sulfate, m/z: 465.304 Da). **E** Representative images of AL or CR islet-enriched ions. **C** Data pooled from *n* = 3 sections (1 section per mouse) per diet group. **D**, **E** scale bar = 1 mm. **A** was created with BioRender.com. and released under a Creative Commons Attribution-Non-Commercial NoDerivs 4.0 International license.

MALDI-MS imaging of the mouse pancreas was followed by receiver operating characteristic (ROC) univariate analysis to identify *n* = 345 peaks differentially enriched in AL and CR islets or in islets versus acinar compartments (Fig. 5C and S7C, D). Next, we performed metabolite database query to identify ~50% of all ions detected (Supplementary Data 8 and 9). For example, acinar-enriched metabolites include the phospholipid cyclic phosphatidic acid (*m/z:* 391.22486, CPA 16:0) and nucleotide cytidine 2’ 3’-cyclic phosphate (*m/z:* 304.03402, CMP), which is involved in the pyrimidine metabolism. In contrast, islet-enriched metabolites were largely classified as lipids, including cholesterol sulfate (m/z: 465.30443) and phospholipids (e.g., CPA 18:0 or different types of phosphatidic acids (PA) (Fig. 5D).

Next, we applied a similar analysis to identify metabolites enriched in AL or CR islets, including *n* = 28 ions enriched in AL islets versus *n* = 52 ions enriched in CR islets (Fig. 5E, Supplementary Data 8). While AL islet-enriched metabolites were mostly lipids and/or signaling molecules, CR islet-enriched metabolites also included nucleotides and glucose metabolism metabolites such as uridine 2’,3’-cyclic phosphate (UMP) and CMP, hexose 6-phosphate (glucose-6-phosphate or fructose-6-phosphate, m/z: 259.02236, G/F6P), cAMP (m/z: 328.04528), ADP (m/z: 408.0112), and cyclic ADP-ribose (m/z: 540.05334) (Fig. 5E, Supplementary Data 8, 9). These results indicate that CR associates with changes in islet lipid composition and increases the levels of molecules generally involved in beta cell homeostasis and insulin release pathways.

### CR reduces the expression of beta cell aging hallmarks

Aging beta cells have increased ER stress, defective autophagy, accumulation of DNA damage marker *53BP1*, and loss of the nuclear lamina protein Lamin B1 (*Lmnb1*)^12,18,48^. Together with insulin resistance, these markers are thought to contribute to beta cell senescence, islet inflammation, and impaired beta cell function during old age^18,19,49^. We hypothesized that the lower beta cell workload of CR mice would be associated with lower expression of beta cell aging markers. Therefore, we exposed adult male mice to CR for up to 12 months and found that aged CR mice phenocopied younger CR mice with lower body weight due to reduced fat content, and lower meal-stimulated beta cell insulin with increased peripheral insulin sensitivity (Fig. 6A–H and Fig. S8A). Of note, these mice also had smaller pancreases and lower islet beta cell mass, which suggested that CR could induce the arrest of normal organ growth via proliferation (Fig. S1G)^50,51^.

**Fig. 6:**
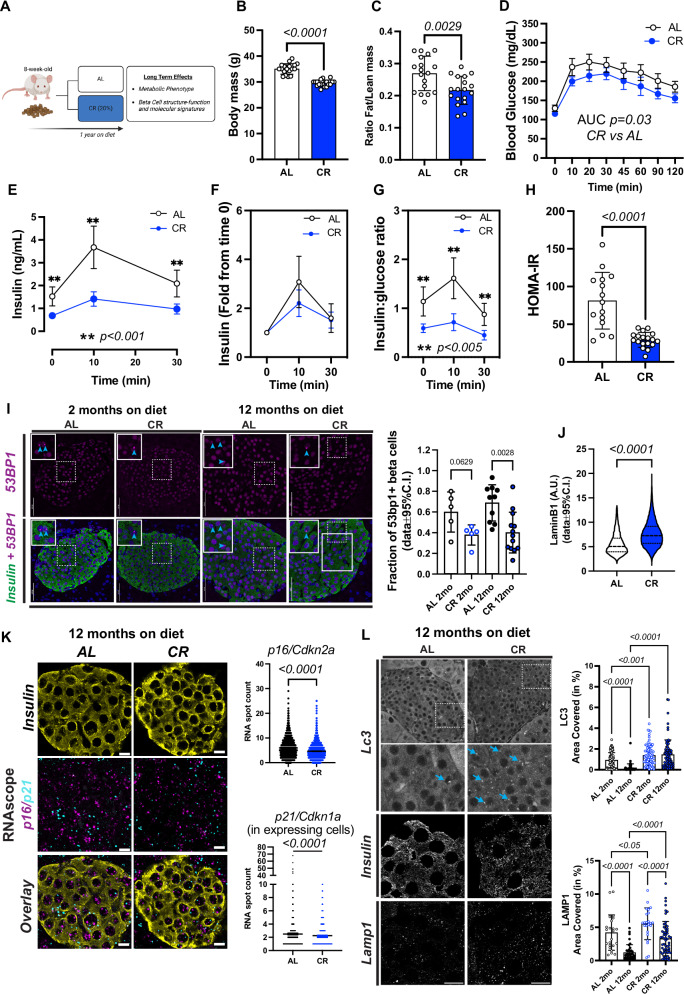
Long-term CR delays beta cell aging signatures. **A** Schematic diagram of mice subjected to AL or 20% CR for 12 months starting at the age of 8 weeks. **B** Body mass after 12 months on diet. **C** Ratio between fat mass and lean mass after 12 months on diet. **D** Blood glucose levels during the meal tolerance test (MTT) after 12 months on diet. **E** Blood insulin levels during the MTT and **F** the respective fold change from baseline values. **G** Ratio between the insulin and glucose values obtained during the MTT. **H** HOMA-IR calculated from fasting glucose and insulin values after 12 months on diet. **I** Representative images of pancreatic sections from AL and CR male mice after 2 months or 12 months on diet stained with 53BP1 and insulin. Right, quantification of DNA damage by 53BP1+ beta cells. Each dot represents the average from each mouse. A total of 127 AL and 200 CR islets were analyzed. Data are normalized by percentage of 53BP1-positive beta cells per total beta-cell number. Scale bar, 50 microns. **J** Quantification of beta cell nuclear levels of Lamin B1 in pancreatic islets from AL and CR mice after 12 months on diet. A total of 74 AL and 105 CR islets were analyzed. **K** Representative images of pancreatic sections from AL and CR male mice after 12 months on diet stained with Cdkn2a and Cdkn1a mRNA probes, and insulin. Right, the quantification of incidence of these markers per beta-cell. A total of *n* = 5570 AL and *n* = 4781 CR beta cells were analyzed. Scale bar, 5 microns. **L** Representative images of pancreatic sections from AL and CR mice after 12 months on diet stained with Lc3I-II or Lamp1. Right, quantification of beta cell area occupied by Lc3I-II or Lamp1. Each dot represents the average measurement from individual islets. A total of *n* = 108 AL 2mo, *n* = 89 CR 2 mo, *n* = 51 AL 12mo, and *n* = 73 CR 12mo islets were analyzed for Lc3I-II staining. A total of *n* = 23 AL 2mo, *n* = 23 CR 2 mo, *n* = 38 AL 12mo, and *n* = 57 CR 12mo islets were analyzed for Lamp1 staining. Scale bar, 10 microns. **B**, **C** *n* = 18 mice per diet group; **D**–**H** *n* = 15 AL and *n* = 18 CR mice per group; **I** *n* = 5 AL 2mo, *n* = 5 CR 2mo, *n* = 10 AL 12mo, and *n* = 13 CR 12mo mice per group; **J**–**L** Data pooled from *n* = 5 male mice per diet group. *P* values for all significantly different comparison are shown. Statistical analysis was conducted using two-way ANOVA with Sidak’s post-hoc test **E**–**G**, or one-way ANOVA with Benjamini, Krieger and Yekutieli’s post-hoc test (**I**, **L**). For two groups comparison, unpaired two-tailed Student’s *t* test was performed (**B**, **C**, **H**, **J**, and **K**). For all panels, data presented as mean ± 95% confidence intervals (C.l.). **A** was created with BioRender.com. and released under a Creative Commons Attribution-Non-Commercial NoDerivs 4.0 International license.

Next, we used IHC to measure levels of *53BP1* and *Lmnb1* protein, and mRNA Fluorescent in Situ Hybridization (FISH) to quantify the expression of senescence-associated genes *p16/Cdkn2a* and *p21/Cdkn1a*. Remarkably, 12 months of CR reduced age-dependent accumulation of *53BP1*, sustained higher *Lmnb1* levels, and reduced the total expression of *p16/Cdkn2a* and *p21/Cdkn1a* in situ (Fig. 6I–K, Fig. S8C, D). Notably, most beta cells analyzed had detectable *p16* (96% AL vs 94% CR, *p* > 0.05) or *p21* (61% AL vs 59% CR, *p* > 0.05) puncta in nuclear and/or cytoplasmic compartments with no correlation in the expression of these two markers at the single cell level (Fig. S8D). Based on this data, we conclude that 12 months of sustained CR results in an insulin-sensitive state that lowers the demand for beta cell function and insulin release. In turn, this phenotype is associated with reduced expression of 4 different markers of beta cell aging and/or senescence.

### CR enhances beta cell autophagy and mitochondria structure–function

Aging beta cells have impaired autophagic flux that may contribute to and/or explain the accumulation of ER stress and lipofuscin bodies^9,12^. Normalization of normal beta cell autophagy may assist in improving compromised beta cell function, as demonstrated by the activation of beta cell autophagy pathways via intermitted fasting to maintain normal beta cell mass and function in HFD mice^34^. We hypothesized that the enhanced adult beta cell phenotype found in young and old CR mice would be associated with increased autophagy. Indeed, our single-cell transcriptomics shows that CR beta cells have higher levels of autophagy genes (*Beclin-1, Lamp1*) and transcriptional regulators of autophagy (*Tfeb*, *Tfe3*). 

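In beta-like nuclei of the CR library the autophagy gene Becn1 had 793 UMIs, or 34.8 CPM (95% interval 32.4 to 37.3). Lamp1, a lysosomal membrane protein, had 2253 UMIs, and the regulators Tfeb and Tfe3 had 345 UMIs (15.1 CPM, 13.6 to 16.8) and 528 UMIs (23.2 CPM, 21.2 to 25.2). A UMI of Tfeb was seen in 9.55% and one of Tfe3 in 15.1% of beta-like nuclei. In endothelial- and macrophage-like nuclei Becn1 stood at 41.3, Tfeb at 48.9 and Tfe3 at 16.3 CPM. Whether these levels exceed those under AL was not analysed here.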

We validated these findings and the impact of CR on beta cell autophagy during aging via confocal microscopy of CR islets stained with the autophagosome marker *Lc3I-II* and the lysosome marker *Lamp1*. As suggested by our omics data, CR significantly increased *Lc3I-II* and *Lamp1* vesicle density in CR beta cells after 2 or 12 months on diet (Fig. 6K, L, Fig. S8E), and prevented the loss of *Lc3I-II* and *Lamp1* positive vesicles during aging (Fig. 6K, L). These results are further supported by downregulation of Ser 242/244 phosphorylation of the mTORC1 target ribosomal protein S6 (*p-rpS6*), which is required to activate autophagy^52^ (Fig. S8F, G). Furthermore, this effect was specific to CR feeding since the intake of a calorie-diluted diet was unable to suppress *p-rpS6* and/or activate beta cell autophagy in DL mice, as evidenced by confocal microscopy of the autophagy marker *p62/Sqstm1* (Fig. S8H, I).

Autophagy activated during conditions of nutrient deprivation is important for cell survival by supplying metabolites generated from the degradation of organelles and/or macromolecular complexes via the lysosome system^53^. To understand what the potential targets of CR beta cell autophagy could be, we first performed deconvolution-assisted confocal colocalization microscopy of mouse islets stained for lysosomes (*Lamp 1)* and two large organelle “sources” in the beta cell cytoplasm: insulin granules (*Ins*) and mitochondria (marked using antibodies against succinate dehydrogenase isoform A (*Sdha*)). Surprisingly, we found no changes in the colocalization between *Ins* and *Lamp1*, which means that CR-induced autophagy does not target mature insulin granules (Fig. S9A)—which is in contrast to what occurs during short periods of fasting^54^. Next, we decided to measure the relative levels of the autophagy adaptor protein *p62/Sqstm1*, which targets poly-ubiquitinated (Ub) protein complexes to proteasome and lysosome machineries^55^ and is increased in CR beta cells via single-cell transcriptomics (Fig. S9B). 

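Sqstm1 RNA, which encodes the adaptor p62, had 3671 UMIs in beta-like nuclei of the CR library, or 161 CPM (95% interval 156 to 166), and was seen in 57.3% of these nuclei. It stood at 154 CPM in alpha-like and at 150 CPM in endothelial- and macrophage-like nuclei. The AL side of this comparison was not analysed here.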

Here, confocal microscopy of *p62* and *Lamp1* revealed that CR increases beta cell *p62*-vesicle density without affecting *p62-Lamp1* colocalization (Fig. S9E). This suggests that CR promotes a proportional increase in the number of autophagic events and autophagic flux, which could potentially mediate the degradation of ubiquitinated proteins and explain the increased expression of several Ub processing, Ub protein degradation, and proteasome subunit genes (Fig. S5A, S9F).

These experiments also revealed that CR beta cells have lower levels of *Sdha*-*Lamp1* colocalization (Fig. 7A). We hypothesized that beta cell mitophagy would be decreased during CR and lead to higher beta cell mitochondrial content. This idea is initially supported by lower expression levels of the mitophagy adaptor Parkin (*Prkn*) and by higher expression of several mitochondrial-associated genes in these cells (Figs. 3 and 4, Fig. S9B). This phenotype appears to be specific to mitochondria since genes involved in the degradation of ER (called reticulophagy) are not differentially modulated by CR (Fig. S9D). 

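The 17 reticulophagy genes had a median level of 40.7 CPM in beta-like nuclei of the CR library, from 5.31 CPM for Retreg1 to 250 CPM for Rb1cc1. Between state-2-like and other beta-like nuclei their median log2 ratio was -0.08, higher than 20.4% of random lists matched on expression. This rank depended on the assignment: by marker z-scores the median was -0.12, higher than 68.7%, and in the cluster with most state 2 markers, a choice made after seeing the data, it was 0.0351, higher than 97.0%. A comparison with AL was not analysed here.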

To test our hypothesis, we applied high-resolution scanning electron microscopy (SEM) to quantify beta cell mitochondrial density in AL/CR islets in situ. This approach also allowed us to measure mature insulin granule content, and that was not different between AL and CR beta cells (as expected, Fig. S9C). Importantly, beta cell SEM revealed that CR beta cells indeed have higher mitochondrial mass (Fig. 7B, C).

**Fig. 7:**
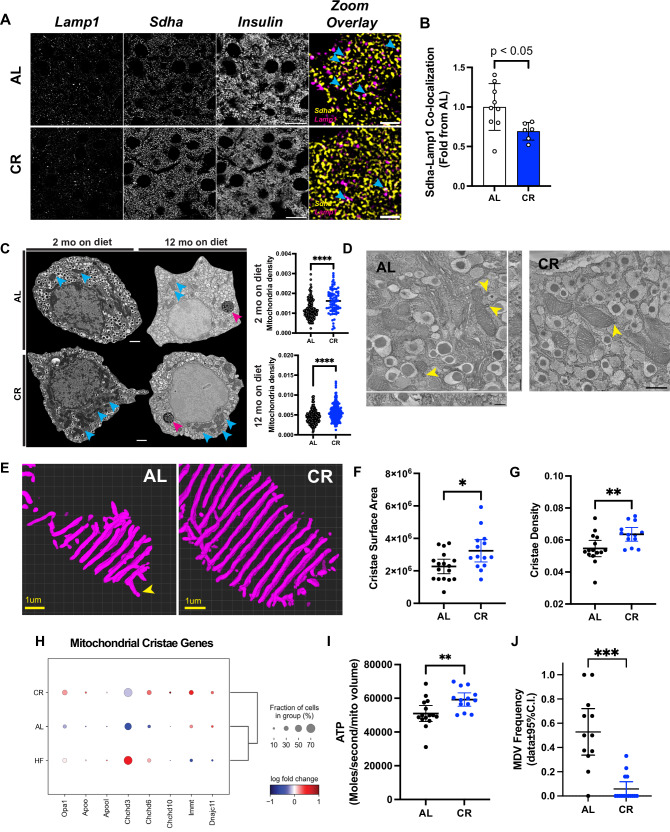
CR increases beta cell mitochondria density and modifies cristae structure. **A** Representative images of pancreatic sections from AL and CR male mice after 2 months on diet. Slides were stained with Insulin, Lamp1, and Sdha. Blue arrowheads point to regions of overlap between Sdha and Lamp1 signal. **B** Colocalization between Sdha and Lamp1 was measured. Each dot represents the average colocalization index in each animal calculated from ~100 beta cells per animal. **C** Representative images of pancreatic beta cells from AL and CR male mice using electronic microscopy. Blue arrows point to mitochondria density, while pink arrows point to lipofuscin granules in aged beta cells. Mitochondrial density is measured by the total mitochondrial number per beta cell area. Each dot represents a single beta cell analyzed from three different islets per mouse (*n* = 3 mice per diet group). **D** Representative images of pancreatic beta cells from AL and CR male mice using high-resolution electron tomography (eTomo). Yellow arrowheads indicate MDVs, whereas the asterisk in each image marks the location of lysosomes. **E** Representative 3D reconstructions of beta cell crista segmentation generated using deep learning image analysis tools. **F**, **G** Cristae surface area and cristae density in AL or CR beta cells. **H** Dot plot showing the relative expression levels of genes involved in cristae formation and morphology. **I** Calculation of ATP generation for an average beta cell mitochondrion. Each dot represents data from one eTomo image stack. **J** Relative frequency of mitochondrial-derived vesicles observed in eTomo images. **F**–**H** and **I**, **J** each dot represents an individual field of view with an average of five mitochondria per field. eTomo data acquired from *n* = 3 mice per diet group, five fields of view per animal. Total of 69–70 mitochondria analyzed per diet group. The asterisks indicate *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 using unpaired, two-tailed Student’s *t* test. **C**, **D** Scale bar = 500 nm. **A** Full view panels have a scale bar = 10 microns. Zoom overlay scale bar = 2 microns. **E** scale bar = 1 micron. All data presented as mean ± 95% confidence intervals (C.l.).

Together, this data so far indicated that CR reduced beta cell mitophagy to increase mitochondrial density, whereas our single cell analysis quantified the higher expression of several mitochondrial function genes, including members of the electron transport chain (e.g., *Cox* genes, and the outer membrane pore complex *Vdac1*)) in CR beta cells (Figs. 7 and S9G). 

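The Cox, Vdac1 and Tomm genes that the paper names were expressed at moderate levels in beta-like nuclei of the CR library, with a median of 39.9 CPM over 13 genes, from 16.4 CPM for Cox5a to 94.7 CPM for Cox4i1. Vdac1 stood at 51.5 CPM (95% interval 48.6 to 54.6), and at 51.1 CPM in endothelial- and macrophage-like nuclei. Over 61 genes of the respiratory chain the median was 28.0 CPM. The AL side was not analysed here.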

We hypothesized that this phenotype would be translated into higher mitochondria efficiency that would maintain an active beta cell metabolic homeostasis machinery (Figs. 3–5). To investigate beta cell mitochondria structure-function in situ, we applied EM tomography (eTomo) using AL and CR mouse pancreases from our 2-month cohort prepared for SEM (see methods for details, Fig. S10A)). eTomo provides high-resolution measurements of the mitochondrial structure and integration of anatomical measurements of mitochondria morphology, cristae number, cristae membrane surface area and density, and type of cristae structure (e.g., lamellar versus tubular) to estimate the functional capacity and potential of individual mitochondria to generate ATP^56^. We used 300 nanometer-thick beta cell sections and achieved an isotropic axial resolution of 1.62 nm, which allowed us to reconstruct the 3D architecture of individual beta cell mitochondria and mitochondrial cristae (Fig. 7D, E, Fig. S10A, Video S1). 3D segmentation of individual cristae was achieved using deep learning-based segmentation pipelines, as previously established by us^36^. This volumetric super-resolution EM imaging approach revealed that most beta-cell cristae are of the tubular type, and that CR increases beta-cell mitochondria cristae surface area and cristae density (Fig. 7E–G, Fig. S10B, C) without altering mitochondrial volume (Fig. S10C). Notably, the tubular morphology of beta cell mitochondria (Fig. S10D) can be regulated by *Opa1* and MICOS complexes^57^, and which are up regulated in CR beta cells (except for *Apool* and *Chchd3*, Fig. 7H). 

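Opa1, the fusion protein of the inner mitochondrial membrane, had 1778 UMIs in beta-like nuclei of the CR library, or 78.0 CPM (95% interval 74.4 to 81.7). Over the 8 genes of cristae shape the median was 45.8 CPM, from 12.2 CPM for Apool to 256 CPM for Chchd3. Immt, which encodes mitofilin, stood at 62.1 CPM. The AL side of this comparison was not analysed here.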

Finally, we calculated the potential rate of ATP molecules generated per second per mitochondrial volume using an established biophysical mathematical model^58^, and we estimate that each CR beta cell mitochondria can produce up to ~59,000 ATP molecules/second/mitochondrial volume; 14% higher than in AL beta cells (Fig. 7I).

While analyzing the eTomo volumes, we noticed vesicle-like structures stemming from the outer membrane regions of beta cell mitochondria that resembled mitochondrial-derived vesicles (MDVs, Figs. 7D, J, and Fig. S10E–G). MDVs are part of mitochondrial proteome quality control pathways that deliver oxidized/damaged macromolecular complexes to the lysosomal degradation system, and/or that can act as vehicles of inter-organelle transport^59,60^. We found MDVs in ~50% of AL beta cell mitochondria, whereas MDVs in CR beta were very rare (Fig. 7J). We speculate that this could be due to higher expression of oxidative molecular scavenger proteins Superoxide Dismutase 1 and 2 (*Sod1/2*, Fig. S9H), which could lead to reduced accumulation and degradation of damaged proteins. Accordingly, most beta cell MDVs contained membrane-rich cargo that fused with lysosomes (Fig. S10E, F), and only one example was found fusing with the ER. Therefore, we propose that beta cell MDVs are mostly implicated in mitochondrial protein quality control by delivering cargo to the lysosome machinery (Fig. S10G).

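Sod1 and Sod2 encode the cytosolic and the mitochondrial superoxide dismutase. In beta-like nuclei of the CR library they had 1565 and 1452 UMIs, or 68.6 CPM (95% interval 65.3 to 72.1) and 63.7 CPM (60.5 to 67.1). In endothelial- and macrophage-like nuclei they stood at 67.4 and 40.2 CPM. Levels under AL were not analysed here.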

These results show that CR increases beta-cell autophagy, likely to promote the turnover of macromolecules via the Ub and lysosome systems, whereas beta-cell mitochondrial structure is protected by reduced rates of mitophagy and CR-dependent increases in beta cell mitochondria cristae density are expected to facilitate increased ATP production. This is associated with reduced formation of beta cell MDVs, which is indicative of reduced turnover of mitochondrial proteome turnover and/or organelle inter-communication.

### CR promotes beta cell longevity

The reduced pancreas and islet beta cell mass of CR mice suggested that CR is associated with a mostly post-mitotic cell state with reduced expression of beta cell aging markers and enhanced cell and organelle homeostasis (Figs. 1–7). We hypothesized that these molecular and structural signatures of CR beta cells indicated that beta cell turnover was reduced, which would promote a more mature and LLC phenotype. Here, to quantify beta cell turnover and longevity in situ, we applied stable isotope labeling of mice using ^15^N-enriched diet followed by a correlated SEM and multi-isotope mass spectrometry (MIMS) microscopy approach (called MIMS-EM) developed previously by us to quantify cell and protein complex age^4,7^. Here, Nitrogen 15 (^15^N)-labeled animals were created *in utero* and maintained on ^15^N-diet until post-natal day 45 (P45). Next, ^15^N-mice were randomly allocated to AL, CR, or HFD feeding groups using ^14^N-rich food pellets and maintained on their respective diets for 12 months (i.e., the chase period). Finally, the mice were prepared for MIMS-EM imaging and quantification of cell age based on the amount of ^15^N retained in the cell nucleus (Fig. 8A, B)^4^.

**Fig. 8:**
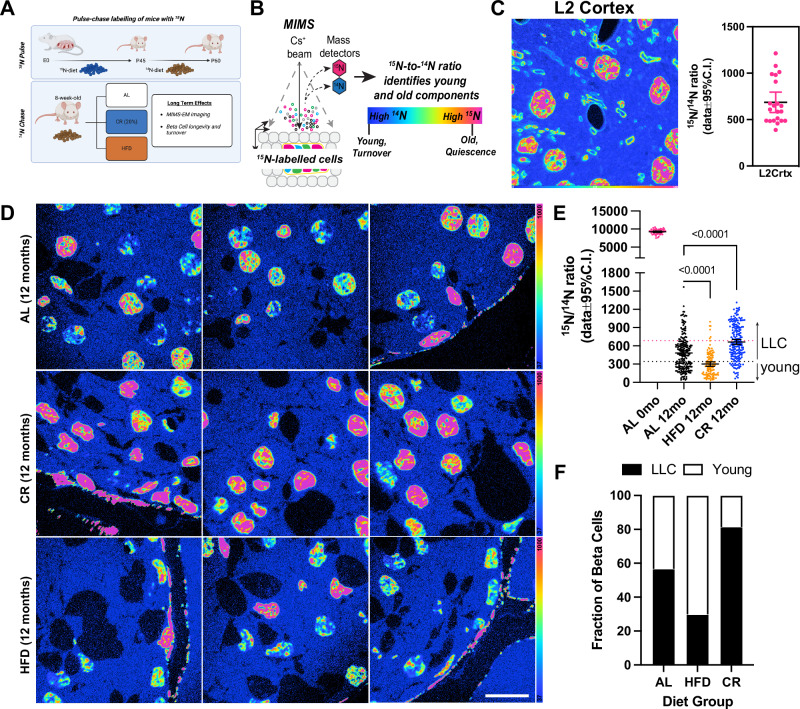
CR promotes beta-cell longevity by slowing down beta-cell turnover rates. **A** Study design. After 2 months of age, ^15^N-labeled mice were kept on AL, 20% CR or HFD for 12 months. **B** Multi-isotope imaging mass spectroscopy (MIMS) representation technique. **C** Validation of ^15^N incorporation by MIMS imaging and quantification of ^15^N/^14^N ratio in cortical neurons from a ^15^N-labeled mouse after chase with ^14^N diet for 12 months. Each dot represents a single neuronal nucleus (*n* = 21 nucleus from 2 cortical layers of 1 mouse) **D** MIMS of pancreatic islets from AL, CR, or HFD mice (*n* = 3 islets per animal, *n* = 1 mouse per diet group). **E** Single cell analysis of ^15^N/^14^N ratios in beta cells at day 0 (no chase) and after 12 months (mo) on AL, HFD, or CR diet. Each dot represents a single beta cell nucleus, pooled from 3 different islets of 1 mouse per diet group. Total of *n* = 54 AL 0mo, *n* = 217 AL 12mo, *n* = 114 HFD 12m0, and *n* = 194 CR 12mo beta cells were analyzed. The dotted horizontal pink and black lines represent the mean and the lowest ^15^N/^14^N levels found in cortical neurons shown in (**C**). **F** Estimation of beta cells that are estimated to be LLC or young after 12 months on AL, CR, or HFD. **B**, **D** scale bar = 10 microns. The *p* values for all significantly different comparison are shown. Statistical analysis was conducted using one-way ANOVA with Benjamini, Krieger, and Yekutieli’s post-hoc test (**B**). All data presented as mean ± 95% confidence intervals (C.l.). **A** was created with BioRender.com. and released under a Creative Commons Attribution-Non-Commercial NoDerivs 4.0 International license.

To quantify the maximum amount of ^15^N incorporated by P45 as well as the ^15^N levels remaining in the nucleus of post-mitotic cells after a 1-year lifespan on ^14^N-diet, we performed MIMS-EM of brain neurons after 6 or 12 months of chase. This approach revealed that P45 mice were saturated with ^15^N and, after 6-12 months of chase, most of the ^15^N signal was restricted to the cell nucleus and myelin structures (Fig. 8C and Fig. S11A, B), as expected^6,12^. Next, we applied MIMS-EM to islet cells from AL, HFD, or CR mice and found that beta cells at P45 were fully saturated with ^15^N, just like neurons (Fig. S11C). Importantly, the levels of nuclear ^15^N in islet and acinar cells were heterogeneous, which is indicative of distinct populations of beta cells with different longevities (Fig. 8D)^4^. We found that HFD beta cells had significantly lower ^15^N levels than AL mice (Fig. 8D, E), while CR beta cells had higher ^15^N levels (Fig. 8D, E). No effects of HFD or CR on alpha or acinar cells were observed; however, delta cells in CR islets had higher ^15^N levels (Fig. S11D). We then classified each beta cell as a potential LLC or a relatively younger cell according to their nuclear ^15^N content using cortical neurons as a reference^4^, and found that up to 80% of all beta cells in CR mice are LLCs (Fig. 8F). Surprisingly, ~30% of all HFD beta cells were LLCs and suggests that a small population of beta cells may be resistant to HFD-induced proliferation (Fig. 8F).

## Discussion

In this study, we investigated how CR impacts adult beta cell insulin release, metabolism, transcriptional heterogeneity, and aging signatures. We exposed adult male and female mice to a 20% reduction in daily caloric intake by providing a limited amount of food before the start of their active period at night. Recent studies have shown that conventional CR achieved via TRF is associated with long fasting periods that are important for the beneficial metabolic and geroprotective effects of CR^29,61–63^. These effects are sex-dependent due to differences in glucose homeostasis and metabolism^21,63–65^; importantly, our results further support the link between increased insulin sensitivity and/or enhanced insulin signaling to increased cellular longevity promoted by CR and CR-mimicking approaches^66–68^. Due to its beneficial effects on glucose homeostasis and body fat content, CR has been proposed as a feasible approach to combat cardio-metabolic diseases like T2D by reducing the metabolic demand for insulin release and by lowering blood glucose levels. Our data indicates that maintenance of an insulin-sensitive state achieved via CR lowers the metabolic demand on beta cells to secrete insulin and maintain normoglycemia (Fig. 1). The link between insulin sensitivity and beta cell function was further reinforced in mice fed a diluted calorie diet, which was insufficient to improve insulin sensitivity and modulate beta cell function. These results add support for the long-proposed idea of beta cell “rest” as a potential strategy to recover (at least temporarily) failing beta cell function during T1D and T2D^69,70^. Strikingly, CR beta cells fail to engage in a normal adaptive proliferation response when exposed to HFD, potentially due to changes in their overall transcriptional architecture, which creates a scenario where CR beta cells achieve higher insulin release levels with ~30% less beta cells (Fig. 2). More studies are needed to determine whether longer exposures to HFD would lead to CR beta cell failure.

How do adult beta cells adapt to CR? To answer this question and study the underlying molecular landscape of CR beta cells, we took a multiomics approach. First, using single nucleus transcriptomics to measure beta cell gene expression and chromatin accessibility, together with TF activity inference tools, we show that CR beta cells activate a transcriptional response associated with enhanced beta cell structure-function and identity achieved via transcriptional modulators of circadian rhythm (*Dbp*, *Bmal*), beta cell identity (*Mafa, Nkx6.1*), and regulation of ER stress, cell homeostasis, and autophagy (*Atf6, Tfeb*) (Figs. 3 and 4). We validated these results in situ using light, electron, and mass spectrometry microscopy, including the higher levels of the circadian and beta cell identity transcriptional (*Bmal* and *Pdx1*, respectively), and the increased density of autophagy vesicles (*p62/Sqstm1*, *Lc3I-II*, and *Lamp1*) in CR beta cells (Figs. 3–4, 6). This data is in line with previous studies where CR and TRF restored previously compromised beta cell function by rescuing gap-junction connectivity, autophagic fluxes, and circadian regulators^30,33,34^. Moreover, our data indicates that activation of these pathways may depend on (at least in part) enhanced insulin sensitivity and not on calorie dilution alone.

In the beta cell, autophagy has been implicated in the degradation of insulin granules and/or mitochondria to protect beta cells from accumulating and/or damaged molecules and organelles at times of acute fasting, metabolic stress, or inflammation^12,34,54,71–73^. In contrast, our data indicates that CR-induced beta cell autophagy does not target insulin granules or the mitochondria. Instead, autophagy is likely involved in the degradation of poly-Ub substrates delivered to proteasomes and/or lysosomes via *p62*-positive autophagy vesicles. In addition, we show that CR beta cells protect their mitochondrial mass by reducing mitophagy, which explains why these cells have higher mitochondrial density. CR beta cells also have elevated expression of genes associated with electron transport chain components, cellular respiration, and cristae morphology (Fig. 3). Together, these signatures indicated that beta cell mitochondrial metabolism was increased by CR. We support this hypothesis with three separate lines of observations: First, MALDI-MS metabolomics reveals elevated levels of lipids and signaling molecules, cAMP, glucose metabolites, and ADP-ribose in CR beta cells – the later which could explain why CR beta cells have lower DNA damage marker expression^74^ (Fig. 5). Importantly, activation of beta cell metabolism and signaling pathways (including cAMP) is regulated by TFs enhanced by TRF (e.g., *Dbp*)^33^ and CR (Figs. 3 and 4). Second, using eTomo microscopy, we show that CR increases mitochondrial cristae density, which translates into a higher potential for ATP synthesis (Fig. 7). Third, the near absence of MDVs in CR beta cells together with the upregulation of superoxide scavengers *Sod1* and *Sod2* strongly suggests that reactive oxygen species (ROS) generation and degradation of mitochondrial proteins is reduced during CR. Accordingly, CR increases mitochondrial bioenergetic efficiency and reduces oxidative stress accumulation in several systems^21,75,76^, which may increase mitochondrial protein longevity in aged cells^77^. Reduced accumulation of ROS and enhanced bioenergetics could also explain why CR beta cells secrete less insulin, as dysregulation of ROS and glycolytic signaling are proposed as causes of basal hyperinsulinemia during diabetes^78,79^. We speculate that higher ATP production of CR beta cells could serve other ATP-dependent processes (e.g., ER calcium homeostasis, protein folding, or proteasome function) instead of K-ATP channel closure and insulin release. Future experiments are needed to measure ER and mitochondrial homeostasis to further understand how CR regulates insulin secretion during basal and nutrient-stimulated conditions.

Finally, using ^15^N-SILAM followed by MIMS-EM we quantify beta cell age in situ in mice exposed to CR or HFD to demonstrate that CR prolongs beta cell longevity by reducing cell turnover. Given that the share of long-lived beta cells decreases during HFD, we speculate that these cells could act as a “beta cell reserve pool” that participates in the adaptive beta cell proliferation response at times of metabolic stress (Fig. 8). However, long-lived beta cells are still found in the HFD islet, thus suggesting that some beta cells do not proliferate even after 1 year on HFD. Previous studies have established that proliferation promotes an immature and less functional beta cell phenotype than non-proliferating beta cells^80^. In contrast, CR beta cells are largely post-mitotic and express higher levels of beta cell identity and function genes (Figs. 3 and 4). Furthermore, we show that this largely post-mitotic beta cell state during CR associates with downregulation of several beta cell aging phenotypes, including the rescue of autophagy homeostasis and reduced expression of *LamnB1*, *p16/Cdkn2a*, and *p21/Cdkn1c* (Fig. 6). A reduction in beta cell turnover may also explain the reduced accumulation of *53BP1*, as cell proliferation triggers higher accumulation of genetic mutations and replication-dependent stress linked with aging^81^.

In conclusion, our study shows that a mild CR approach enhances insulin sensitivity to promote beta cell health and longevity. This is achieved via the upregulation of several beta cell identity and energy homeostasis mechanisms while lowering the expression of beta cell ageing markers. These results offer a molecular footprint of how CR affects adult beta cells and suggests that CR could preserve and/or rescue beta cell dysfunction during aging.

### Limitations of our study

The results reported here determine how CR impacts mouse beta cell heterogeneity in vivo and in situ. Here, CR was efficiently achieved by providing a restricted amount of food before the start of the animal’s active phase. By design, this approach potentializes the metabolic impacts of CR (including those promoted by prolonged fasting periods) mediated by activation of circadian rhythm mechanisms and nutrient metabolism^29,64^. To dissociate the contribution of CR from enhanced insulin sensitivity, we performed experiments where mice were fed “diluted” food pellets. While this approach leads to a reduction of daily caloric intake without affecting insulin sensitivity (this study and^29^), DL-fed mice adapt to consume enough calories to support normal energy levels over time, which may be due to changes in metabolism and feeding behaviors^82^. Therefore, additional experiments are needed to further dissect the degree to which enhanced insulin sensitivity contributes to the known and beneficial effects of CR. The ^15^N-SILAM and MIMS-EM experiments add to previous observations of cellular age mosaicism in somatic tissues, including in the pancreas^4,7,8,83^. Like MALDI-MS metabolomics and eTomo, this approach is time-consuming and financially expensive (thus limiting the number of animals and cells analyzed). Notably, the nuclear ^15^N measurements of any cell can be variable due to heterochromatin-rich domains present at different frequencies in the sections analyzed. These compartments tend to have a higher density of ^15^N-DNA with higher signal intensities versus DNA “poor” euchromatin domains^4^. Nevertheless, our results confirm previous MIMS-EM results^4^, and now show how beta cell longevity is modulated by dietary interventions.

## Methods

### Study approval

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Vanderbilt University (M2000086-00/01).

### Animals and experimental design

Male and female FVB/NJ and C57BL/6 J mice were obtained from the Jackson Laboratory (Bar Harbor, ME) and then were housed in cages of five mice and maintained on a 12-hour light/dark cycle with controlled temperature (21 °C) and humidity. The mice had AL access to chow food (Rodent Diet 20 5053, PicoLab®) and water. At 2 months of age, the mice were randomized to AL diet, 20% caloric restriction (CR), or 60% HF for 2 or 12 months. Both diets were purchased from Lab Diet (CR and AL: Rodent Diet 5053, 4.11 Kcal/g; HF: Rodent Diet 58Y1, 5.10 Kcal/g; St. Louis, MO). For experiments involving mice previously exposed to AL or CR and exposed to AL (in the case of CR mice) or HFD, the diet was provided AL. The diet supplemented with 20% cellulose was custom-made using diet #5053 as a base and purchased from Inotiv (West Lafayette, IN). Animals exposed to this diet were fed AL. For the CR protocol, mice were fed with 80% of the daily consumption of the AL group, which corresponds to a moderate caloric restriction of 20% of the control group (AL) energy intake. CR mice were fed once a day between 4:00–5:00 pm. A gradual reduction in food intake was performed (by 10% to 20% per week) to avoid an abrupt decline in body weight and maladaptation. For all groups, mouse weight and food consumption were monitored daily. In vivo or ex-vivo experiments were performed after 2 or 12 months on diet, and the mice were euthanized by inhaled isoflurane. The experiments were performed in different cohorts of mice to confirm the phenotype and verify the robustness of our data. The number of mice used in each experiment is detailed in the figure legends.

### Body mass, food intake, and bomb calorimetry measurements

Body mass and food intake were checked daily in the first two months of diet and then weekly via digital electronic scale (Ohaus Compass, Parsippany, NJ). The body mass change was expressed as percentage changes relative to initial body mass^84^. For the body composition analysis, the fat mass and lean mass were measured on conscious mice after 2-or-12 months on diet by magnetic resonance using the Minispec-LF50 (Bruker Optics Inc, Billerica, MA). The food intake was determined by the 24 h difference between the food offered to the mice and the remaining food once per day (4:00–5:00 pm), divided by the number of mice in the cage. To calculate the energy available from digested food, we performed bomb calorimetry of fresh fecal samples collected within a 20-hour time span. After fecal samples were collected, they were shipped to the University of Michigan Animal Phenotyping Core for energy assessment. Samples were weighted, dried at 50 °C overnight, and weighted once more before being ground and stored at −80 °C. Finally, samples were measured using bomb calorimetry. The amount of digested energy from food (in kcal/day) was calculated by subtracting the energy in the total fecal mass from the total energy from the animal food intake.

### Glucose homeostasis assays

The MTT was performed after 2-or-12 months on diet in 6-h fasted mice (7:00 am–1:00 pm Central Time) without the use of anesthesia. The blood was collected by tail snip, and the blood glucose was measured before and after the meal bolus. The mice received a gavage of Commercial Ensure Original Shake (12 Kcal/Kg of body mass), and blood samples were collected from the tail tip before (minute –10) and after 5, 10, 15, 20, 30, 45, 60, 90 and 120 min of the meal administration for blood glucose measurements. At timepoints 0, 10 and 30, additional blood was collected for determination of plasma insulin levels. For experiments testing the effect of the GLP1R-agonist Liraglutide, mice were pre-treated with 400 μg/kg body weight, 2 h before the start of the MTT experiment. Area under-curve of the MTT (AUC) was obtained after normalization by the initial blood glucose values. To measure insulin sensitivity, an intraperitoneal insulin tolerance test (ipITT) was performed after 2-or-12 months on diet in overnight fasted mice (9:00 pm–7:00 am Central Time) without the use of anesthesia. The blood was collected before (minute 0) and after 10, 15, 20, 25, 30, 40 and 60 min of insulin (Humulin regular U-100, Lilly, Indianapolis, IN) administration (1 U/Kg of body mass), as described for the MTT, for blood glucose measurements. The constant rate of glucose disappearance (Kitt) was calculated from the slope of the linear regression obtained with log-transformed glucose values between 0 and 60 min of the insulin loading^84^. The HOMA-IR was calculated from fasting glucose (mmol/l) and fasting insulin (mU/l) values obtained during the MTT (at timepoint -10).

### Insulin degrading enzyme (IDE) activity

The assay was performed in liver samples from mice after 2 months on diet by SensoLyte® 520 IDE Activity Assay kit (AnaSpec, Fremont, CA), according to the manufacturer’s instructions. The kinetic concentration of 5-FAM and total IDE activity were normalized per μg of total protein as previously described^85^.

### Islet isolation

Pancreatic islets were isolated from mice after 2-or-12 months on diet by collagenase digestion method. Briefly, a collagenase solution (0.6 mg/ml) was injected into the pancreatic duct and the isolated pancreas was digested at 37 °C for 10 min. Cold Hank’s Solution (HBSS) with 10% fetal bovine serum (FBS) was added to stop the enzyme activity. After centrifugation the pellet was washed with HBSS 10% FVB and then the islets were purified with a Histopaque gradient. After a new set of washing and centrifugation the islets were hand-picked. The fresh islets were used for perfusion assay or immediately snap freeze for RNA/DNA extraction.

### Islet perfusion and Insulin secretion

Islet perfusion was performed in fresh islets from 2 months on diet mice as described in ref. ^86^. Dynamic insulin secretion was assessed using a cell perifusion system with islets matched for size and number (IEQ). Islets from each mouse were preincubated for 2 h and then perifused with 5.6 mM glucose (9 min), 16.7 mM glucose (30 min), 5.6 mM glucose (21 min), 16.7 mM glucose + 100 μmol/l isobutylmethylxanthine (IBMX) (9 min), 5.6 mmol/l glucose (21 min), 5.6 mM glucose + 20 mM KCl (9 min) and 5.6 mmol/l glucose (21 min). Three-minute fractions were collected for measurement of insulin by ELISA (Mouse Insulin ELISA, Mercodia, Sweden) while the insulin total content was determined using the islets extracts.

### Tissue processing and IHC

Tissues for IHC were processed as previously described^12^. Pancreas, liver, and adipose tissue from AL, CR, and HFD mice were dissected, weighed, and fixed in 10% formalin for 72 h at room temperature. Tissues were dehydrated, embedded in paraffin, and sectioned in 5μm-thick sections. Next, the tissue sections were pre-heated to 60 °C for 20 min before immersion in fresh xylene (Fisher Scientific, USA) for 40 min. After the paraffin removal, sections were rehydrated in a series of graded alcohols until DiH_2_0 and then subjected to heat-induced antigen retrieval in fresh sodium citrate buffer (10 mM sodium citrate, pH 6) using a conventional microwave oven (20 min). Next, the slides were cooled down to room temperature and incubated for 1 hour with blocking and permeabilizing solution (0.3% Triton X-100, 3% bovine serum albumin (BSA; Sigma-Aldrich) in phosphate buffered solution (PBS)). After blocking, the tissue sections were incubated overnight at room temperature with primary antibodies. The following antibodies were used: guinea pig anti-insulin (Dako, #IR002) at 1:4 dilution, rabbit anti-glucagon (Cell Signaling Technology, #2760) at 1:100 dilution, rat anti-somatostatin (Millipore Sigma, #MAB354) at 1:100 dilution, rabbit anti-53bp1 (Bethyl Laboratories, #IHC-0001) at 1:100 dilution, goat anti-PDX1 (gift from Christopher Wright, Vanderbilt University) at 1:10,000 dilution, rabbit anti-LC3A/B (Cell Signaling Technology, #12741) and Lamin B1 (E6M5T) (Cell Signaling Technology, #17416S) at 1:100 dilution, rat anti-LAMP1 (Developmental Studies Hybridoma Bank, #1D4B) at 1:50 dilution, and mouse anti-p62 from R&D systems (cat# MAB8028-SP) at 1:100 dilution. For experiments involving antibodies hosted in mice, we added a mouse-on-mouse blocking solution (M.O.M., cat# MKB-2213-1 from Vector Laboratories, 1:40 dilution) to our blocking/permeabilization buffer. The next day, the slides were rinsed five times in TBS for 10 min each wash and incubated for 1 hour at room temperature with 4′,6-diamidino-2-phenylindole (DAPI, ThermoFisher, #62248) at 1:400 dilution and secondary antibodies (1:400, Alexa Fluor 488, 555, 594, and/or 647). Finally, stained slides were rinsed four times using PBS (10 min each wash) and then mounted in VectaShield (Invitrogen, #H-1000) prior to confocal imaging. Microscopy of all slides from matched experiments was imaged in consecutively.

### Confocal microscopy

Immunostained FFPE mouse pancreas slides were imaged using a Leica Microsystems Stellaris X5 confocal microscope fitted with a 20 × /0.75 numerical aperture (NA) multi-immersion objective (at 1024 × 1024 pixels with a ~ 270 nm pixel size and 300-500 nm Z-steps), or a 63 × /1.3 NA glycerol objective, and a white-light laser as previously described by us^12^. The 63x was used for imaging of autophagy and mitochondrial markers, where acquisition of the 3D image stacks was configured according to Nyquist acquisition parameters predetermined using the “Lightning”-confocal mode. Here, images had an X-Y pixel size of 50-80 nm and 0.148 μm in Z. After acquisition, confocal images were deconvolved in the LASX software using the adaptive mode. For quantification of relative fluorescence levels, we acquired photon counts using photon–arrival time gated photon-counting HyD2 detectors using following excitation (Ex) and emission (Em) bandwidths during data acquisition: DAPI: Ex: 405 nm, Em: 430 to 500 nm; Alexa Fluor 488: Ex: 499 nm, Em: 504 to 556 nm; Alexa Fluor 555: Ex: 553 nm, Em: 558 to 595 nm; Alexa Fluor 594: Ex: 590 nm, Em: 600 to 750 nm; and Alexa Fluor 647: Ex: 631 nm, Em: 640 to 750 nm.

### Analysis of confocal imaging data

Confocal stacks were processed using ImageJ/FIJI, and maximum projection images from 4 to 10 optical sections ( ~ 4–8 microns) were generated. Images were then loaded onto QuPath for nuclei segmentation and cell border expansion, and beta cells were automatically identified via quantification of relative mean insulin intensity levels inside each detected cell followed by thresholding to exclude non-beta cells. The DAPI channel was used as an input for nuclei segmentation. We used a 3-to-5-μm border extension parameter to estimate the location of the cell cytosol. We only analyzed data from beta cells that were included in this classification. Double-blind manual analysis of beta cell 53BP1 staining was performed to quantify the frequency of 53bp1 puncta in individual beta cell nucleus. Only beta cells with clear 53BP1-positive foci were counted as “positive” cells. For analysis of beta autophagy data, image stacks were processed to generate maximum projections representing 2 microns of the original stack. Detection of *p62*, Lc3- and *Lamp1*-positive granules as well as segmentation of beta cells was achieved by creating 2D U-nets to detect “spots” or insulin-positive regions in our imaging data (Aivia software (v11), Leica Microsystems). This generated binary segmentation masks delineating insulin-, *p62-, LC3-*, or *Lamp1*-positive regions in each image. Next, we used our established CellProfiler pipeline to quantify the area of the beta cell cytosol occupied by *p62, LC3*, or *Lamp1* granules. Colocalization of *Lc3* and *Lamp1*- was calculated using Imaris software (v9.9, Oxford Instruments), as previously described by us^12^. For colocalization studies involving insulin, *Lamp1*, *Sdha*, and/or *p62*, deconvolved images were analyzed using ImageJ/Fiji program Coloc2^87^. For all our colocalization indexes, we used Mander’s index after automatic threshold (tM1/2).

### Islet morphology

To analyze the endocrine pancreas morphology and beta cell mass, we selected two interspaced sections (5μm-thick and 250 μm apart from each other). After the IHC for insulin, glucagon, and somatostatin, as described before, the entire sections were scanned and QuPath and ImageJ software were used for image analysis. The relative mass of beta-cells, alpha-cells, and delta-cells was calculated by dividing their respective total immunostained areas by the total pancreatic section area and then multiplying by the total pancreas mass (mg). The proportion of beta-cells, alpha-cells, and delta-cells per islets was calculated by dividing the total area of the cells immunostained for insulin, glucagon, or somatostatin, respectively, by the total area of the islet, and expressed as %, as previously described^84^.

### Islet cell nuclei isolation and single nucleus multiomics

We performed simultaneous profile gene expression and open chromatin sequencing from same single islet cells using the Chromium Single Cell Multiome ATAC + Gene Expression kit from 10x genomics. We targeted 5000 nuclei per mouse per group; single nuclei were isolated from snap-frozen isolated islet pellets from AL, CR, and HFD mice after 2 months on diet. Nuclei were isolated using the standard 10x Genomics protocol for nuclei isolation from embryonic mouse brain. Briefly, the islet pellet was lysed and homogenized in 0.1x Lysis Buffer solution (Tris-HCl 10 mM, NaCl 10 mM, MgCl_2_ 3 mM, Tween-20 0.01%, IGEPAL CA-630 0.01%, Digitonin 0.01%, BSA 1%, DTT 1 mM, RNase inhibitor 1 U/ul). Then, the lysate was incubated on ice for 5 min, pipette mixed and incubated on ice for additional 10 min. Next, chilled wash buffer (Tris-HCl 10 mM, NaCl 10 mM, MgCl_2_ 3 mM, Tween-20 0.1%, BSA 1%, DTT 1 mM, RNase inhibitor 1 U/ul) was added to the sample, pipette mixed, and the sample was filtered through a Flowmi Cell Strainer. Then, the pellet was washed with chilled wash buffer and the nuclei concentration was determined using Trypan Blue Stain (0.4%) and hemocytometer. The final nuclei concentration (1000 nuclei/ul) was resuspended in chilled Diluted Nuclei Buffer (10x Genomics) and immediately processed for transposition, barcoding, library construction and sequencing according to 10x Genomics Guidelines at Vanderbilt Technology for Advanced Genomics Core (VANTAGE).

### Analysis of single cell multiomics data

Raw sequencing reads were analyzed using Cell Ranger ARC Count v2.0.1 via 10x Genomics Cloud Analysis using default parameters and the mm10 2020-A-2.0.0 reference genome. Fragment and alignment files were input into AMULET (v1.1)^88^ to detect multiplet droplets with mm10 repetitive elements from the UCSC genome browser. SoupX (v1.6.0)^89^ was used to remove ambient RNA signal detected in empty droplets from nuclei-containing droplets. The contamination fraction of ambient RNA was estimated using the autoEstCont function. Seurat V4^90^ objects containing assays for gene expression and chromatin accessibility were created for each sample and filtered for multiplets detected by AMULET. Nuclei with 1000-25000 UMIs for gene expression and 1000-100000 UMIs for ATAC peaks were retained. Nuclei were also filtered for nucleosome signal <2, transcriptional start site enrichment > 1, and percent mitochondrial RNA counts > 10% using Signac (v1.9.0)^91^. DoubletFinder (v2.0)^92^ was used to detect heterotypic droplet doublets based on gene expression results. Peak calling was performed using the MACS (v2.2.7.1)^93^ peak caller. Gene expression counts were normalized using the SCTransform^94^ function in Seurat and PCA was calculated using the first 30 dimensions. For ATAC peaks, the top features were identified using the FindTopFeatures function in Signac with min.cutoff = 5. ATAC counts were normalized using the RunTFIDF function and dimensionally reduced using the RunSVD function with default settings in Signac. TF motifs were identified based on the JASPAR2020^95^ database using the AddMotifs function in Signac. Independent biological replicates were integrated by first merging Seurat V4 objects and then performing batch correction using Harmony (v0.1)^96^ and uniform manifold approximation and projection (UMAP) was calculated using the first 20 dimensions from Harmony with the RunUMAP function from Seurat. Batch correction was also performed for the ATAC peaks using reciprocal latent semantic indexing (rLSI) in Signac^90,91^. For visualization, UMAP calculated from weighted nearest neighbors (wNN) was performed using the FindMultiModalNeighbors function in Seurat. Clustering was performed using the Louvain algorithm implemented in Seurat (resolution = 0.7), and cell types were annotated based on established pancreatic cell markers and UMAP visuals of marker genes. Beta cells (*n* = 16,555 cells) was further subset and reprocessed for cluster generation (Fig. 2J) performed using the Louvain algorithm with 10 PCs (resolution = 0.3). Differential expression between beta cell subclusters was performed using the FindAllMarkers function with only.pos = TRUE in Seurat.

### SCENIC and GRN reconstruction

To infer the GRN of islets per diet group, we leveraged pySCENIC^43^. This protocol allows the reconstruction of regulons (TFs and their known target genes) from single cell-derived co-expression data, assesses regulon activity at single cell resolution and allows the detection of regulon-enriched cell populations. Specifically, we ran v0.11.0 of pySCENIC as a Singularity container on ACCRE, Vanderbilt’s High Performance Computing cluster. Following quality control and feature selection performed in gene expression assay from single cell multiomics data, the final object’s raw counts and barcodes were converted to a LOOM file. Alongside of a list of 1721 mouse TFs (source: https://resources.aertslab.org)^43^, this gene expression matrix served as input for calculating gene co-expression modules, via GRNBoost2 – a fast GRN inference algorithm that uses stochastic Gradient Boosting Machine regression with early-stopping regularization (Friedman 2002) and is made available through Dask. To control for the stochasticity associated with GRNBoost2, we calculated the co-expression modules 100 times and then retained only associations between TF and target genes that existed at least 80% of the time. We then merged the results of these 100 runs via a left outer join operation and averaged the Importance Metric values reported for each association. This consensus GRN was then used as input for module pruning, where we filtered out indirect gene targets lacking the cis-regulatory motif associated with each TF. This step relied on RcisTarget^42^ and ranking databases for motifs (mm9-tss-centered-5kb-7species.mc9nr.feather) 10 kb around the TSS (+/–5kbp, mm9-tss-centered-5kb-7species.mc9nr.feather). The resulting co-expressed TF-target genes are then grouped into regulons. Finally, the per-cell activity of the regulons was computed using AUCell^42^, which uses the “Area Under the Curve” (AUC) to calculate whether a subset of the input gene set is enriched within the expressed genes for each cell. This activity data was further binarized (assigned an “on” or “off” value, per regulon, per cell) by threshold on the AUC values of the given regulon. Both the AUCell and binarized regulon activity matrices were integrated into Seurat object via the CreateAssayObject, for downstream analysis and visualization.

### In vivo labeling of mice with ^15^N

^15^N-labeled mice for MIMS-EM were generated as previously described^4^. Briefly, female mice were fed with ^15^N-enriched diet ( > 98% ^15^N enrichment, Cambridge Isotope Labs) for 70 days ad libitum (ad-lib) to saturate their system with ^15^N-labeled nutrients. Next, females were mated with a male for 1 week; pregnant females were maintained on ^15^N diet during gestation to create ^15^N-labeled pups. ^15^N-diet was continuously provided during the lactation period until ^15^N-pups were weaned at 21 days (P21) of age. Next, ^15^N-pups were maintained on ^15^N-diet feeding ad-lib until they age P45. Finally, ^15^N-labeled mice were randomly allocated to AL, CR, or HFD feeding groups using normal chow rich in ^14^N instead of ^15^N (AL and CR groups received Rodent Diet 5053, 4.11 Kcal/g; HFD mice were fed with Rodent Diet 58Y1, 5.10 Kcal/g) for up to 12 months. In addition, one P60 ^15^N-mouse was euthanized before introduction of the ^14^N-rich feeding to determine the maximum levels of 15 N enrichment. This information is needed to calculate the number of cell division cycles based on the dilution of the ^15^N retained inside each cell nucleus^97,98^.

### Sample processing for MIMS-EM

^15^N-tissue processing and MIMS-EM imaging were performed as previously established by us^4,7,8^. After 12 months on diet, ^15^N-mice in AL, CR, or HFD diet groups were euthanized and perfused for 30 seconds with Ringer’s solution (0.79% NaCl/0.038% KCl/0.02% MgCl_2_·6H_2_O/0.018% Na_2_HPO_4_/0.125% NaHCO_3_/0.03% CaCl_2_·2H_2_O/0.2% dextrose/0.02% xylocaine) followed by a transcardiac perfusion with fresh 2.5% glutaraldehyde and 2% PFA in 0.15 M sodium cacodylate for 10 min (rate at 5 mL/min). Next, the pancreas was dissected and prepared for X-ray microscopy (XRM) and scanning electron microscopy (SEM) followed by MIMS. Perfusion-fixed ^15^N-tissue was cut into ~1mm^3^ pieces and then postfixed in the same fixative at 4 °C overnight. Next, each sample was washed using 0.15 M cacodylate buffer and then fixed in 2% osmium tetroxide and 1.5% potassium ferrocyanide in 0.15 M sodium cacodylate buffer for 1 hour at room temp. After that, samples were washed extensively using double distilled water (ddH_2_0) and placed in a 0.5% thiocarbohydrazide solution for 30 min followed by five washes in ddH_2_0. Next, tissue samples were placed in a 2% aqueous osmium tetroxide solution for 1 hour, thoroughly washed in ddH_2_0, and placed in a 2% aqueous uranyl acetate solution at 4 °C for overnight incubation. Samples were then washed with ddH_2_0 and placed into Walton’s lead aspartate solution for 30 min and baked at 60 °C in a bench-top oven. Following the bake, samples were washed with ddH_2_0 followed by serial dehydration using ice-cold 70% EtOH, 90% EtOH, 100% EtOH, 100% EtOH, and dry acetone (10 min each step on ice). Next, each tissue piece was placed into 1:3, 1:1, and 3:1 solutions of Durcupan ACM:acetone for 12 h in each concentration. Finally, the tissue was exposed to three changes of 100% Durcupan ACM for 24 h each before being baked for 48 h at 65 °C for solidification.

### Identification and mapping of in situ islets using X-ray microscopy

Identification of the location of endogenous islets in our EM-ready tissue blocks was achieved using X-ray Microscopy (XRM) as previously established by us^4^. Here, epoxy-embedded pancreas blocks were scanned using XRM (X-radia Versa 510, Zeiss) with the source set at 80 kV and 7 W power using a 4X power objective (final pixel size ~ 2 microns depending on final geometric magnification). The specimens were rotated 360 degrees and 3D projection images were collected per tissue block. Islets were identified based on their x-ray contrast and their 3D coordinates acquired using XRM to guide tissue and islet sectioning using a Leica ultramicrotome to trim the block and cut 80-nm-thick sections for imaging^4^. Sections were placed on 10x10mm or 5x7mm silicon wafers (Electron Microscopy Sciences (EMS), USA) for downstream SEM, tomography, and/or MIMS imaging.

### Correlative electron microscopy and multi-isotope mass spectroscopy (MIMS-EM)

MIMS-EM measures spatially localized concentrations of several isotopes in biological samples overlaid with high-resolution scanning electron microscopy (SEM) to provide accurate spatial and quantitative information regarding the chemical composition of macromolecules, organelles, cells, and tissues^4,7,8^. Briefly, MIMS-EM images of brain neurons and islets were acquired using 80-nm-thick sections arranged on silicon wafers. Cells were mapped using large field of view SEM using a GeminiSEM or MerlinSEM (Zeiss, Germany) guided by automated tile acquisition and image mosaicking using Atlas 5 software (Fibics, Ottawa, Canada). Images were acquired using a pixel size of 5 nm, and we covered areas of approximately 300um^2^ per tissue. Next, the same samples were transferred to a MIMS microscope (50 L SIMS, Cameca, France) and acquisition of isotope maps (^15^N, ^14^N, ^12^C, and ^32^S) was achieved using a cesium (Cs − ) beam. MIMS image frames contained 512 × 512 pixels to cover a raster of 30-to-40um^2^, and we acquired at least three frames per raster using 10 min imaging per frame and used the beam adaptor D1-3.

### MIMS-EM image registration and analysis

MIMS and EM images were co-registered and overlaid as recently described^8^. Briefly, the ^32^S chemical maps obtained by MIMS were used to create spatial fiducials that were projected on the SEM image to create image alignment matrices. These matrices were then applied to ratiometric ^15^N-to-^14^N images, which relay cell age information. Prior to alignment and registration, our MIMS images were processed using default configurations using the OpenMIMS plug in in ImageJ^99^. Quantification of mouse beta cell and neuron age was also done using OpenMIMS, where we determined the ^15^N/^14^N ratios in each cell nucleus. Proliferating cells lose 50% of nuclear ^15^N after each cell division^97^ and therefore we used this principle to determine the relative age and number of division cycles for each beta cell in AL, CR, and HFD islets.

### Electron tomography (eTomo)

Semi-thick sections of thickness about 300 nm were cut from the blocks of cells prepared for SEM with a Leica ultramicrotome and placed on 100-mesh copper grids. 20-nm colloidal gold particles were deposited on each side of the grid to serve as fiducial cues. The grids were placed in a single-rotation tilt holder and inserted in a Tecnai High Base Titan (FEI; Hillsboro, OR) electron microscope operated at 300 kV. The grids were irradiated with electrons for about 10 min to limit anisotropic specimen thinning during image collection at the magnification used to collect the tilt series before initiating a dual-axis tilt series. During data collection, the illumination was held to near parallel beam conditions and the beam intensity was kept constant. Tilt series were captured using SerialEM software (University of Colorado, Boulder, CO). Tilt series were taken at 0.81 nm/pixel. Images were recorded with a Gatan Ultrascan 4Kx4K CCD camera. Each dual-axis tilt series consisted of first collecting 121 images taken at 1 degree increment over a range of −60 to +60 degrees followed by rotating the grid 90 degrees and collecting another 121 images with the same tilt increment. After collecting the orthogonal tilt series, to improve the signal-to-noise ratio, 2x binning was performed on each image by averaging a 2 × 2 x-y pixel box into 1 pixel using the “*newstack”* command in IMOD (University of Colorado, Boulder, CO). The IMOD package with etomo java wrapper (https://en.wikipedia.org/wiki/IMOD) was used for tilt-series alignment, reconstruction, and volume segmentation. R-weighted back projection was used to generate the reconstructions. The two volumes were combined using the common fiducial markers shared by each volume and patch-matching using a warping residual below 0.35 aided the combination.

The biophysical modeling schema of^58^ was used to estimate the potential rate of ATP production by mitochondria using a model for condensed mitochondria; the respiratory control ratio (RCR) is needed to convert from condensed to the orthodox mitochondria of beta cells. The RCR is defined as state 3 mitochondrial respiration (condensed) divided by state 4 mitochondrial respiration (orthodox). The RCR was provided by the Long et al 2019. Mouse heart interfibrillar mitochondria had an RCR of about 4.7. For purposes of this modeling, we assume that beta cell mitochondria RCR is close to heart RCR. This modeling provided similar rates to those published using different models^100–102^.

### Islet cell type classification in SEM maps

Beta cells were classified according to the classical morphology of insulin granules in EM micrographs with their condensed electron-dense nature of insulin crystals surrounded by a large halo^103^.

### Imaging mass spectrometry

Fresh frozen mouse pancreas tissue was sectioned at 12 μm thick on a cryostat (Leica Biosystems). MALDI matrix (9-aminoacridine, 9AA) (Sigma-Aldrich) was spray-coated onto the target slides in an automated fashion using a TM Sprayer (HTX Imaging). 9-AA was made up as a 5 mg/ml solution in 90% methanol. Four passes were used with a nozzle temperature of 85°, a flowrate of 0.15 ml/min, 2-mm track spacing, and a stage velocity of 700 mm/min. Nitrogen was used as the nebulization gas and was set to 10 psi. Images were acquired on a 15 T Fourier transform ion cyclotron resonance mass spectrometer (FT-ICR MS, Solarix, Bruker Daltonics) equipped with an Apollo II dual ion source and Smartbeam II 2 kHz Nd:YAG laser that was frequency tripled to 355 nm. Data were collected in the negative ion mode with the laser operating at 2 kHz at 50 μm spatial resolution. Tentative metabolite identifications were made by accurate mass, typically better than 1 ppm. Ion mass resolution was of ± 0.00565 Da. Images were analyzed with flexImaging and SCiLS Lab software (Bruker) using the ROC method with automatic peak detection to identify a total of *n* = 290 metabolites from the combined mass spectra. An area under the curve threshold of 0.5 ± 0.1 was used to define metabolites that were enriched in CR (*n* = 52 metabolites) or in AL (*n* = 28) islet regions, respectively (Fig. 4C, Supp Tables 8, 9).

### In situ hybridization

RNAscope multiplex fluorescent assay was performed on FFPE pancreas slices, according to the manufacturer’s instructions (Advanced cell Diagnostics, Cat. No. 320293). Briefly, slides were heated at 60 °C for 20 min and then deparaffinized in xylene and 100% ethanol. After drying, the slides were incubated with H_2_0_2_ for 10 min and then washed in DiH_2_0. Next, slides were boiled in antigen retrieval solution (>98 °C) for 15 min, washed in DiH_2_0, dehydrated in 100% ethanol, and incubated with Protease Plus for 30 min at 40 °C. After washing, slides were incubated with probes mixed for 2 h at 40 °C. RNAscope® *Cdkn2a/p16* and *Cdkn1a/p21* probes (Advanced Cell Diagnostics, #411011-C1 and #408551-C2, respectively) were used. All slides were incubated overnight in 5× SSC buffer (Invitrogen, #15557044) and then treated with a series of specific signal amplifications for each probe. Probes were finally detected using the Opal dyes 570 and 650, individually diluted in TSA buffer and incubated for 30 min at 40 °C each. Next, slides were washed in PSB, incubated with blocking solution (3% BSA, 0.3% Triton X-100 in PBS) for 30 min and then kept overnight at room temperature with primary antibody (guinea pig anti-insulin at 1:4 dilution). Then, slides were washed and incubated with DAPI and secondary antibody (Alexa Fluor 488,1:400) at room temperature for 1 h. Finally, stained slides were washed again and mounted in VectaShield prior to confocal imaging. RNAscope image analysis was performed by applying a machine-learning segmentation model trained using RNAscope data from multiple RNAscope targets. Here, analyzed images are intensity normalized, and images containing algorithm-detected RNAscope spots were thresholded and cleaned using median filters. Next, the expression of RNAscope targets *p16* and *p21* was analyzed using CellProfiler to quantify the number of *p16* or *p21* spots per beta cell area. Beta cells were identified by the pixel intensity of the Insulin channel.

### Statistics

Statistical analysis of RNA expression and ATAC peak levels was performed within Seurat using default parameters. For animal experiments and IHC microscopy data, Student’s *t* test (Prism 9, GraphPad) was used to compare two groups, whereas a one-wat ANOVA was used to compare two or more groups. A *p* value of <0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Video 1

Reporting Summary

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

## Source data

Source Data

## Data Availability

Tabular and processed sequencing data is deposited in Zenodo (10.5281/zenodo.6491943). The single nucleus multiome sequencing data has been deposited in the GEO repository (GSE276572, https://www.ncbi.xyz/geo/query/acc.cgi?acc=GSE276572). Source data are provided with this paper.

# Supplementary material for: Calorie restriction increases insulin sensitivity to promote beta cell homeostasis and longevity in mice
**Source:** Nat Commun. 2024 Oct 21;15:9063. doi: 10.1038/s41467-024-53127-2
**Supplement:** Supplementary file 1 — Supplementary Information

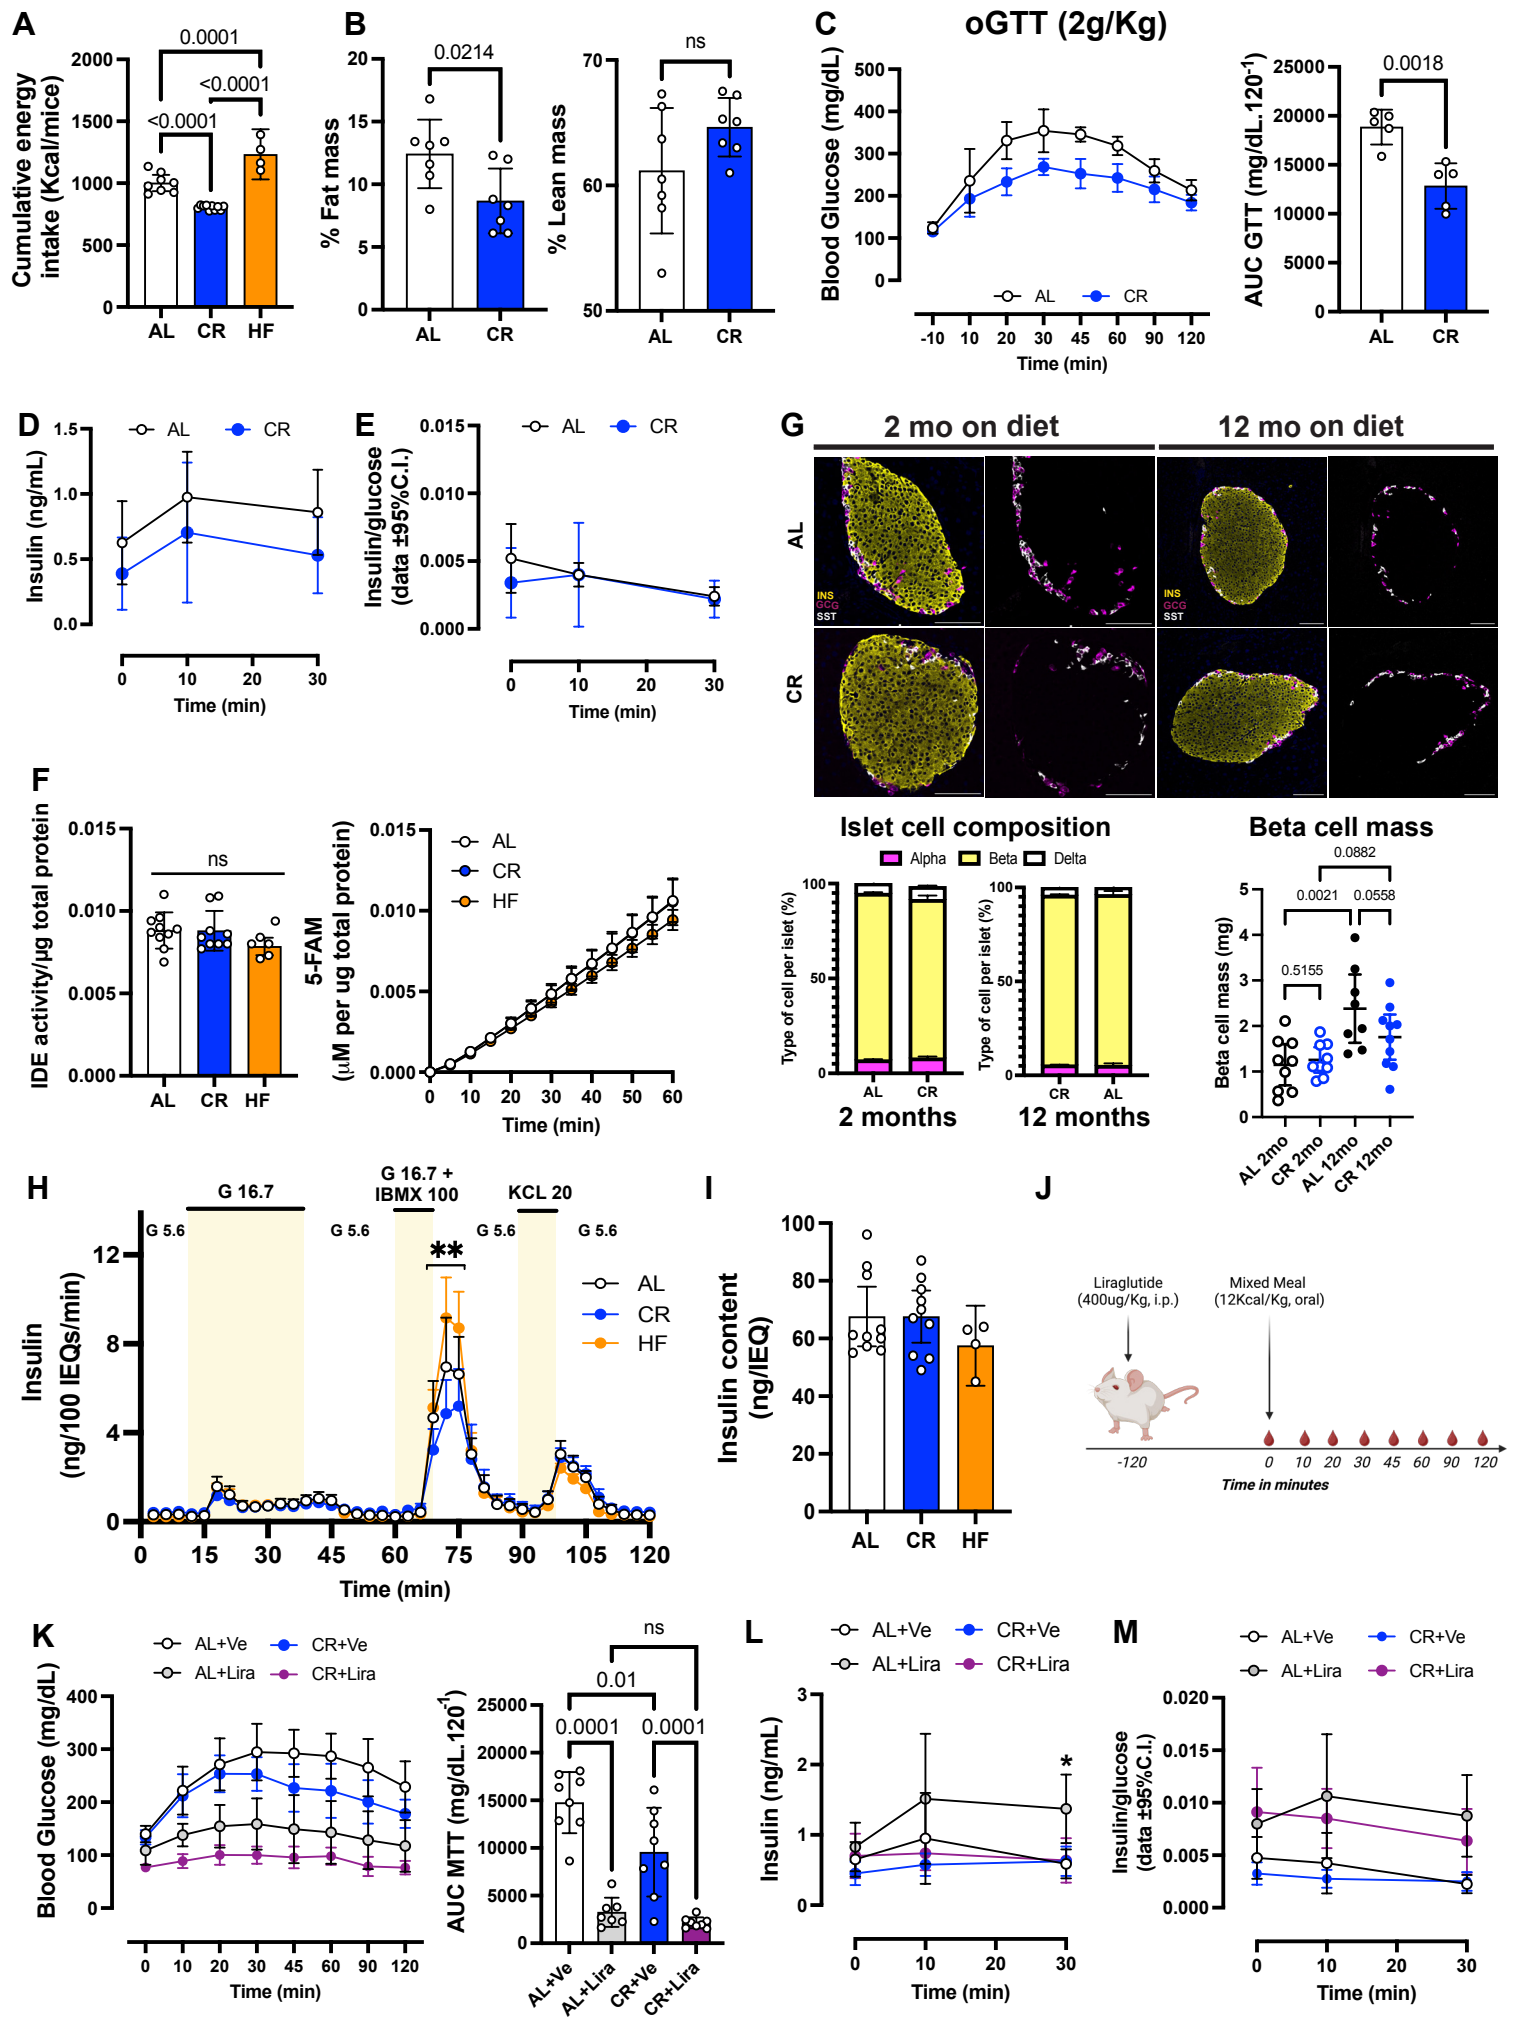

Supplementary Figure 1 - Related to Figure 1. (A) Cumulative energy intake over 2 months on diet from FVB male mice fed with AL, 20% CR or HFD. Each point represents the average from each cage with five mice, n=4-10 cages per experimental group from two different sets. **(B)** Percentage of fat and lean mass per body weight from AL and CR male mice. **(C)** Blood glucose levels during the oral glucose tolerance test (oGTT) after 2 months on diet and respective area-under-curve (AUC) measurements. **(D)** Insulin levels during the oGTT and **(E)** the respective ratio between the insulin and glucose values. **(F)** Insulin degrading enzyme activity measured in liver samples from male mice after 2 months on diet. **(G)** Pancreatic islet morphology from male mice after 2 or 12 months on diet. Beta, alpha and delta cells were detected by immunofluorescence, using anti-insulin (yellow), anti-glucagon (magenta) and anti-somatostatin antibodies (white). Quantitative analysis of beta-cell mass and the percentage of beta, alpha and delta-cells per islet were performed in two different sections from each pancreas. **(H)** Dynamic insulin secretion obtained from perfused islets with insulin secretagogues (5.6 mM and 16.7 mM glucose, IBMX 100 mM, and KCl 20mM) and the respective **(I)** insulin total content normalized by IEQ. **(J)** Schematic diagram of mice subjected to liraglutide (400 ug/Kg i.p) 2 hours before the MTT. **(K)** Blood glucose levels during the MTT using mice pretreated with liraglutide and respective AUC measurements. **(L)** Insulin levels during the MTT and **(M)** the respective ratio between the insulin and glucose values. In (B), n=7 male mice per diet group; (C-E) n=5 male mice per diet group; (F) n=6-9 male mice per diet group; (G) n=9-10 male mice per diet group; (H-I) n=5-10 male mice per diet group. (K-M) n=8 male mice per diet group. Statistical analysis was conducted using one-way or two-way ANOVA with Tukey's post-hoc test for multiple comparison (A, D-M), or unpaired two-tailed Student's t-test (B-C). In (H), the asterisks indicate ** $p < 0.01$. All data presented as mean $\pm$ 95% CI. Panels 1J was created with BioRender.com. and released under a Creative Commons Attribution-Non-Commercial NoDerivs 4.0 International license.

C57BL6J mice

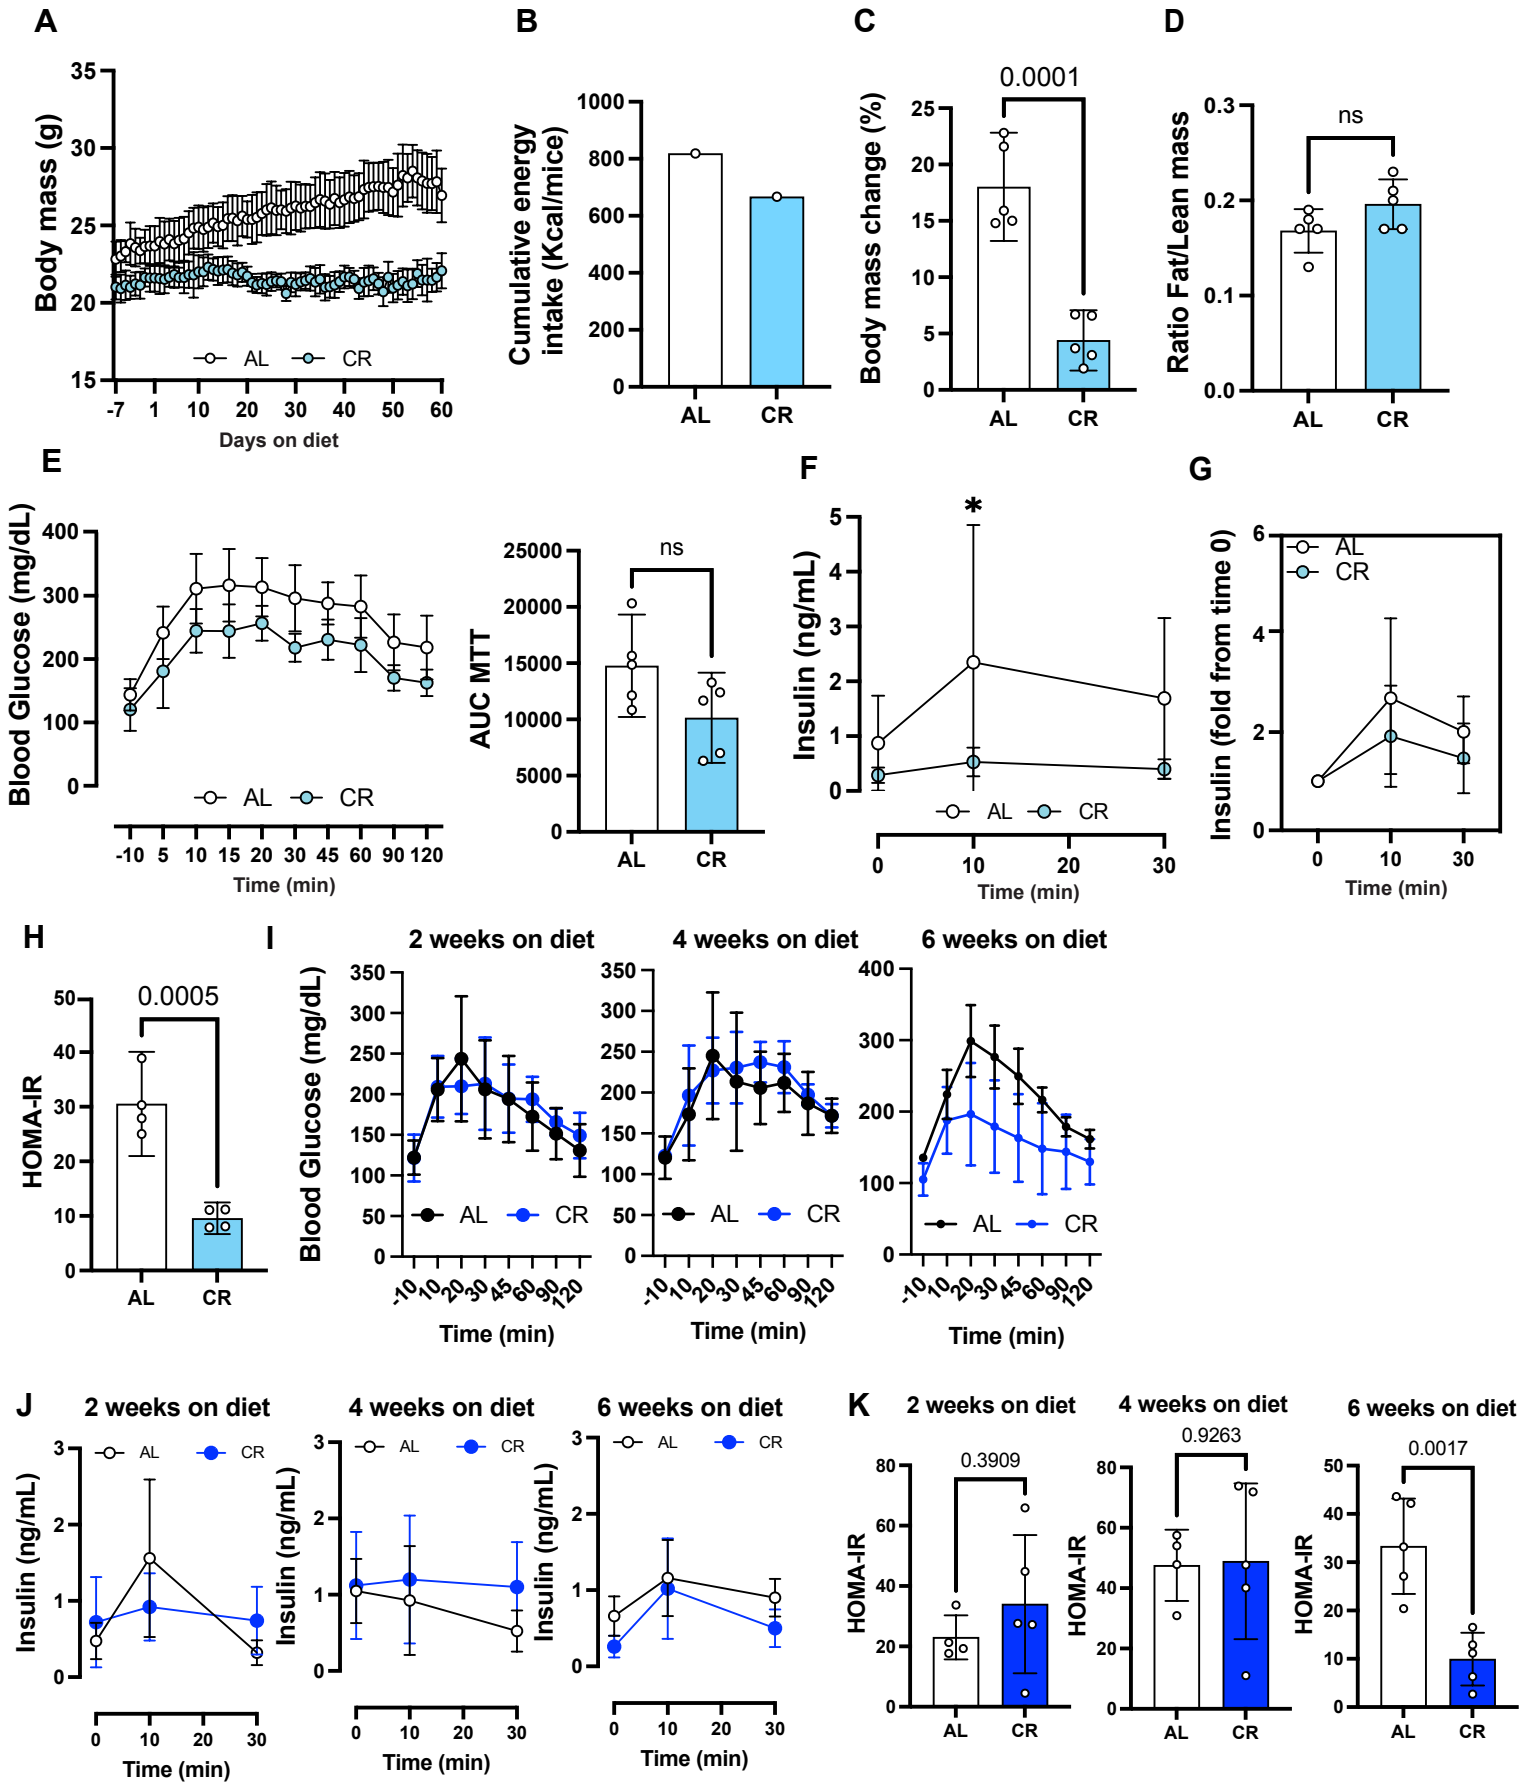

Supplementary Figure 2 – Related to Figure 1. (A) Daily body mass of C57BL6J male mice fed with AL or 20% CR for 2 months. **(B)** Cumulative energy intake over 2 months on diet, each point represents the average from each cage with five mice. **(C)** Body mass change and **(D)** the ratio of fat and lean mass. **(E)** Blood glucose levels obtained during the meal tolerance test (MTT) after 2 months on diet and the respective AUC. **(F)** Insulin levels obtained during the MTT and **(G)** the respective fold change from baseline values. **(H)** HOMA-IR calculated from fasting glucose and insulin values after 2 months on diet. **(I-K)** Blood glucose levels obtained during a meal tolerance test (MTT), circulating insulin levels during the MTT, and HOMA-IR index measured after 2-, 4-, or 6-weeks on CR diet. Statistical analysis was conducted using two-way ANOVA with Tukey's post-hoc test for multiple comparison (F-G, I-J), or unpaired two-tailed Student's t-test (C-E, H-K). In (F), the asterisks indicate * $p < 0.05$. $n=5$ male mice per diet group. All data presented as mean $\pm$ 95% CI.

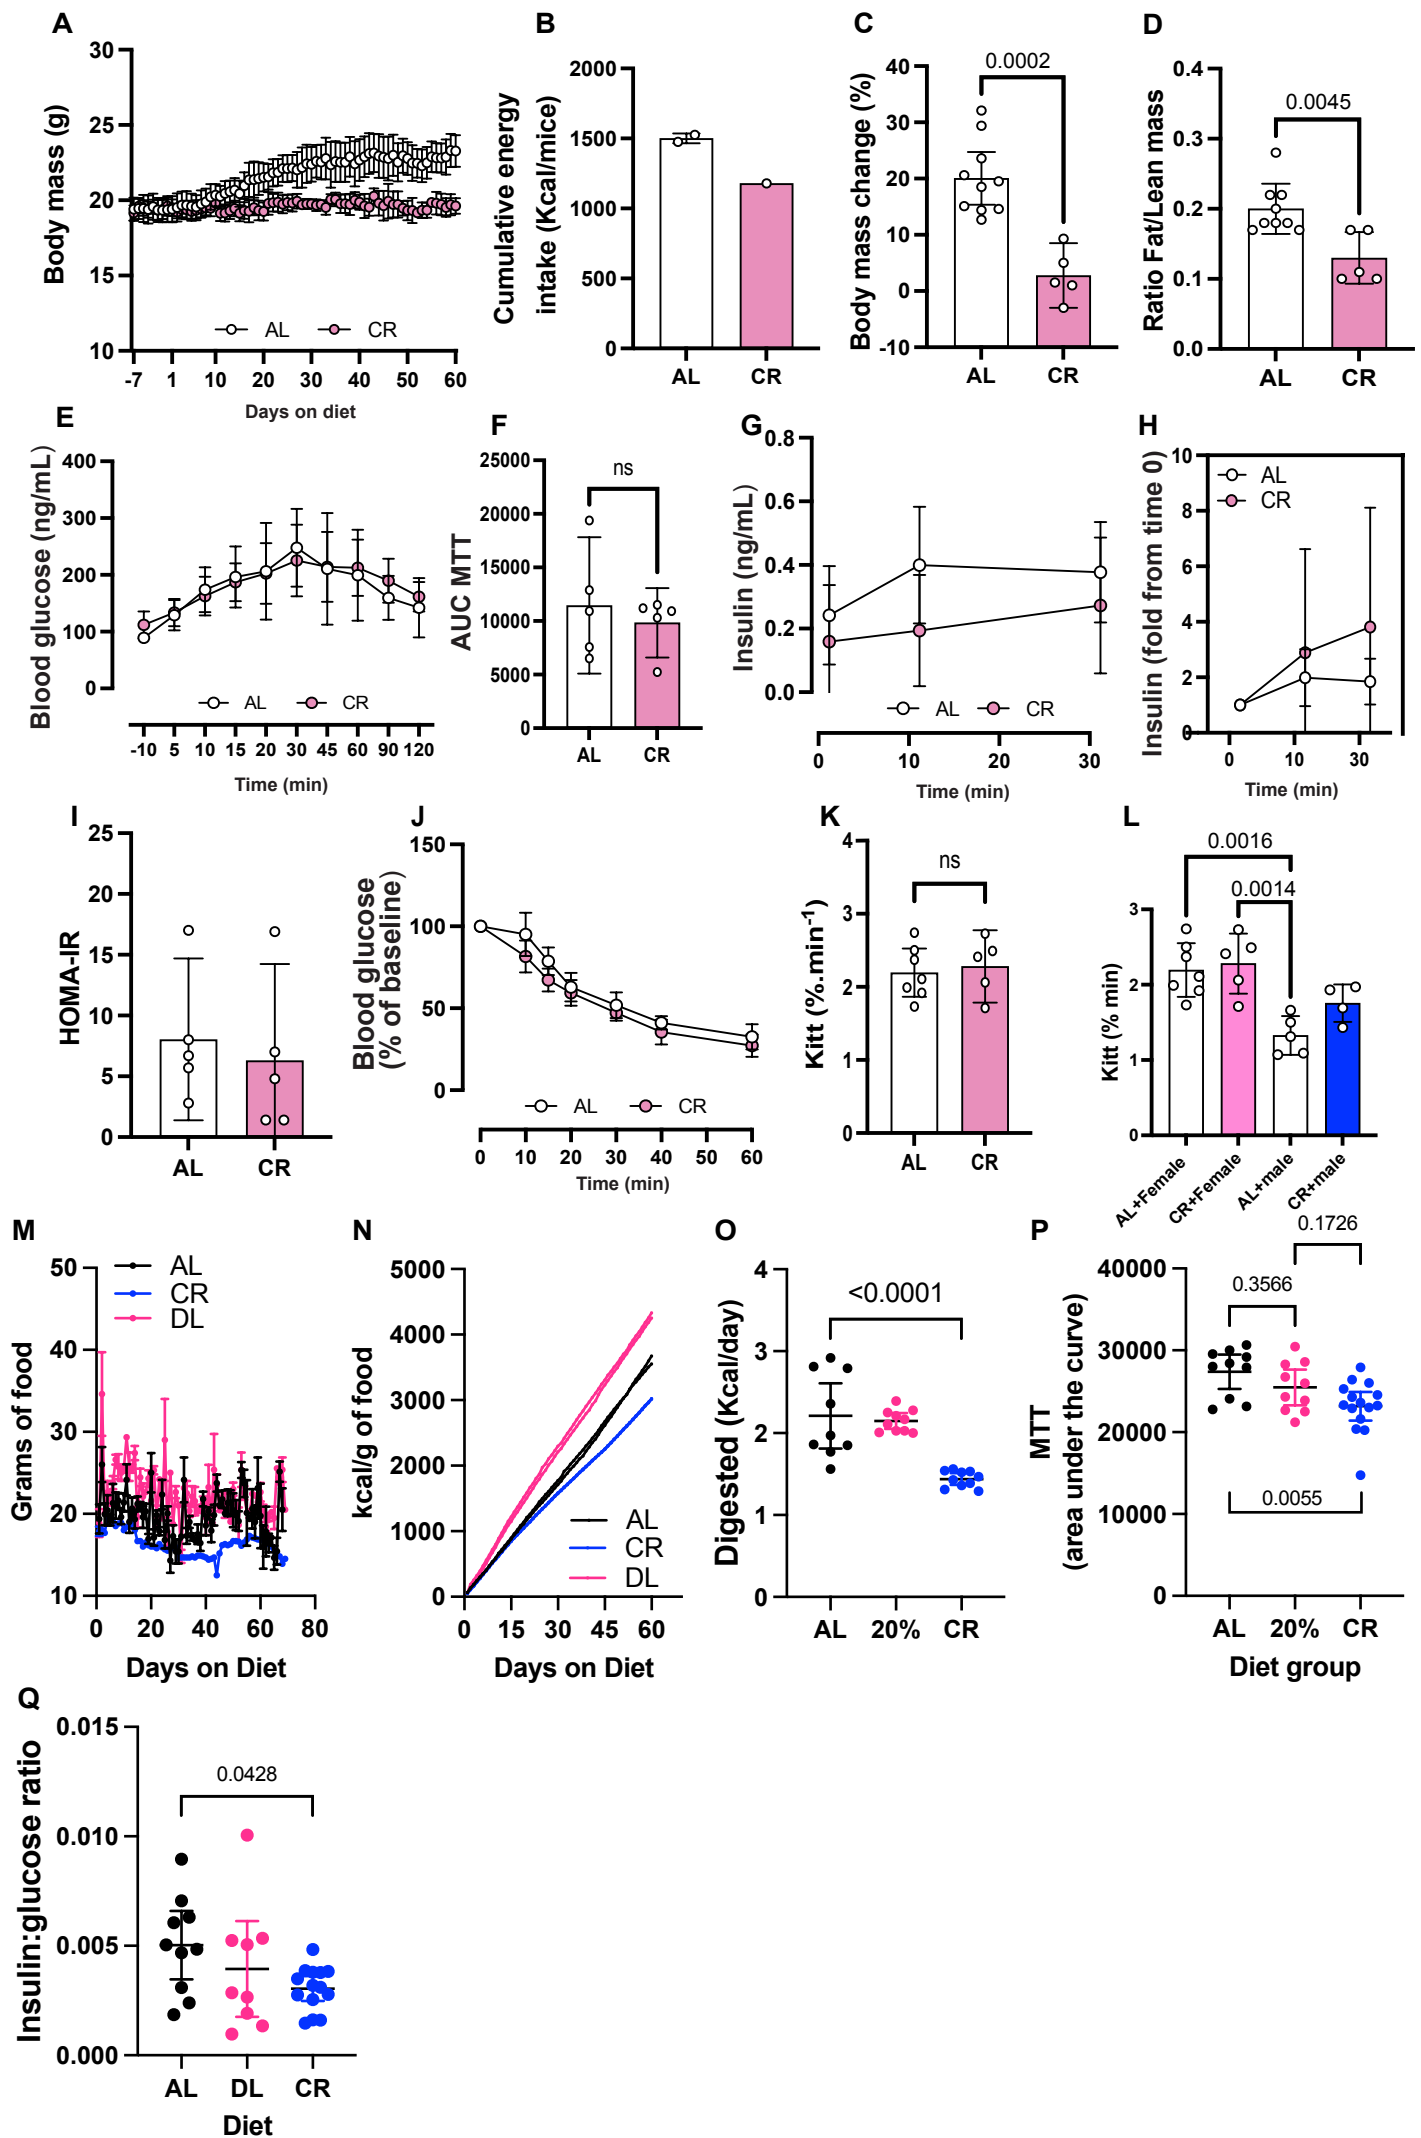

Supplementary Figure 3 – Related to Figure 1. (A) Daily body mass of female mice fed with AL or 20% CR for 2 months. (B) Cumulative energy intake over 2 months on diet, each point represents the average from each cage with five mice, n=2-1 cages per experimental group. (C) Body mass change and (D) the ratio of fat and lean mass. (E) Blood glucose levels obtained during the meal tolerance test (MTT) and the respective AUC in (F). (G) Insulin levels obtained during the MTT and (H) the respective fold change from baseline values. (I) HOMA-IR calculated from fasting glucose and insulin values after 2 months on diet. (J) Blood glucose levels obtained during the insulin tolerance test (ipITT) and (K) the respective decay of the glucose rate per minute (kITT). (L) Differences in kITT between male and female mice subject to AL or 20% CR for 2 months. n=5 female mice per diet group. (M) Daily food consumption of male mice placed on AL, CR, or DL diet for 2 months. (N) Cumulative energy intake of AL, CR, and DL mice. (O) Energy available from food digestion calculated by bomb calorimetry of fresh fecal matter collected from AL, CR, or DL mice. (P-Q) MTT test area under the curve and in insulin to glucose ratio, respectively, from AL, CR, or DL mice, n=9-15 mice per group (M-Q). Statistical analysis was conducted using one-way or two-way ANOVA with Tukey's post-hoc test for multiple comparison (G, H, L, O-Q), or unpaired two-tailed Student's t-test (C, D, F, I, K). All data presented as mean $\pm$ 95% CI.

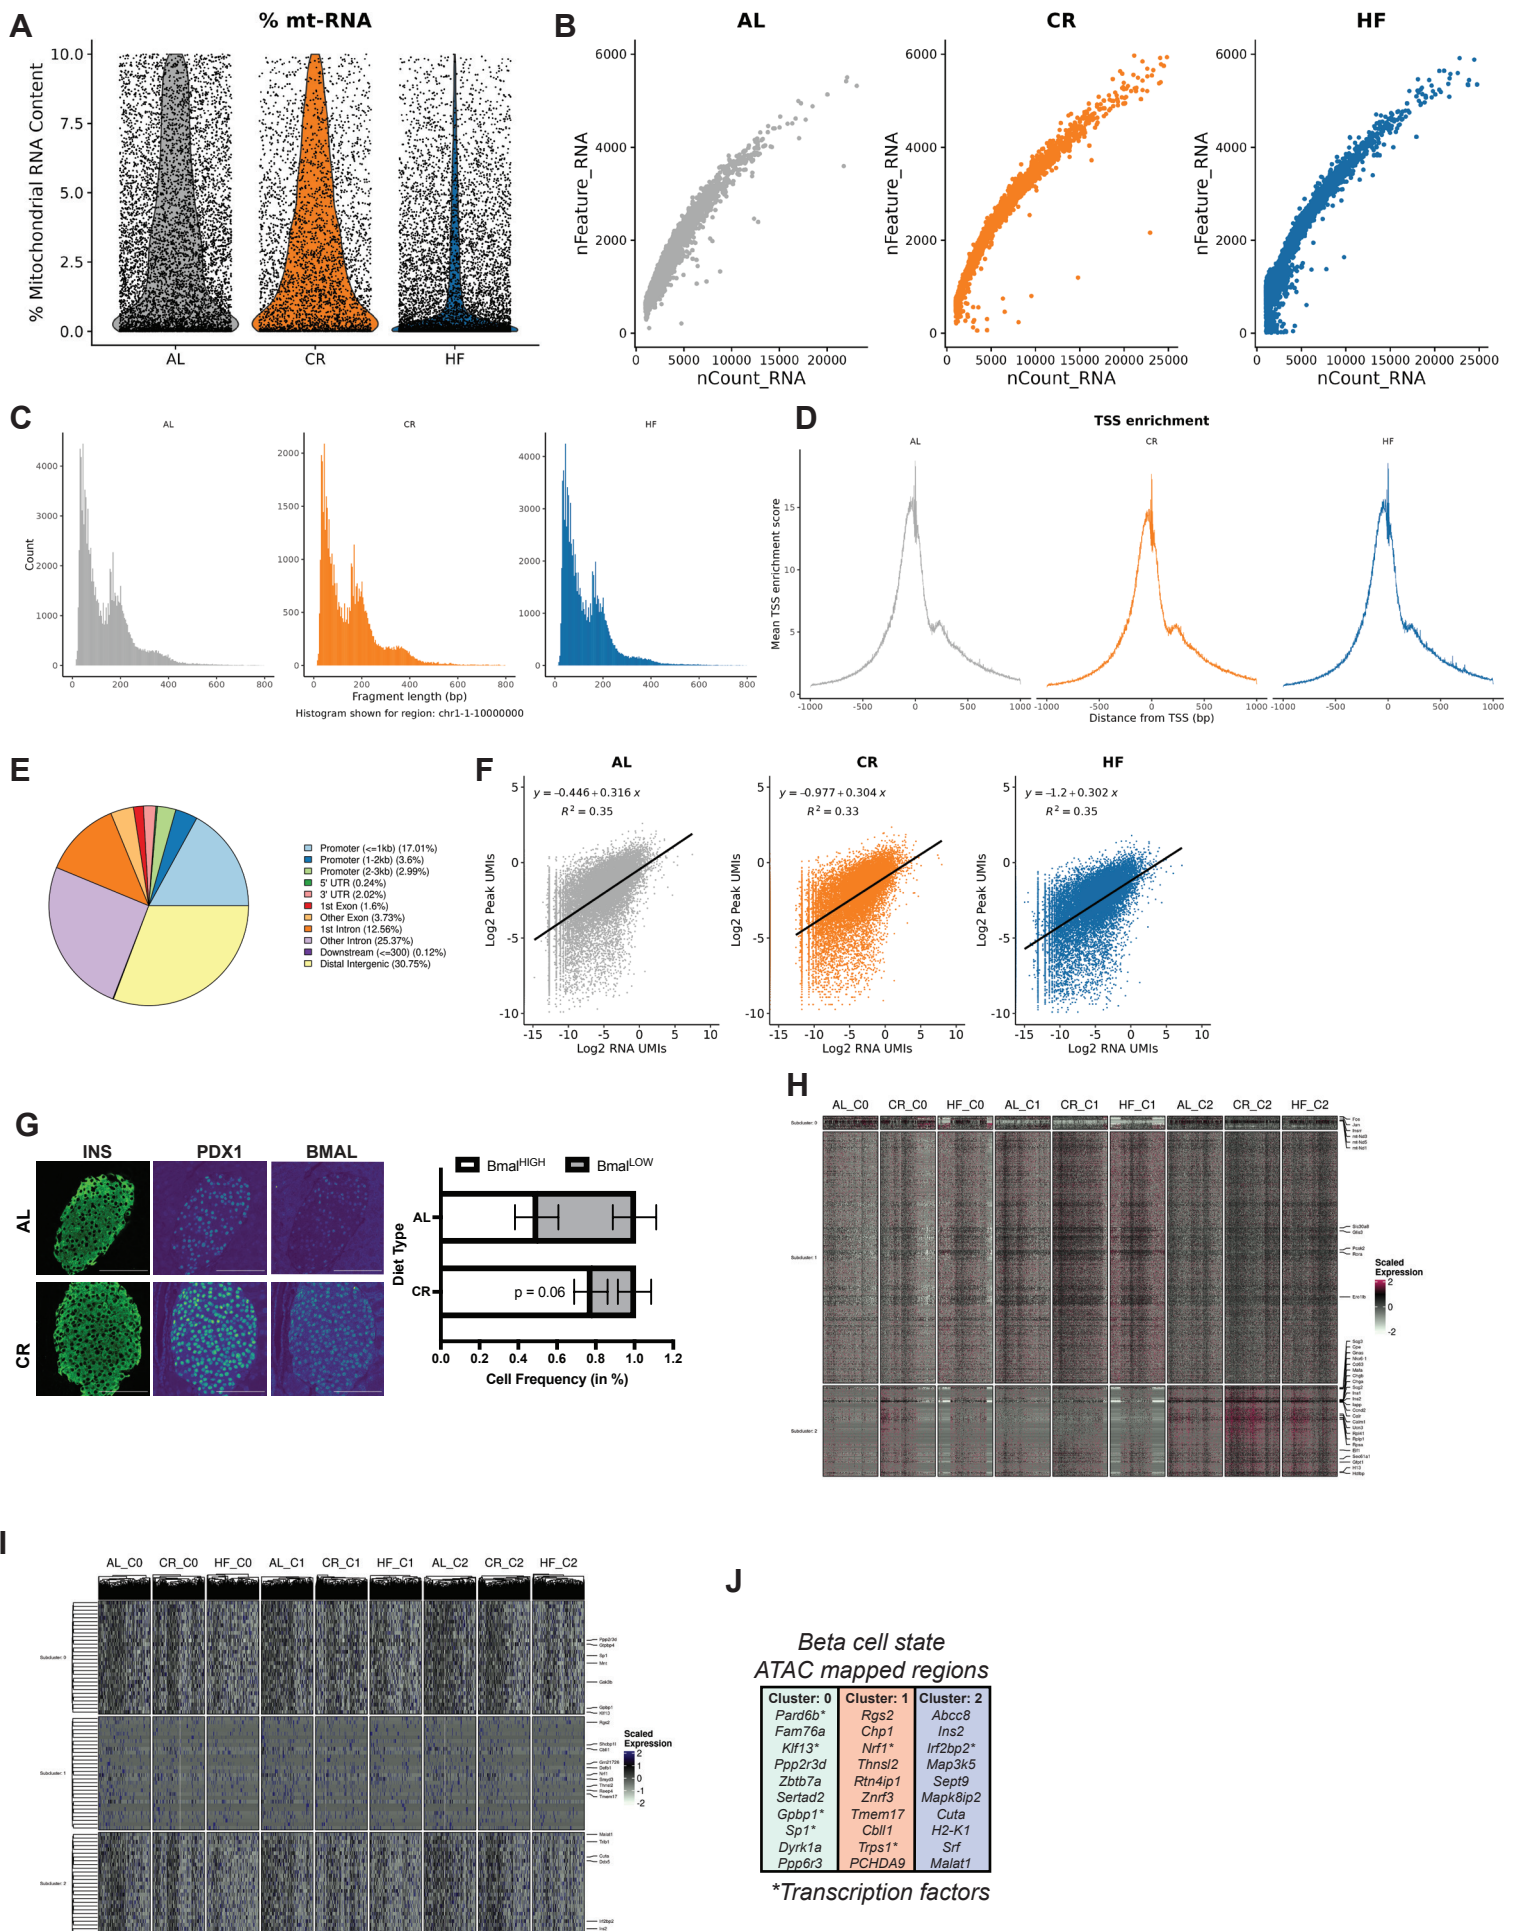

Supplementary Figure 4. Related to Figure 3. (A) Fraction of mitochondrial (mt) genes expressed in all sequenced cells from AL, CR, and HFD mice. **(B)** Graph with number of genes (features) identified as a function of the number of RNA molecules detected (nCount) in cells from AL, CR, and HFD mice. **(C)** ATAC fragment length in all sequenced cells from AL, CR, and HFD mice. **(D)** Transcription start-site (TSS) enrichment in AL, CR, and HFD samples. **(E)** Pie chart showing the breakdown of ATAC peak distribution in types of genomic loci. **(F)** Graph with the number of peaks and RNA molecules with unique molecular identifiers (UMI) in AL, CR, and HFD cells. **(G)** Representative immunohistochemistry (IHC) and confocal microscopy of AL and CR islets after 2 months on diet using anti-Pdx1 and anti-Bmal antibodies. Graph on the right shows the relative frequency of beta cells with high versus low levels of nuclear *Bmal*. **(H-I)**, differentially expressed genes and chromatin accessibility sites in beta cell subpopulations, respectively, of AL, CR, and HFD islets. **(J)** List of genes mapped closest to enriched accessible chromatin sites in different beta cell populations.

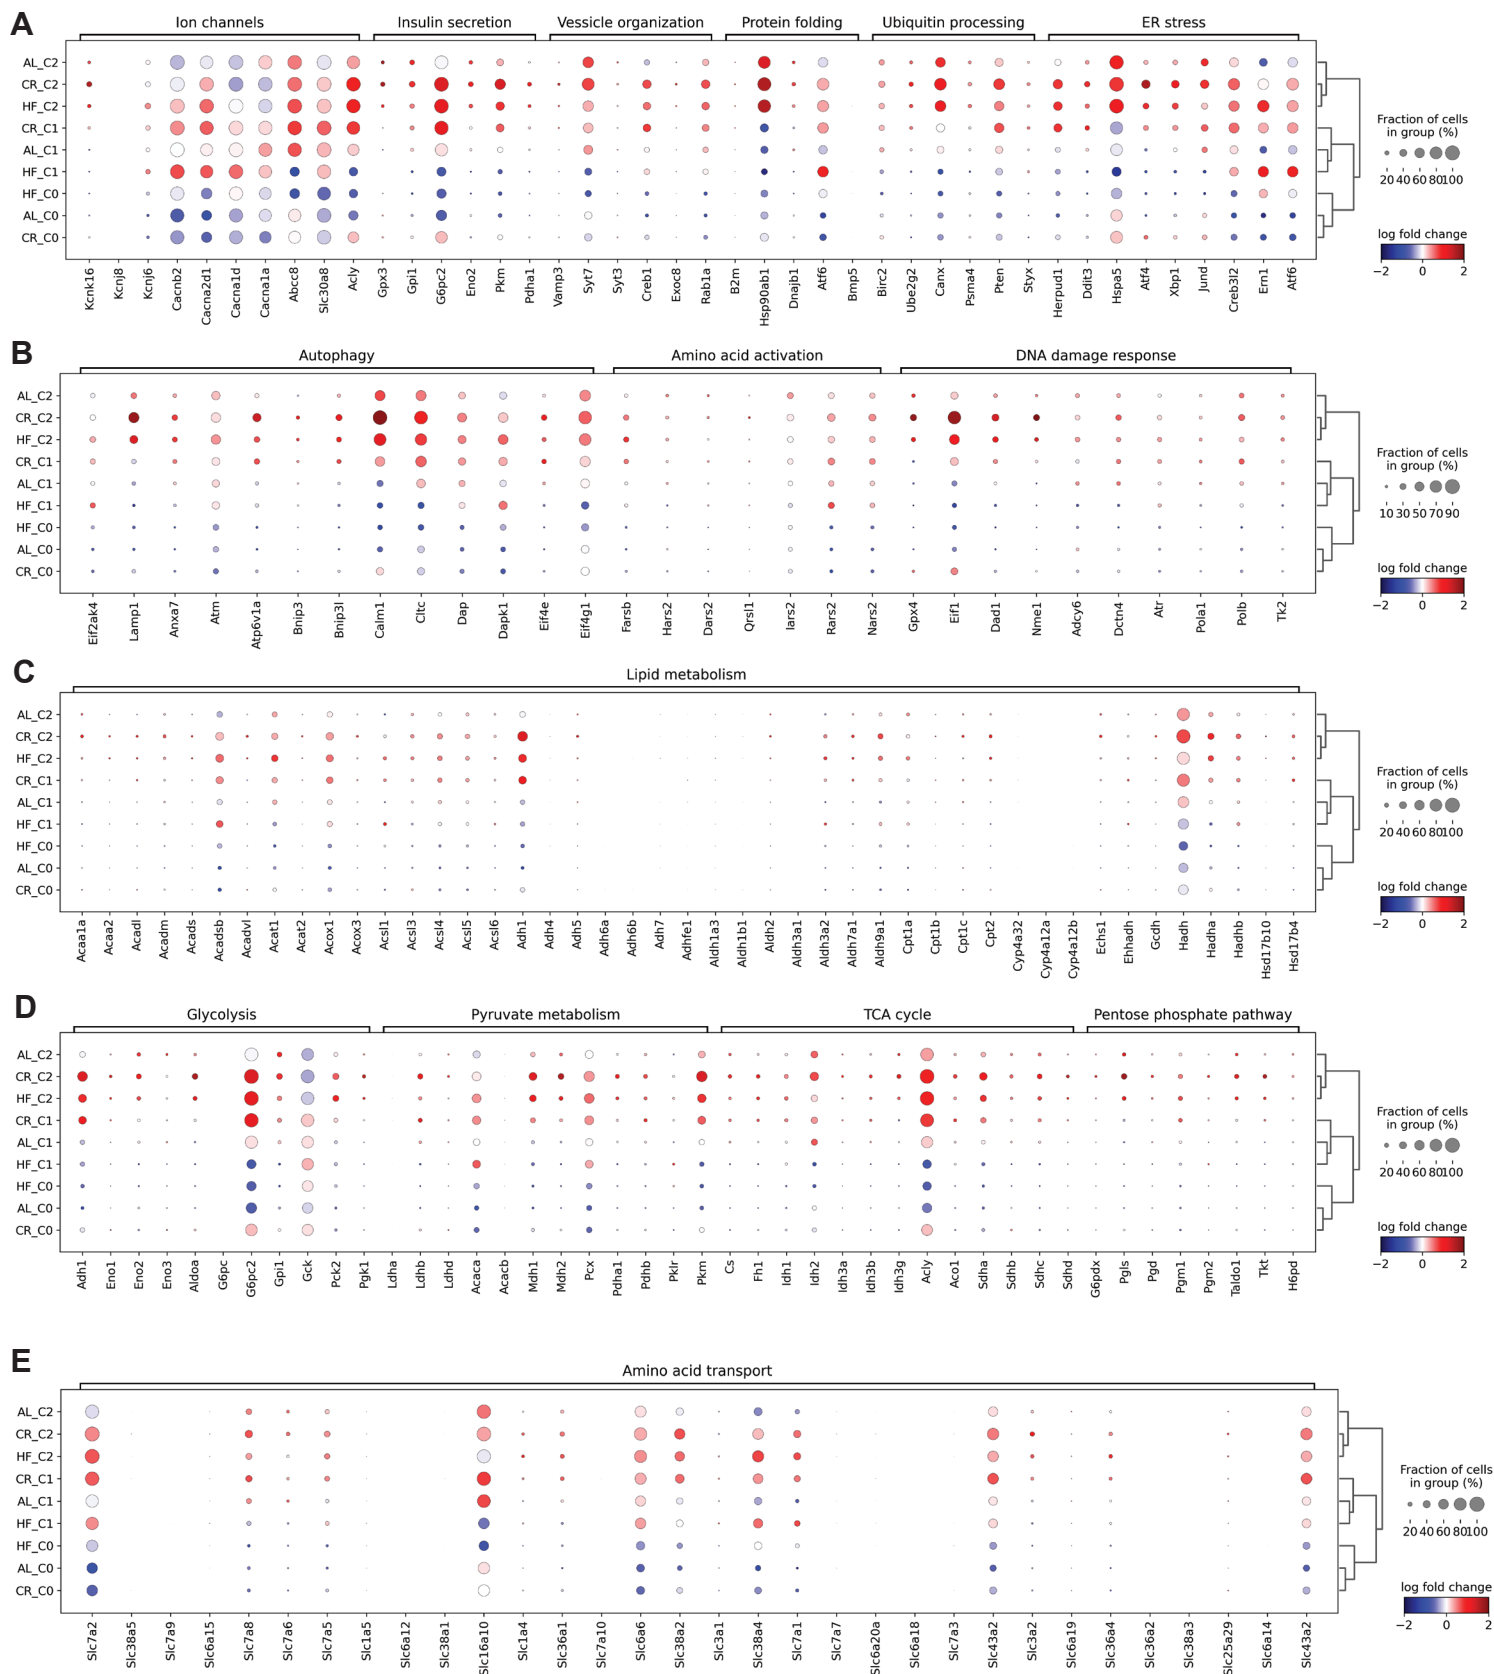

Supplementary Figure 5. Related to Figure 3. (A-E) Dot plot with hierarchical clustering analysis (HCA) highlighting the expression levels of genes associated with **(A)** ion channels, insulin secretion, vesicle organization, protein folding, ubiquitin processing and endoplasmic reticulum (ER) stress in each beta-cell state; **(B)** autophagy, amino acid activation and DNA damage in each beta-cell state; **(C)** lipid metabolism in each beta-cell state; **(D)** glycolysis, pyruvate metabolism, tricarboxylic acid cycle (TCA) and pentose phosphate pathway, and **(E)** amino acid transport in each beta-cell state.

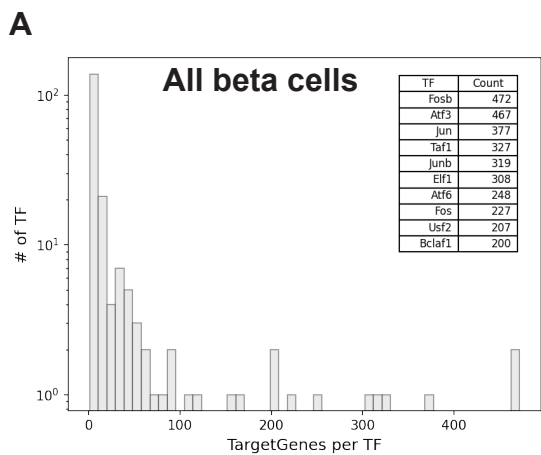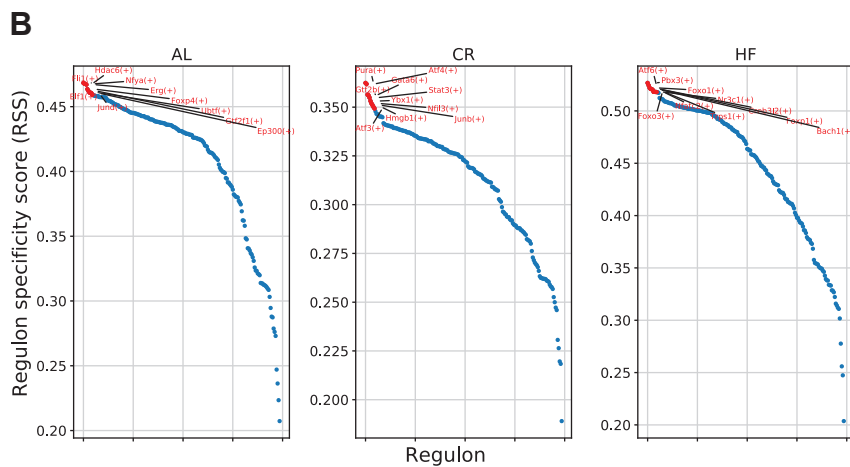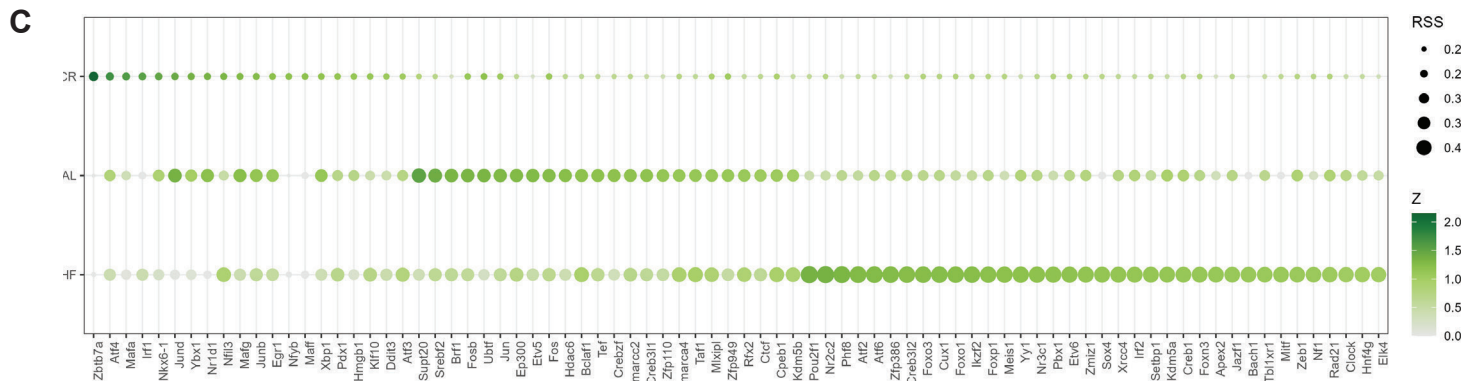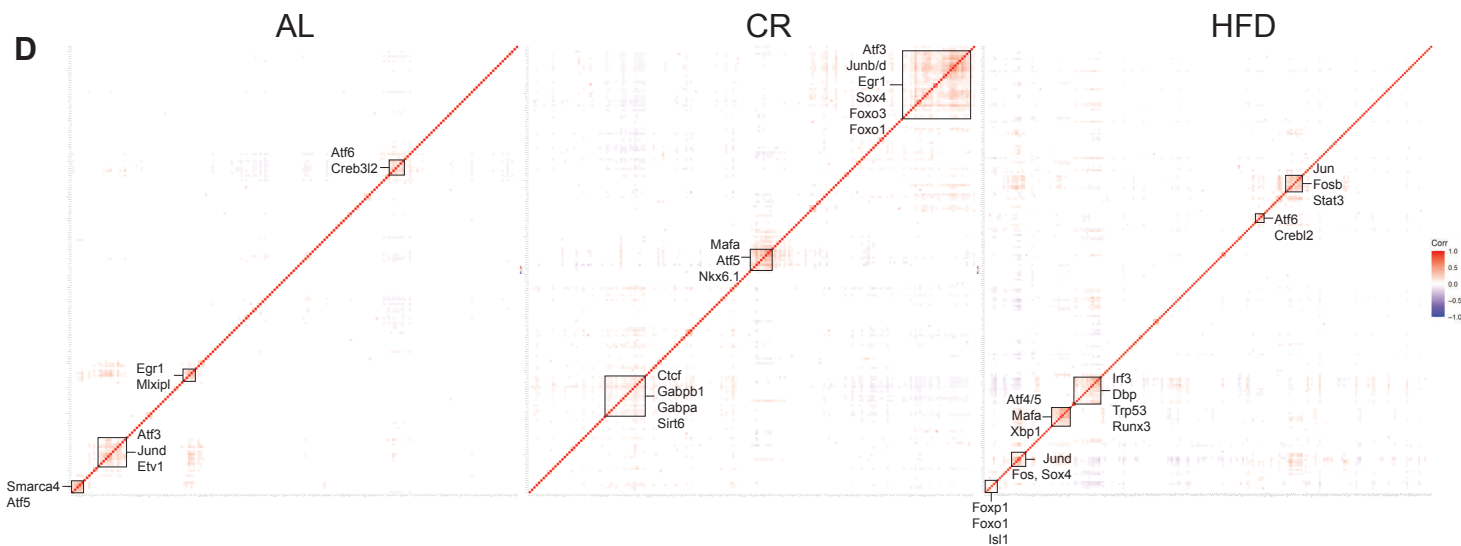

E **Overlap of Mafa targets**

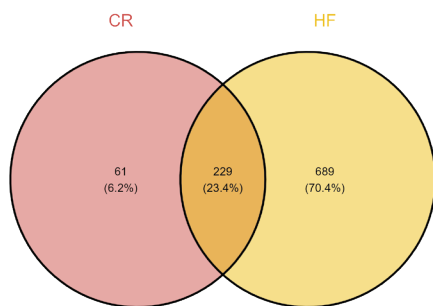

Overlap of Foxp1 targets

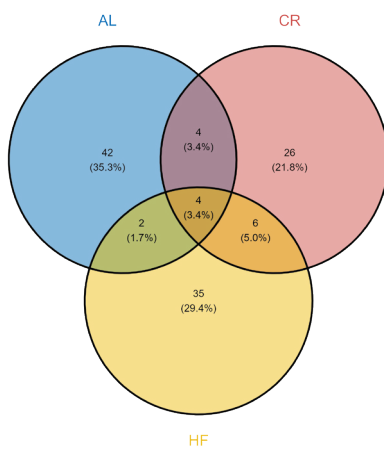

Overlap of Creb3l2 targets

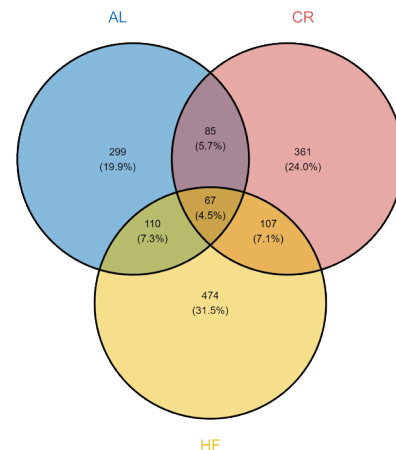

Supplementary Figure 6 – Related to Figure 4. (A) Graph with the number of transcription factors (TFs) identified with SCENIC by the number of targets per TF. (B) SCENIC regulon specificity score (RSS) for individual TFs in AL, CR, or HFD beta cells. (C) RSS and Z-scores for TFs enriched in AL, CR, and HFD beta cells. (D) Pearson correlation matrix of TFs identified in mouse beta cells from AL, CR, or HFD mice. Boxes highlight clusters of TFs with high degree of correlation. (E) Venn diagrams illustrating the degree of overlap for *Mafa*, *Foxp1*, or *Creb3l2* regulons.

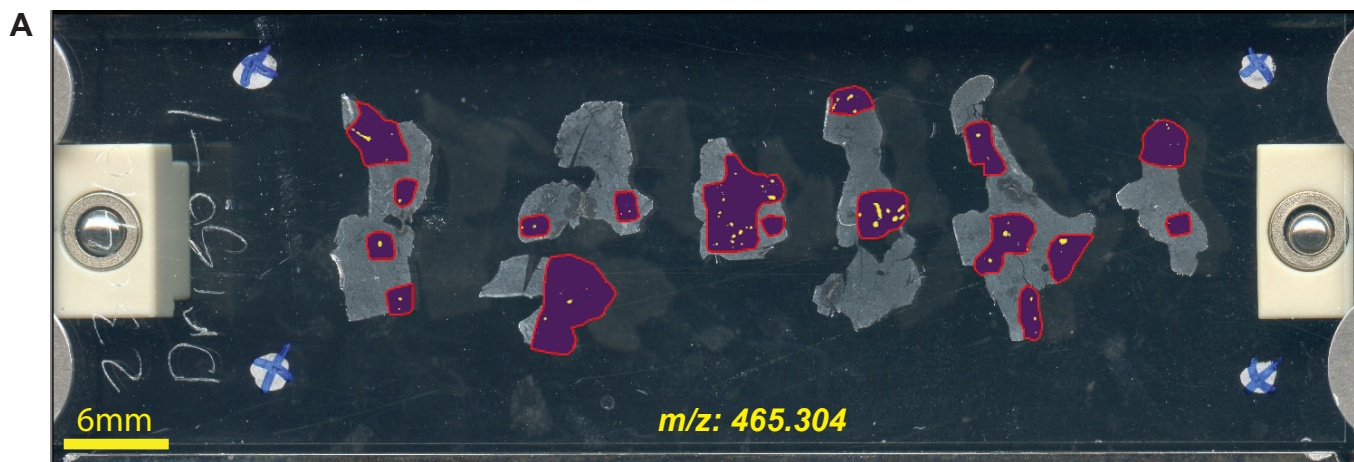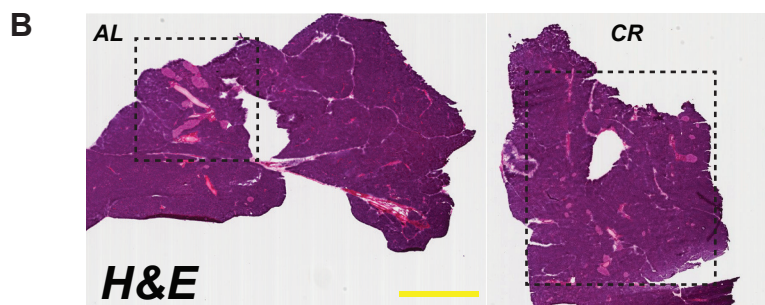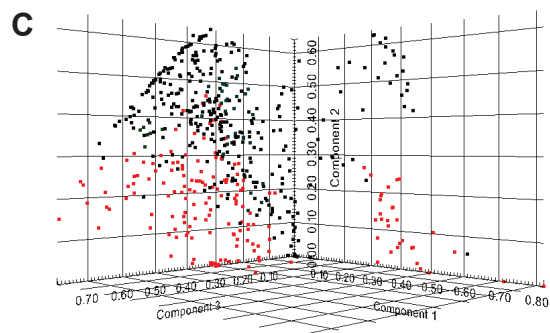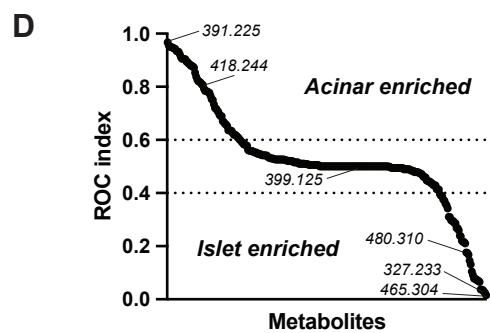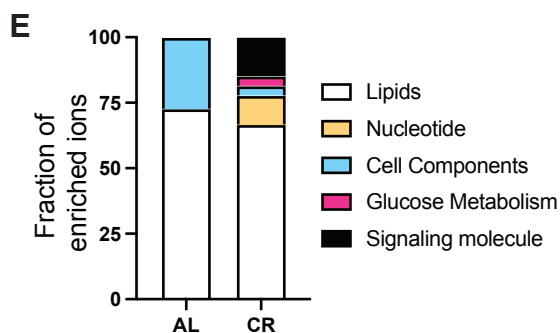

Supplementary Figure 7 – Related to Figure 5. (A) Overview of MALDI-MS imaging slide with AL and CR pancreas sections. Image is an overlay of brightfield slide imaging annotated with tissue regions of interest (ROIs) used to guide MALDI-MS data acquisition. MALDI-MS data of the islet enriched ion cholesterol sulfate is shown to pinpoint the location of islets *in situ*. **(B)** Representative hematoxylin and eosin (H&E) staining of AL/CR pancreases prepared for MALDI-MS imaging. **(C)** Three-dimensional graph representing the top 3 components identified using Probabilistic latent semantic analysis (pLSA) analysis with random seed. Individual islets from AL and CR samples are shown in black and red squares, respectively. **(D)** Receiver Operating Characteristic (ROC) analysis of ions enriched in acinar versus islet regions. **(E)** Fraction of metabolites identified against the human metabolome database (HMDB) and their respective molecular classes and distribution in AL or CR datasets. In **(A)**, scale bar = 6mm and in **(B)**, scale bar 3mm.

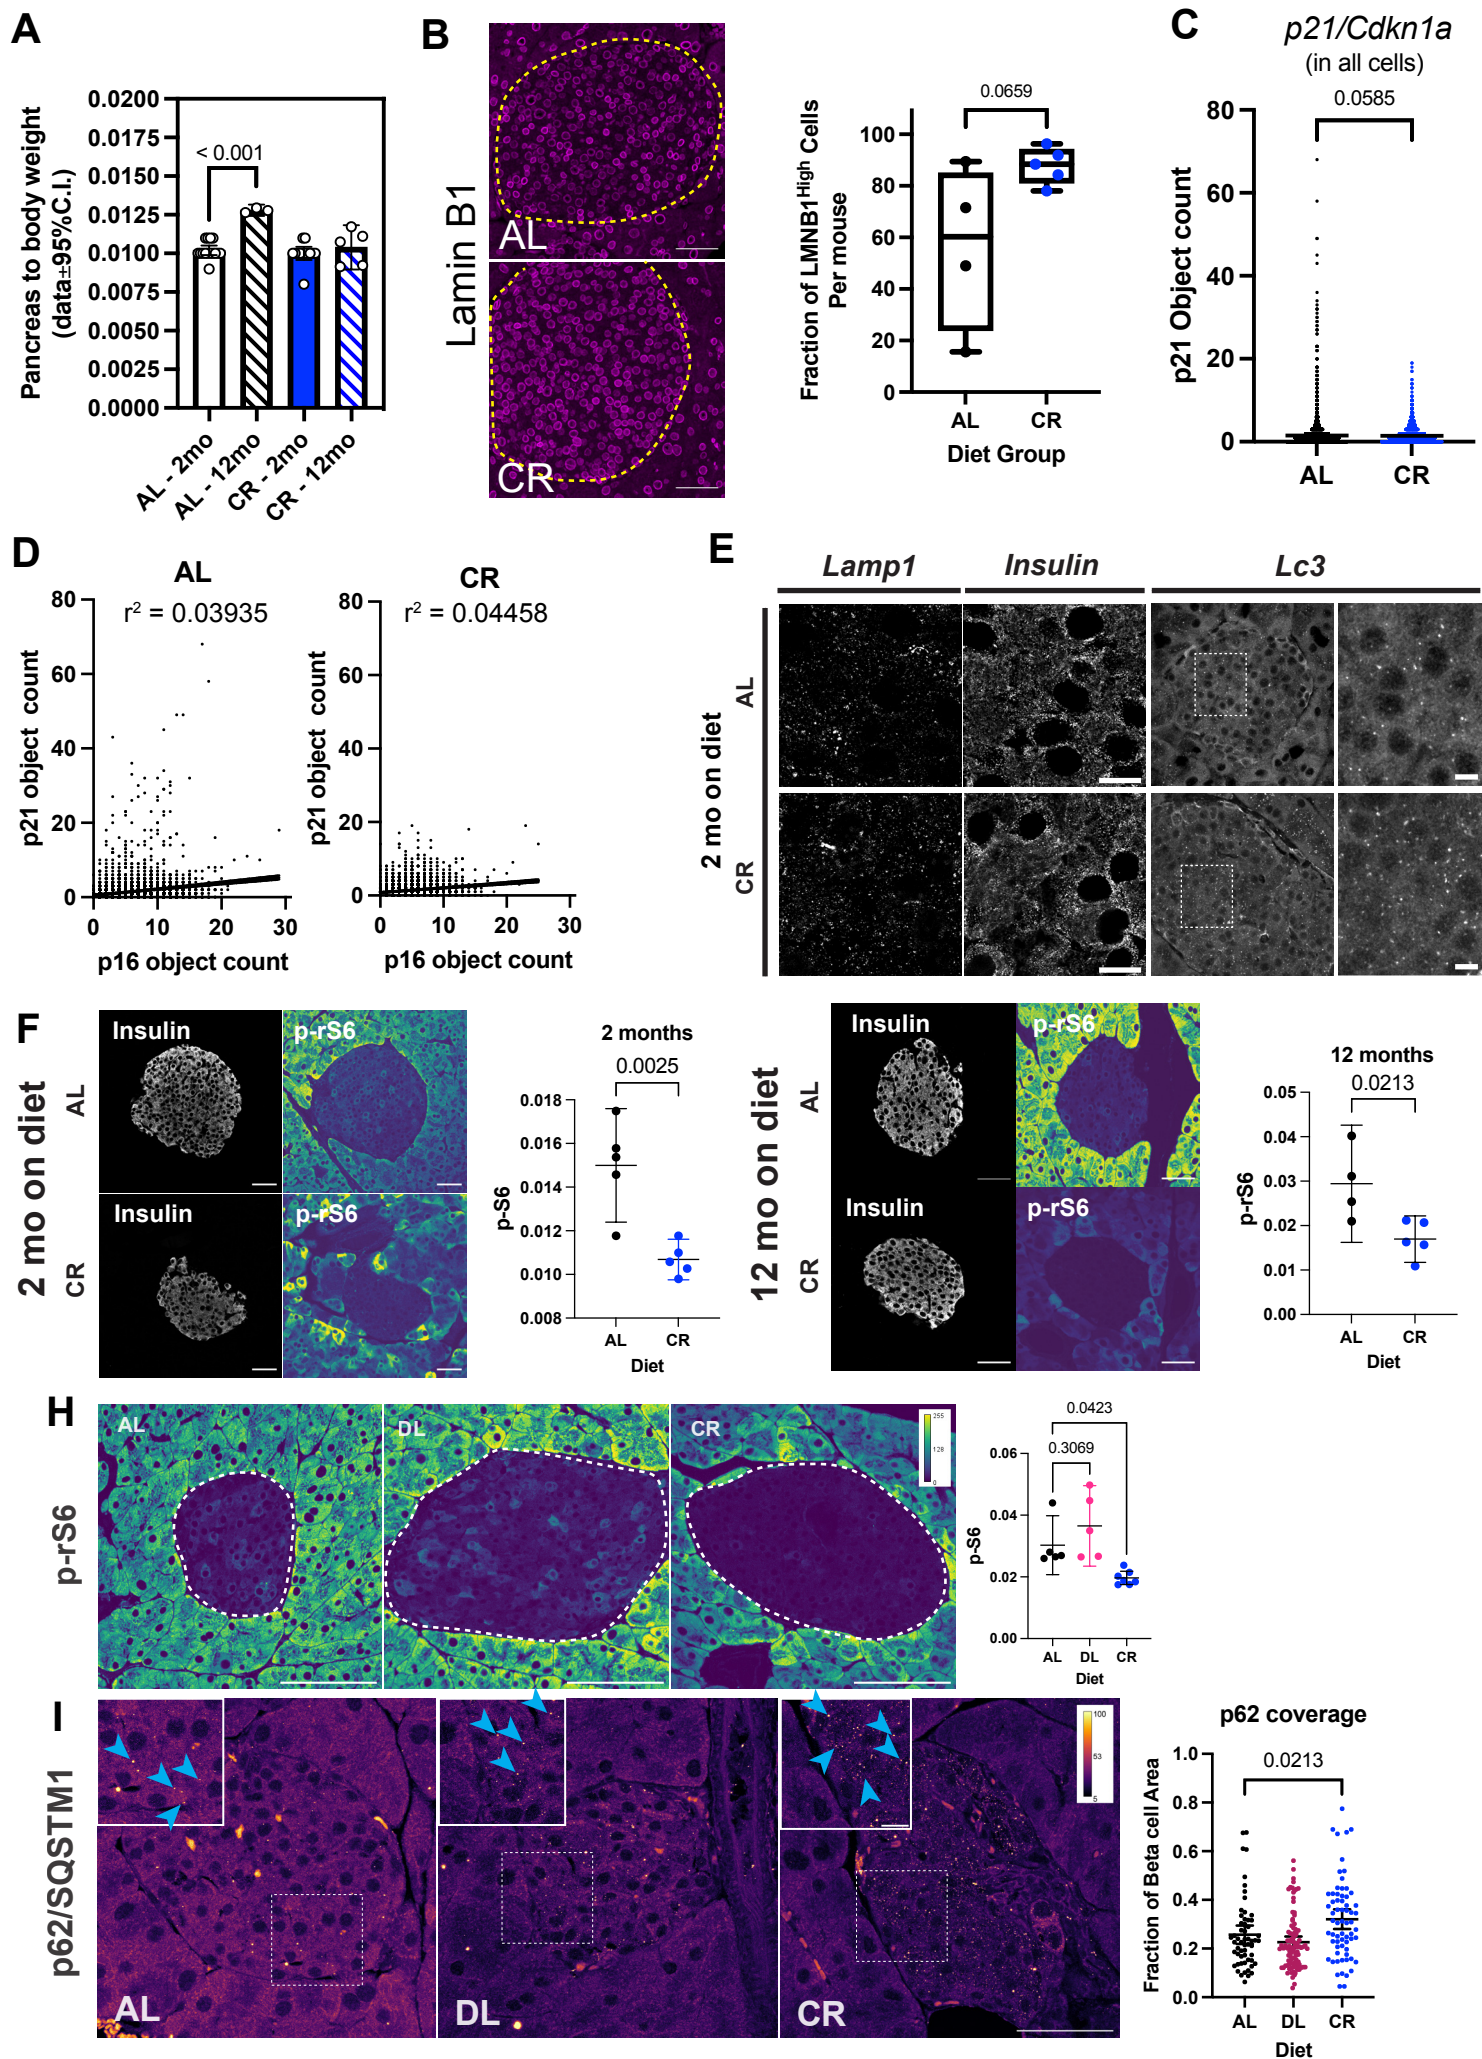

Supplementary Figure 8 – Related to Figure 6. (A) Relative pancreatic weight in AL and 20% CR mice after 2 or 12 months on diet. **(B)** Representative images of pancreatic islets stained with Lamin B1 from AL and CR male mice after 12 months on diet and the respective quantification of Lamin B1 high cells per mice. Scale bar, 50 microns. **(C)** Quantification of p21 expression *in situ* in pancreatic beta-cells from AL and CR mice after 12 months on diet. **(D)** XY plot showing the correlation between the number of p16 and p21 mRNA spot-object detected in each beta cell from mice kept on AL or CR for 12 months. Solid and dashed lines indicate the linear regression and confidence intervals, respectively. r^2 values are shown on top of each graph. **(E)** Representative images of pancreatic islets stained with Lamp1 or Lc3 I-II from AL and CR male mice after 2 months on diet. Scale bar, 10 microns. **(F)** Representative images and quantification of p-rS6 intensity in pancreatic beta-cells after 2 and 12 months on diet. Scale bar, 20 microns. **(H)** Same as in (F), this time in mice fed AL, CR, or DL for 2 months. **(I)** Representative images showing p62 puncta accumulation in mouse beta cells. Quantification is shown on the right. Here, each dot = 1 islet, data pooled from at least $n=5$ mice per diet group. In (H-I), scale bar 50 microns. Statistical analysis was conducted using one-way ANOVA with Tukey's post-hoc test for multiple comparison (A, H), or unpaired two-tailed Student's t-test (B, C and F). In (A), the asterisks indicate *** $p < 0.001$. In (F-H), each dot = mean from all islets from one individual animal. At least 10-to-20 islets per animal were quantified. All data presented as mean $\pm$ 95% C.I.

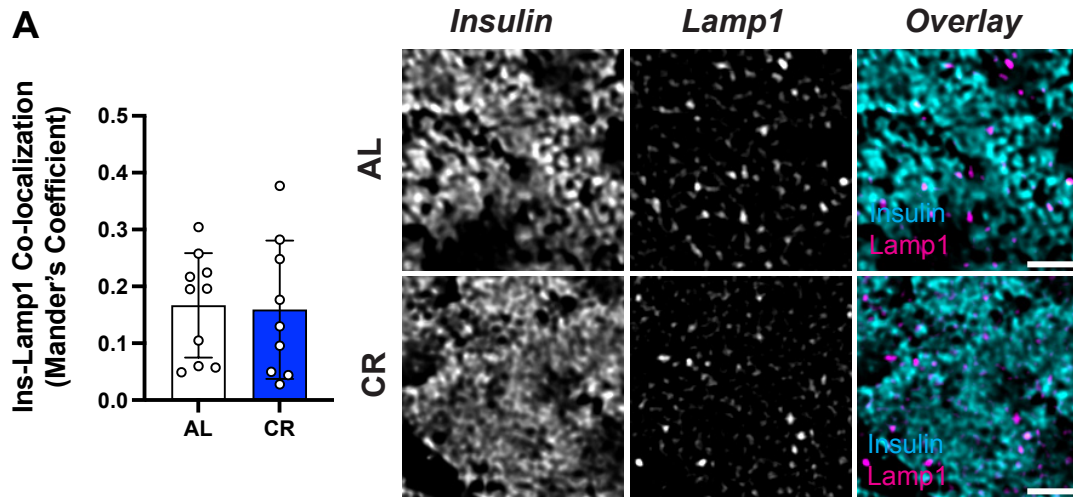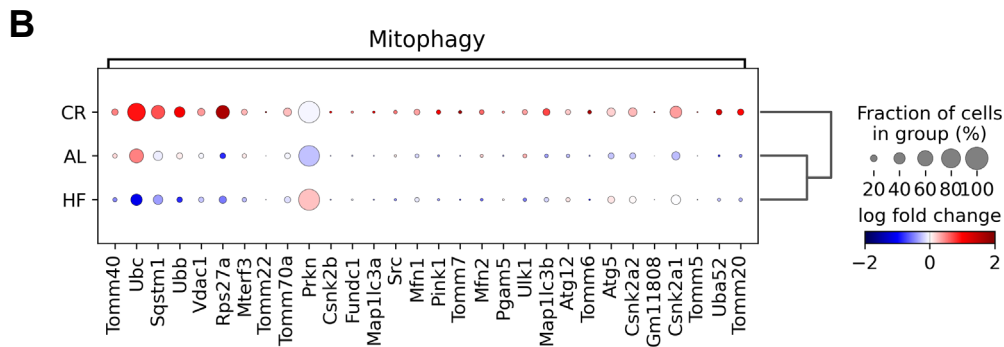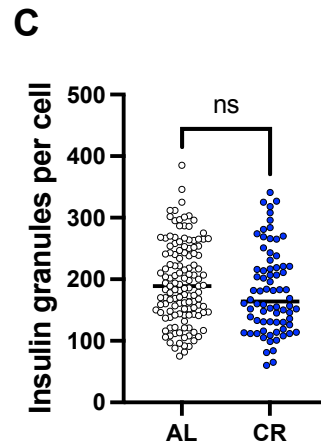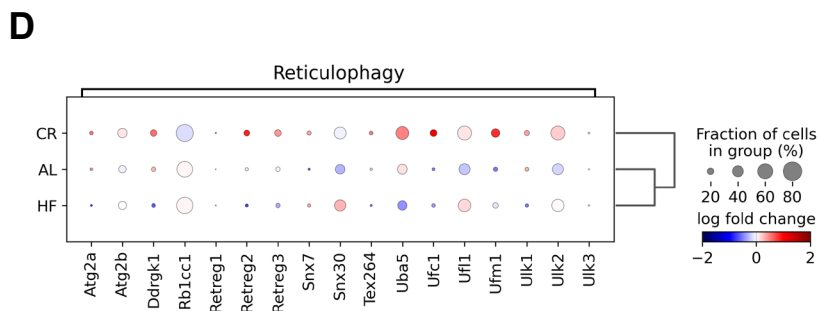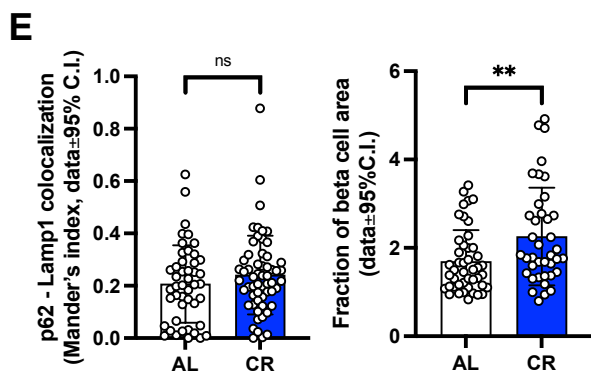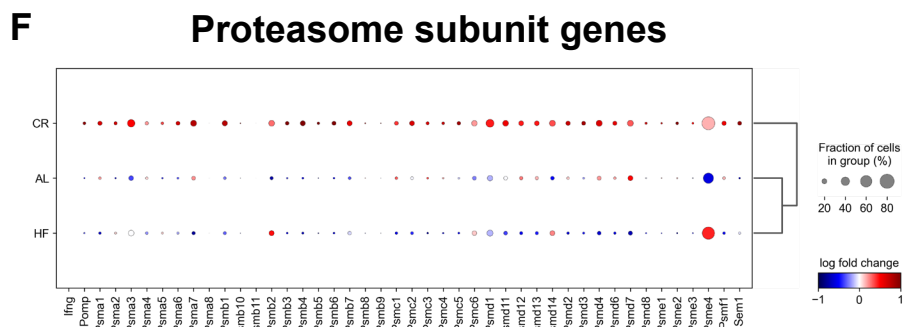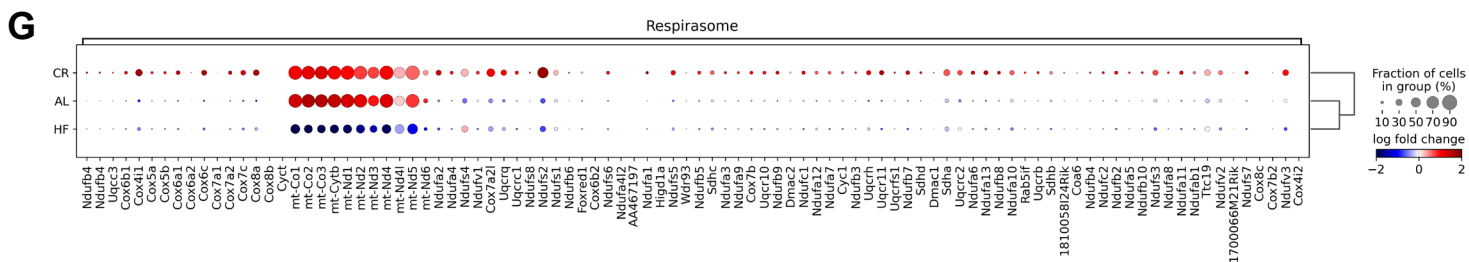

Supplementary Figure 9 – Related to Figure 7. (A) Co-localization analysis between Insulin and the autophagy marker Lamp1 using pancreatic sections from AL and CR male mice after 2 months on diet. Here, each dot = 1 islet, pooled from n=5 mice per diet group. Close up and representative images of beta cells stained with Insulin and Lamp1 are shown on the right. Scale bar, 2 microns. **(B)** Dot plot with hierarchical clustering analysis (HCA) highlighting the expression levels of genes associated with mitophagy. **(C)** Quantification of insulin granules per beta-cells using SEM imaging. **(D)** Same as in **(B)** showing genes involved in the reticulophagy pathway in beta-cells from AL, CR and HFD mice. **(E)** Colocalization of beta cell p62 vesicles with Lamp1 and quantification of beta cell area occupied by p62 in AL or CR mice. In **(F-G)**, same as in **(B)** showing genes involved in the proteasome and respirasome pathways, respectively, of AL, CR, or HFD beta cells. In (C and E), each dot = 1 beta-cell, pooled from n=5 mice per diet group. Statistical analysis was conducted using unpaired two-tailed Student's t-test. In (E), the asterisks indicate ** $p < 0.01$. All data presented as mean $\pm$ 95% C.I.

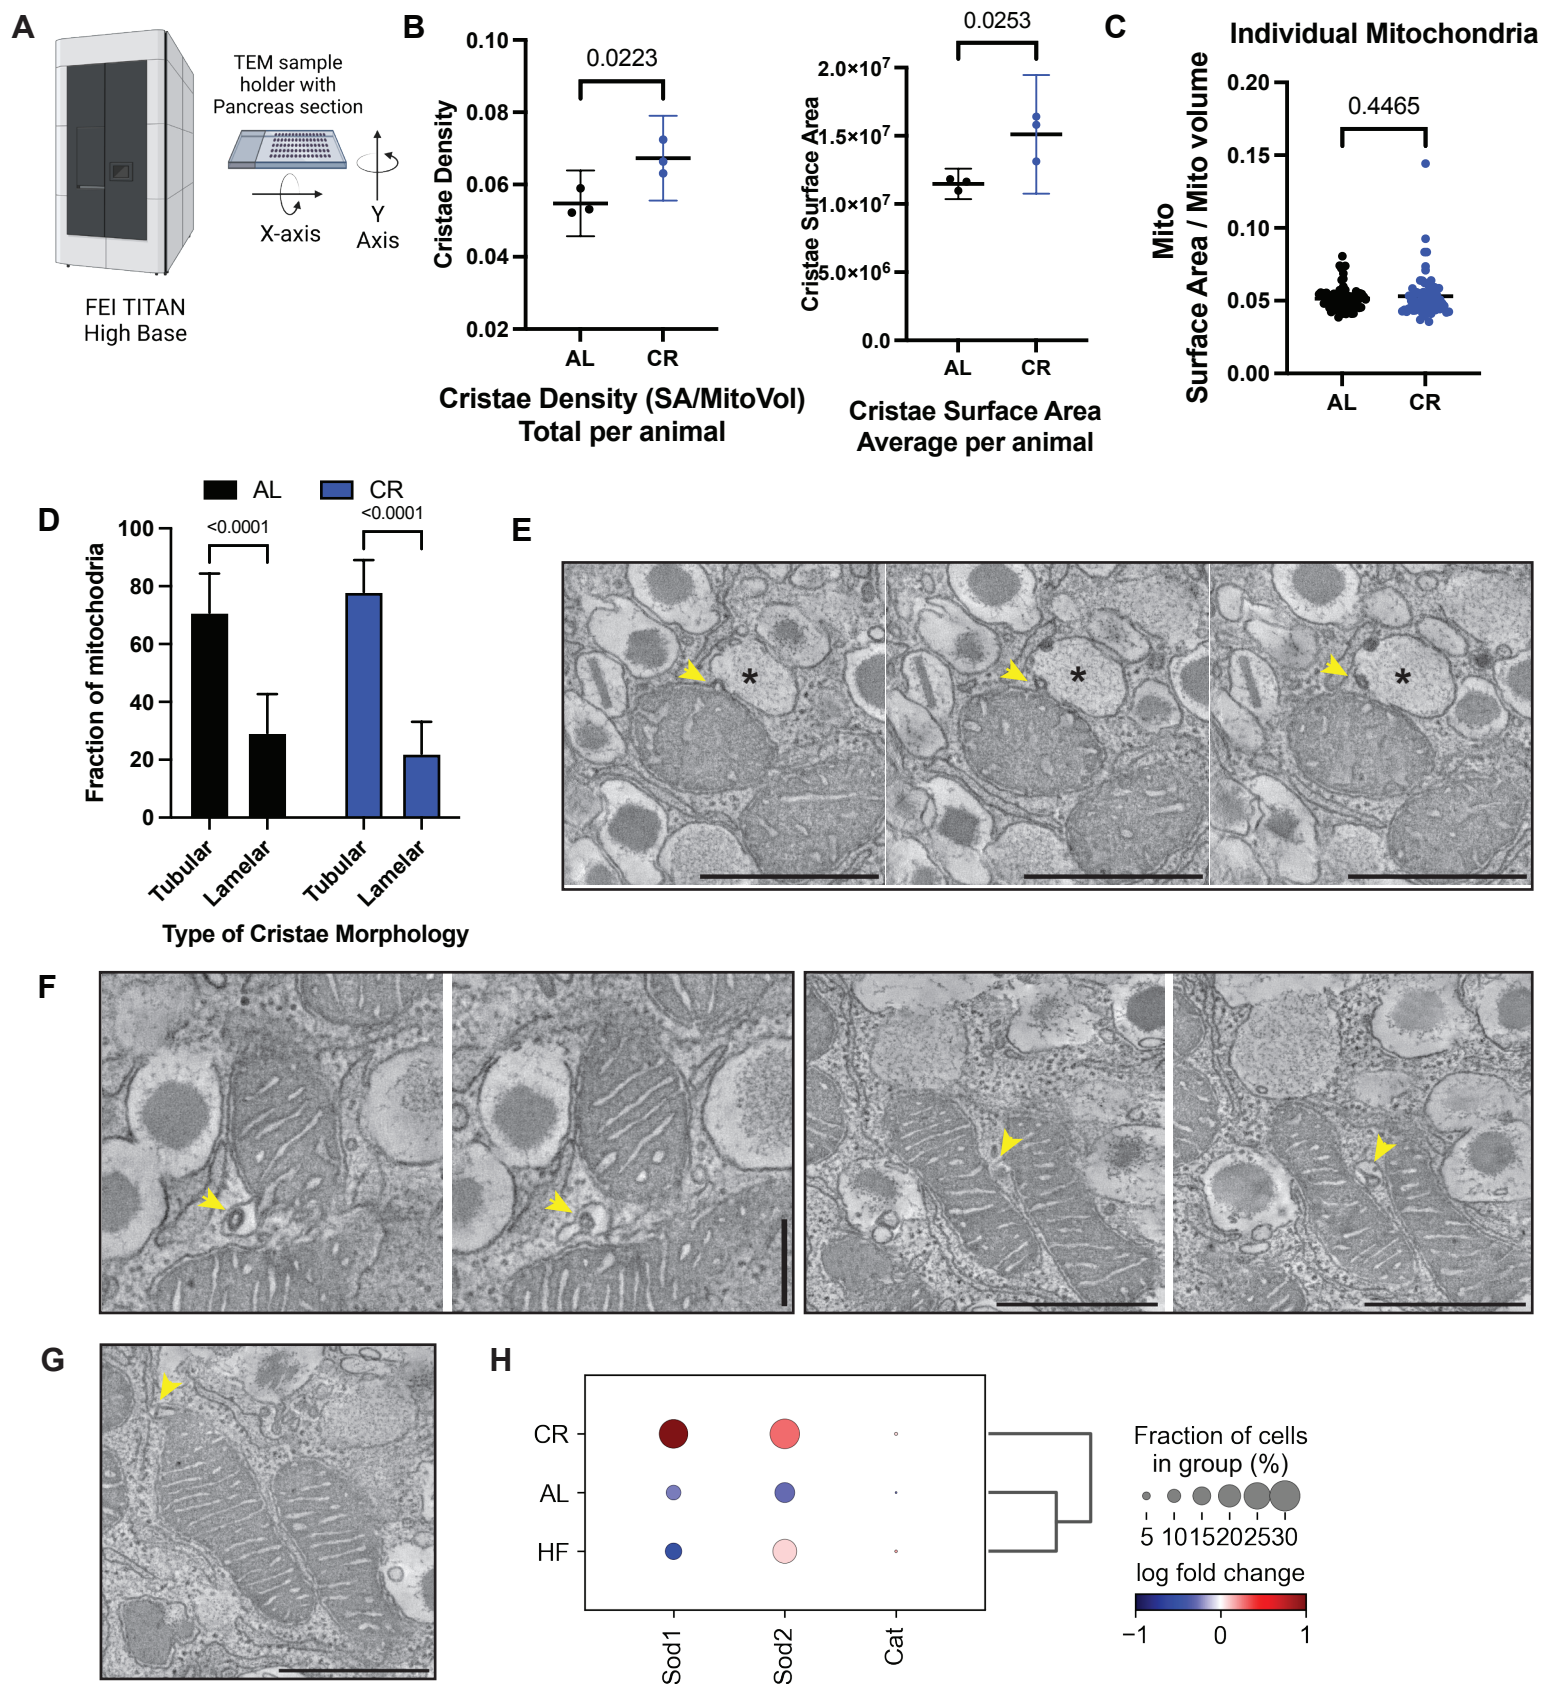

Supplementary Figure 10 - Related to Figure 7. (A) Schematic diagram of eTomo microscopy. **(B)** Average mitochondria cristae density and cristae surface area for each animal analyzed in AL and CR diet groups. **(C)** Mitochondrial surface area to volume ratios in eTomo images. Each dot represents individual mitochondrial objects analyzed. **(D)** Fraction of mitochondria with tubular versus lamellar cristae architecture. **(E-F)** Consecutive z sections showing fusion of a beta cell MDVs with a lysosome. Yellow arrowheads indicate MDVs with multi-membranous structures budding of from the mitochondria outer membrane space and the asterisk marks the lysosome. **(G)** Snapshot of a beta cell MDVs fusing with the ER. In (E-G), yellow arrowheads indicate MDVs locations. **(H)** Dot plot with genes involved in the reactive oxygen species (ROS) pathway in AL, CR, or HFD beta cells. Data pooled from n=3 mice per diet group. Statistical analysis was conducted using unpaired two-tailed Student's t-test. P values are shown. All data presented as mean $\pm$ 95% C.I. Panel 10A was created with BioRender.com. and released under a Creative Commons Attribution-Non Commercial NoDerivs 4.0 International license.

A Cerebellum (MIMS)

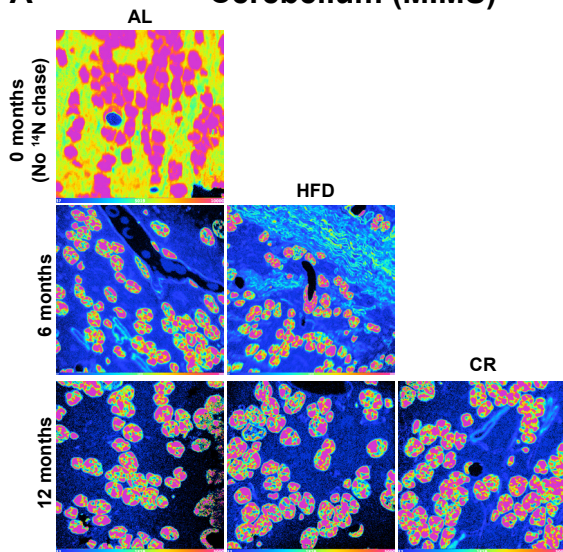

B

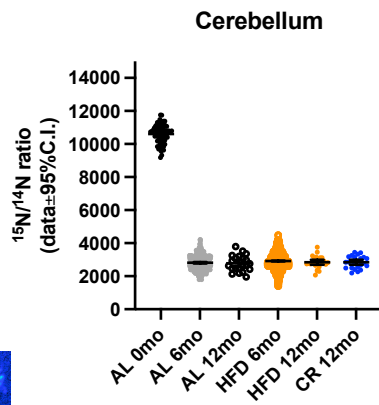

C Islet of Langerhans (MIMS-EM)

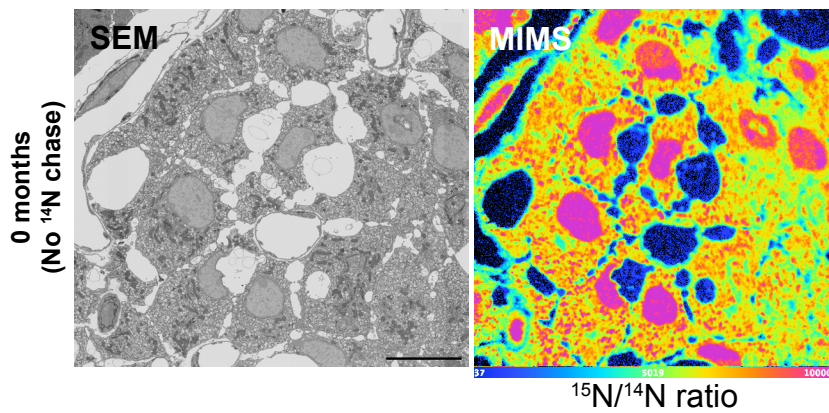

D Alpha Cells 12 months

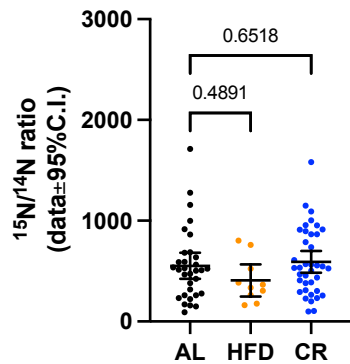

Delta Cells 12 months

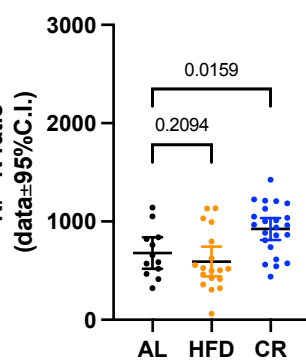

Acinar Cells 12 months

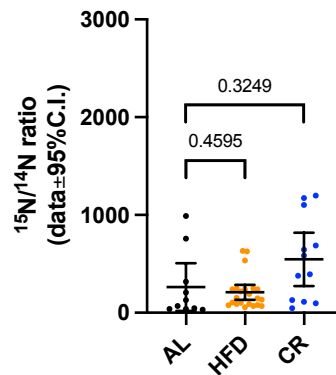

Supplementary Figure 11 - Related to Figure 8. (A) MIMS imaging and $^{15}\text{N}/^{14}\text{N}$ ratiometric maps of granule neurons in the cerebellum of ^{15}N -labelled mice at day 0 or after 6 or 12 months of chase in AL, HFD, or CR diet groups. **(B)** $^{15}\text{N}/^{14}\text{N}$ values from granule neurons from mice kept on AL, HFD, or CR for 6 or 12 months. Each dot represents a single nucleus. **(C)** SEM and MIMS imaging with $^{15}\text{N}/^{14}\text{N}$ ratiometric maps of islet cells in the pancreas from a ^{15}N -labelled mouse at day 0. **(D)** $^{15}\text{N}/^{14}\text{N}$ values in the nucleus of alpha cells, delta cells, and acinar cells from the pancreas of mice kept on AL, HFD, or CR for 12 months. Each dot represents a single cell nucleus. In (C), scale bar = 10 microns. Statistical analysis was conducted using one-way ANOVA with Tukey's post-hoc test. P values are shown. All data presented as mean $\pm$ 95% C.I.

# Supplementary material for: Calorie restriction increases insulin sensitivity to promote beta cell homeostasis and longevity in mice
**Source:** Nat Commun. 2024 Oct 21;15:9063. doi: 10.1038/s41467-024-53127-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1.** List of differentially expressed of genes and pathway enrichment analysis in CR-HF vs AL-HF islets.

**Supplementary Data 2.** List of differentially expressed of genes (DEG) in AL, CR, or HFD beta cells.

**Supplementary Data 3.** List of differentially regulated transcription factor motifs in AL, CR, or HFD beta cells.

**Supplementary Data 4.** List of differentially expressed of genes (DEG) in the identified beta cell states of AL, CR, or HFD beta cells

**Supplementary Data 5.** List of transcription factors identified using SCENIC analysis of AL, CR, or HFD beta cell transcriptomics.

**Supplementary Data 6.** Detailed list of genes associated with regulons for Mafa, Foxp1, or Crebl2 in AL, HFD, and CR beta cells.

**Supplementary Data 7.** Full list of genes associated with all identified regulons in AL, HFD, and CR beta cells.

**Supplementary Data 8.** ROC analysis of metabolite ions identified in islet or acinar compartments of AL or CR pancreases.

**Supplementary Data 9.** Complete list of possible metabolites associated with all possible molecular identifiers.

**Supplementary Video 1.** Movie of a representative beta cell eTomo acquisition field of view from an AL mouse islet.

# Supplementary material for: Calorie restriction increases insulin sensitivity to promote beta cell homeostasis and longevity in mice
**Source:** Nat Commun. 2024 Oct 21;15:9063. doi: 10.1038/s41467-024-53127-2
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	<i>Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.</i>
Data analysis	<i>Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.</i>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data availability statement: Data, code, and analysis pipelines used in this study is available upon request and deposited here: 10.5281/zenodo.6491944 and/or in our lab github page (https://github.com/ArrojoDrigoLab/BetaCell_CalorieRestriction)

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	At least 5 mice were used per diet group, and experiments reported include data from animals from separate and independent animal cohorts. Single cell RNAseq experiments contain data pooled from n=2 animals per group. Autophagy data reported as a pool of islets analyzed from 5-10 mice per diet group.
Data exclusions	No data was excluded.
Replication	This manuscript contains data from 5 different animal cohorts, each containing a control and a CR group and metabolic phenotyping assays (MTTs) were done in all of these cohorts to ensure reproducibility of metabolic / beta cell phenotype.
Randomization	N/A
Blinding	N/A

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The following antibodies were used: guinea pig anti-insulin (Dako, #IR002) at 1:4 dilution, rabbit anti-glucagon (Cell Signaling Technology, #2760) at 1:100 dilution, rat anti-somatostatin (Millipore Sigma, #MAB354) at 1:100 dilution, rabbit anti-53bp1 (Bethyl Laboratories, #IHC-0001) at 1:100 dilution, goat anti-PDX1 (gift from Christopher Wright, Vanderbilt University) at 1:10,000 dilution, rabbit anti-LC3A/B (Cell Signaling Technology, #12741) at 1:100 dilution, rat anti-LAMP1 (Developmental Studies Hybridoma Bank, #1D4B) at 1:50 dilution, and mouse anti-p62 from R&D systems (cat# MAB8028-SP) at 1:100 dilution.
Validation	Validation by cellular localization + literature search for validated antibodies.

Animals and other research organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Mus musculus, 8 weeks of age at the start of diet experimentation
Wild animals	<i>Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i>
Reporting on sex	Sex was considered as a variable and data is described in this manuscript.
Field-collected samples	<i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>
Ethics oversight	<i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

How the deposited data were processed for this re-analysis (not part of the article)

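Nuclei of frozen islets from mice fed AL, CR or HFD for 2 months were profiled with a multiome assay of RNA and ATAC. There were 6 libraries, 2 per diet, each of RNA and ATAC, which make 12 samples. The authors ran Cell Ranger ARC 2.0.1 on each library with the mm10 reference, and the deposited counts are whole numbers of RNA UMIs per gene and of ATAC counts per peak and nucleus, without normalization. According to the submitters' processing notes Seurat 4, Signac 1.9.0 and MACS2 2.2.7.1 were used in later steps, and the paper's methods add the removal of multiplets and of free RNA. None of these later steps is part of the counts used here. Gene and peak counts of the CR library of replicate 2 were analysed, and for the other libraries the lists of nuclei and peaks. A line of the feature list of CR replicate 1 was empty, so that list was read without it.

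Depth in that CR library was 47067814 RNA UMIs and 54586497 ATAC counts over 5213 nuclei. Nuclei were kept at 1000 to 25000 RNA UMIs, 1000 to 100000 ATAC counts and up to 10% mitochondrial RNA. The paper's filters on nucleosome signal and on enrichment at start sites need reads and were not applied. Doublets were called with Scrublet in scanpy 1.11.5 at 0.8% per 1000 nuclei, which took out 111. Counts were scaled to 10000 per nucleus and log-transformed, 2000 variable genes and 30 principal components entered a graph of 20 neighbours, and clusters were found with the Louvain method of igraph 0.11.9 at a resolution of 0.7, keeping the best of 10 tries. The paper used SCTransform, Harmony and both data types for this step.

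Clusters were named from lists of markers written before the data were examined. After the clusters had been seen, a rule was added: a marker counts only where at least 5% of the cluster's nuclei have a UMI of it, since free RNA otherwise gave every cluster the beta cell markers. A cluster with similar scores for alpha and gamma cells took its names from the clusters at a resolution of 1.2. Beta-like nuclei were clustered again with 10 principal components at 0.3, leaving out every gene examined here. A cluster took the state with the largest share of its marker list among the cluster's 50 leading genes at 50 CPM or more. This gave no state-2-like cluster at 0.3, so gene values for state-2-like nuclei are those at a resolution of 0.5, an alternative set in advance.

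RNA levels are UMIs summed over the nuclei of a group, scaled to the group's total as CPM, with exact 95% Poisson intervals. Ratios of 2 groups have exact conditional intervals, and shares of nuclei exact binomial intervals. Lists of genes are given by the median log2 ratio over genes with at least 20 UMIs, beside 10000 random lists matched on expression. These were drawn gene by gene and serve as a description. Endothelial- and macrophage-like nuclei serve as the level of free RNA for genes of beta cells, also after thinning each nucleus to 1000 UMIs. For genes they may make themselves, such as Foxo1, Vdac1 or Sqstm1, their level is only a comparison of cell types. The genes named are those the paper's sentences or panels name, the 5 highest and lowest of a list and the 10 with the largest ratio each way for state-2-like nuclei. The paper's tables had been seen when the lists were written. Clock and immediate-early genes beyond these were from a textbook list and the paper's HFD genes.

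Peaks on standard chromosomes were compared between libraries by the base-pair Jaccard index, with an exact permutation test over the 15 ways to pair 6 libraries. Start sites came from GENCODE M21 on GRCm38, the assembly behind mm10, by gene ID, and 32235 of 32285 IDs (99.8%) were found there, since the feature lists hold no start sites. The start is the 5' end of the whole gene model, which for Ins2 lies far from its short transcripts. Peaks whose centre lay within 1 kb of a start site made up 13.0% to 15.5% of each library's 96848 to 121740 peaks. Gene symbols and IDs are those of the feature lists. E-box and D-box words were searched in the central 500 bp of peaks in the GRCm38 sequence.

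Peak overlap, ratio intervals, list medians against random lists, cell type naming, the number of clusters and the clock odds ratios were tested on simulated data, and the other steps were not. Of 1500 simulated nuclei of known type 92.4% were named right. These nuclei were drawn from the real mix of types, 87.0% of it beta-like, so the value says little about the naming of rarer types. Intervals of ratios held the true value for 95.4% of 8366 genes. A changed list lay at percentile 100 and 20 unchanged lists at 6.7 to 89.7. Simulated peak lists of 4000 peaks with 20% diet-specific peaks reached the smallest p in 20 of 20 draws, and lists with 0% in 2 of 20. Alternatives covered the measure and kind of peaks, each library left out, replicate numbers, the filters, doublets, resolution, clustering method, seed, depth, denominator, assignment of states, windows around start sites and the correlation measure. Other software was Python 3.11.15, SciPy 1.17.1, NumPy 2.4.6, pandas 2.3.3 and scikit-learn 1.9.0.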

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

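The test of free RNA for Glp1r and the tests of clock phase, with their matched random sets and Nr1d1, were chosen after the values they measure, or values close to them, had been seen. The remaining tests named in this part were set first. No biological explanation was tested against diet, since a single library holds a single diet.

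The paper gives Glp1r as not detected among genes that changed with diet, which can also mean not detected as changed. Glp1r had a signal in beta-like nuclei of the CR library above its level in endothelial- and macrophage-like nuclei, at 573 CPM. Free RNA is argued against as the whole source. At 1000 UMIs per nucleus, 9.04% of endothelial- and macrophage-like nuclei had a Glp1r UMI (95% interval 5.36 to 14.1) against 41.0% of beta-like nuclei (39.3 to 42.7). This is 4.53-fold, so the bound of 5-fold written for this test was not met. The verdict rests on the intervals, which do not overlap, since free RNA by itself would give all nuclei the same share at the same depth. Glp1r kept 30.9% of its beta-like CPM in these nuclei, within the 17.6% to 48.1% of 11 beta cell markers. Reads of a neighbour are argued against too: 0 annotated genes overlap Glp1r on its strand, while 2 unnamed genes lie on the other strand. A part of the level from free RNA stays open.

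Several clock genes that the paper does not discuss differed between state-2-like and other beta-like nuclei of the CR library, each above the limit that a count of 0 allows. The log2 ratio was -1.26 for Nfil3 (81 and 582 UMIs), -1.18 for Npas2 (11 and 75 UMIs), -0.92 for Nr1d1 (225 and 1280 UMIs) and 0.47 for Per3 (267 and 579 UMIs). The log2 ratio was -1.17 for Arntl, 0.40 for Dbp and 0.58 for Tef. By marker z-scores the lower genes were nearer 0, with -0.68 for Nfil3, -0.06 for Npas2, -0.44 for Nr1d1 and -0.62 for Arntl, and the raised genes vanished or reversed, with 0.0667 for Dbp, -0.0857 for Tef and -0.10 for Per3. In the cluster with most state 2 markers, a setting chosen after seeing the data, Nr1d1 was at -0.0815, Nfil3 at -1.03, Npas2 at -0.81 and Per3 at 0.26.

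For Arntl the values argue against cytoplasmic RNA as the whole source. Cytoplasmic RNA carried with nuclei would tie the ratio to the mitochondrial share. Within bins of that share the mean log2 ratio of Arntl stayed at -1.0004, over 4 of 5 bins, since the lowest bin had 0 Arntl UMIs in 24 state-2-like nuclei. The intervals of the bins at -0.55 (-1.28 to 0.13) and -0.72 (-1.72 to 0.15) reached 0. The lowest ratio, -1.78 (-3.07 to -0.70), was in the bin of highest share, from 8 state-2-like UMIs. A part from cytoplasmic RNA therefore stays open. An immediate-early response stays open. Within nuclei with and without a Fosb UMI the median log2 odds ratio of the clock pairs below was -0.646, but 2330 of 3140 nuclei had such a UMI and the split moved almost nothing, so it was no test, although the bound set for it was met. Jun and Fosb were lower in the same cluster. A difference in clock phase between nuclei of the same mouse stays open too. Across 3140 beta-like nuclei in 10 bins of depth, nuclei with a UMI of Arntl, Npas2 or Nfil3 had a UMI of Dbp, Tef or Per3 less often, with a median log2 odds ratio of -0.653 over 9 pairs, from -0.90 to -0.52. Pairs within each of these groups went together, with a median of 0.89. The genes of these pairs were chosen because they moved in this cluster, so within clusters the value is the fairer one, at -0.56. Among 200 random sets matched on the number of nuclei and on the cluster ratio, 0 were as low (lowest -0.32, median -0.07), drawn from as few as 13 genes for a member. Beta cells of this mouse may have been at different phases of the clock, a hypothesis found and tested on the same nuclei. Nr1d1, which the pairs leave out, went with neither group (median log2 odds ratios of -0.0049 and 0.0014), which counts against a phase difference for it, and the time of tissue collection enters no test here.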

How the results depend on the processing

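Of 46 values of the main results under alternatives, 28 were labelled unchanged, 14 moved and 4 reversed. For lists and single genes these numbers were 129, 63 and 10 of 202. Unchanged meant the same sign for the overlap of peak lists, whatever its size. Elsewhere it meant a value within the main interval or spread, or within 1.5 times the count. The unchanged values of the state-2-like share are all 0, like the main value, which is not a measured share. Naming by the cluster with most state 2 markers was chosen after seeing the data. The causes were not tested.

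The overlap of peak lists changed sign with the measure: the difference of -0.263 points became 0.879 for the share of the smaller list and 0.831 at 50% reciprocal overlap. It stayed negative near start sites, away from them and in the wider peaks (-1.54 to -0.227). With permutations within the replicate block it was -0.263, p 0.167, ranking first of 6 pairings. Leaving out each library gave -1.98 to 1.16. It was positive without CR replicate 1 (1.16) or HF replicate 2 (1.09). The median share of peaks near a start site went from 13.7% to 19.5% at 3 kb and 15.1% for peaks in both libraries of a diet.

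The filter kept 75.0% with no mitochondrial cut, 55.0% at 5% and 3.66% if only nuclei above 10% are taken. The beta-like share was 79.6% without a filter and 37.2% by marker scores of each nucleus, and 86.7% to 87.9% in 6 other settings. The scaling of those marker scores works against a type that makes up most nuclei, so the 37.2% is no measure of its share. The state-2-like share, 0 at the study's resolution, was 19.6% at 0.5, 30.5% by z-scores and 52.9% for the cluster with most state 2 markers, and 0 in 6 other settings. The z-score share is largely set by the scaling of the scores. For 31 named genes the median log2 ratio of 0.20 became 0.37 by z-scores. All variable genes gave no state-2-like cluster at 0.5, so no value.

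Among genes whose interval lay on one side of 0, directions reversed by z-scores for Idh2 (-0.24), Sqstm1 (0.0737), Slc7a2 (-0.29), Hspa5 (0.37), G6pc2 (-0.13), Tef (-0.0857) and Per3 (-0.10), for Slc7a2 (-0.10) and Hspa5 (0.10) in the cluster with most state 2 markers, and for Atf6 (0.0442) after thinning. Pkm and Cox5a, whose intervals held 0, changed sign by z-scores (0.28 and 0.0193) and with the denominator without insulin, mitochondrial and ribosomal genes (0.0555 and 0.0604).

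The median of 251 listed genes went from 36.3 to 43.9 CPM without insulin, mitochondrial and ribosomal genes. Hormone genes most open in their own type were 2 of 5, and 3 with doublets kept, with Ins2 counted at a distant start. The RNA and ATAC correlation fell from 0.446 to 0.412 with 10 kb and 0.166 for genes of at least 10 CPM. Depth limits the rarer types most: gamma-like nuclei held 305742 ATAC counts.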

Differences from the paper's values

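The paper's share of CR beta cells in state 2 is about 44% in Fig. 3J, read by eye, over both CR libraries. At the study's resolution no cluster of the CR library analysed here took the name state 2, which gives 0%. The naming rule divides by the length of each marker list and so favours state 0, with 53 markers against 310, so this 0% is not a measured share to set against the paper's. Of the alternatives set before the data were examined, the z-scores gave 30.5%, which is within 1.5 times the paper's value. Their scaling pulls the states towards equal shares, with 33.8% for state 0 and 35.7% for state 1. The nearness of 30.5% to the paper's value therefore says little. Resolution 0.5 gave 19.6%, and resolution 0.2, 20 PCs, all variable genes, another seed, doublets kept and thinning gave 0%. The cluster with most state 2 markers, a setting chosen after seeing the values, held 52.9%. It leaves no cluster for state 0, so 1 of the paper's 3 states is dropped, as the rule set first drops state 2.

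In its list of genes that changed between diets the paper states that Glp1r was not detected. This can also mean that Glp1r was not detected as changed. In this library Glp1r had 13054 UMIs in beta-like nuclei. The paper's Supplementary Data 4 lists Glp1r as a marker of state 2, with the paper's values of 92.7% of state 2 and 59.3% of other beta cells. The paper's values cover beta cells of 3 diets after removal of free RNA, and those here a single CR library before it, so the groups are unlike. Here 94.6% of the state-2-like and 87.7% of the other beta-like nuclei had a Glp1r UMI, which is within 1.5 times the paper's values, as are the 95.8% and 86.1% by z-scores. At 1000 UMIs per nucleus the shares were 43.7%, which is not, and 39.7%, which is. The log2 ratio of Glp1r was 0.16, so its direction was as in that table.

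For state 2 the paper names genes as higher. Of 31 such genes 21 were higher and 10 lower at resolution 0.5. Of 12 among them that are in the paper's marker table, 9 were higher. The paper's state 2 was found over 3 diets after removal of free RNA, and the group here is 616 nuclei of a single CR library before it. The nuclei compared with it include the state 0-like cluster, which had 18 state 2 markers among its leading genes. The groups are unlike, so a gene that was lower here does not by itself contradict the paper. Acly, which the paper also lists as a marker, was lower at -0.45, and lower in every setting run (-0.54 to -0.18). Slc38a2 (-0.23), Hadh (-0.14), Creb3l2 (-0.12) and Ulk1 (-0.23) were lower in every setting run as well. The interval of Ulk1 reached 0, and its ratio after thinning was -0.0242. Thinning and the denominator without insulin, mitochondrial and ribosomal genes kept the same groups of nuclei, so these settings are weak checks. Only the z-scores and the cluster with most state 2 markers regrouped the nuclei. Hspa5 (-0.13) and Sqstm1 (-0.14) were higher by z-scores, and Hspa5 also in the cluster with most state 2 markers, a setting chosen after seeing the values. Atf6 (-0.09) was higher only after thinning (0.04), and Pkm (-0.01) and Cox5a (-0.004) by z-scores and with the denominator that leaves out insulin, mitochondrial and ribosomal genes. For G6pc2, which the paper gives as higher, the ratio was 0.10 with clusters and -0.13 by z-scores.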

Other observations

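The test of thinning for the state 2 markers was chosen after its result was in view, and the other tests in this part were set first.

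State 2 markers were most frequent among the 50 leading genes of a beta-like cluster of the CR library, with 33, against 18 in the state 0-like cluster, and 3 technical sources were weighed. Free RNA of other islet cells is argued against: the summed CPM of Gcg, Sst, Ppy and Pyy was lower in that cluster, with a log2 ratio of -0.0647 (95% interval -0.10 to -0.03), while the 310 state 2 markers had a median of 0.27. Gcg by itself was higher, at 0.17. Depth stays open. After thinning to 1000 UMIs the clusters had an adjusted Rand index of 0.158 with those at full depth, against 0.826 for another seed. This met the bound written for depth as the source. Thinning also removes information, so the index cannot tell depth from lost information. Cytoplasmic RNA stays open as well. The shares of mitochondrial and ribosomal protein UMIs rose together in the 5 other groups of nuclei with a median Spearman rho of 0.228, between the bounds set for this test, and with 0.631 in beta-like nuclei. Of the 345 state 2 markers in the paper's table, 77 are ribosomal protein genes and 12 are mitochondrial. No biological explanation was tested.

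Jun and Fosb were lower in the state-2-like nuclei, with log2 ratios of -1.21 and -0.89, and of -0.59 and -0.50 by z-scores. The ferritin genes Ftl1 (0.71) and Fth1 (0.59), App (0.77) and Scg2 (0.68) were higher. The state 1-like clusters were led by Pappa2, Tubb3 and Atf3 and by Unc5c and Kctd8. Genes of the cell cycle had a median of 0.461 CPM in beta-like nuclei, and Mki67 had 14 UMIs in 3140 nuclei. Cdkn2a, a senescence marker, had 23 UMIs (1.01 CPM) in beta-like nuclei and Cdkn1a 125 UMIs.

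Across 1994 genes in the part of Supplementary Data 2 that was read, the beta-like CPM of this library had a Spearman correlation of 0.988 with the paper's CR values, 0.956 with its AL and 0.957 with its HFD values. The paper's CR values include this library.

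Both CR libraries held 1202 peaks that neither HFD library had, against 3377 the other way, while the split by replicate number gave 5432 and 900 and the other mixed split 2914 and 1305. Both AL libraries held 3145 that neither HFD library had, against 1743, with 4210 and 1328 in the split by replicate number and 2114 and 1876 in the other. With 3 splits each, no test was made.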
